# Changes in lipid metabolism driven by steroid signalling modulate proteostasis in *C. elegans*

**DOI:** 10.15252/embr.202255556

**Published:** 2023-04-27

**Authors:** Ana P Gómez‐Escribano, Carlos Mora‐Martínez, Marta Roca, Denise S Walker, Joaquín Panadero, Maria D Sequedo, Ratni Saini, Hans‐Joachim Knölker, Jose Blanca, Juan Burguera, Agustin Lahoz, Joaquin Cañizares, José M Millán, Nick O Burton, William R Schafer, Rafael P Vázquez‐Manrique

**Keywords:** *Caenorhabditis elegans*, fat metabolism, nuclear receptors, protein aggregation, steroid hormone signalling, Metabolism, Molecular Biology of Disease, Neuroscience

## Abstract

Alzheimer's, Parkinson's and Huntington's diseases can be caused by mutations that enhance protein aggregation, but we still do not know enough about the molecular players of these pathways to develop treatments for these devastating diseases. Here, we screen for mutations that might enhance aggregation in *Caenorhabditis elegans*, to investigate the mechanisms that protect against dysregulated homeostasis. We report that the stomatin homologue UNC‐1 activates neurohormonal signalling from the sulfotransferase SSU‐1 in ASJ sensory/endocrine neurons. A putative hormone, produced in ASJ, targets the nuclear receptor NHR‐1, which acts cell autonomously in the muscles to modulate polyglutamine repeat (polyQ) aggregation. A second nuclear receptor, DAF‐12, functions oppositely to NHR‐1 to maintain protein homeostasis. Transcriptomics analyses of *unc‐1* mutants revealed changes in the expression of genes involved in fat metabolism, suggesting that fat metabolism changes, controlled by neurohormonal signalling, contribute to protein homeostasis. Furthermore, the enzymes involved in the identified signalling pathway are potential targets for treating neurodegenerative diseases caused by disrupted protein homeostasis.

## Introduction

Many neurodegenerative diseases, such as Huntington's (HD), Alzheimer's and Parkinson's diseases, and Amyotrophic lateral sclerosis (ALS) are caused by toxic protein aggregates that stem from incorrect protein folding (Valastyan & Lindquist, 2014). In non‐disease states, this aggregation is prevented via natural protein homeostasis mechanisms that ensure an adequate expression of proteins, proper folding and localization of these molecules, and the removal of misfolded proteins. Many pathways and molecules have been shown to influence this maintenance of appropriately folded proteins and their location in the cellular environment. For example, deleterious mutations in genes encoding components of chemical synapses accelerate the decline of protein homeostasis in post‐synaptic muscle cells and contribute to the progression of age‐related disorders (Garcia *et al*, 2007). However, though much is known about these pathways, we still do not know enough about all of the molecular players and their mechanisms to develop treatments for these devastating diseases.

In a properly functioning homeostasis system, the accumulation of a considerable number of misfolded proteins would induce cytoplasmic stress by poisoning the machinery of the autophagic and proteasomal systems. This in turn activates the unfolded protein response (UPR) pathways in the endoplasmic reticulum, mitochondria and cytosol (Almanza *et al*, 2019). UPR signals activate nuclear transcription factors that induce the expression of genes associated with folding and protein degradation, autophagy and other protective pathways (Almanza *et al*, 2019). Proteostasis can also be modulated by the metabolic status of the organism and has been shown to be connected to lipid metabolism (Steinbaugh *et al*, 2015; Webster *et al*, 2017; Lee *et al*, 2019; Higuchi‐Sanabria *et al*, 2020; Joshi *et al*, 2021). For example, inhibiting the genes that encode amino‐acyl tRNA synthetases increases fat production and activates the proteasomal AMPK network to extend survival under starvation conditions (Webster *et al*, 2017). In addition, the lipid homeostasis regulator MDT‐15 is required for maintaining HSF‐1‐dependent proteostasis at low temperatures in *Caenorhabditis elegans* expressing a polyQ (*35Q::YFP*) (Lee *et al*, 2019). Lipids can also modulate proteostasis via lipid depletion through overexpression of XBP‐1s in serotonergic, but not dopaminergic, neurons (Higuchi‐Sanabria *et al*, 2020). Moreover, XBP‐1s remodels lipid metabolism by non‐cell autonomous signalling, which decreases triglyceride and increases oleic acid levels (Imanikia *et al*, 2019). In addition, the folding of proteins containing expanded polyQs in muscle cells can be regulated by chemical synaptic functions in neurons (Garcia *et al*, 2007; Silva *et al*, 2013). For example, a small increase in physiological cholinergic signalling at motor synapses induces a calcium‐dependent activation of muscular HSF‐1, which in turn activates the expression of chaperones that protect against protein aggregation (Silva *et al*, 2013). Additionally, Taylor & Dillin (2013) described another non–cell autonomous mechanism by XBP‐1 to regulate UPR pathways and longevity in *C. elegans*. However, despite these and similar observations, the mechanisms by which neuronal signalling controls protein aggregation in distant tissues remains unknown.

Nuclear receptors comprise a group of transcription factors that regulate the expression of genes in a ligand–binding‐dependent manner (Chawla, 2001; Antebi, 2015). These ligands are usually lipid molecules, such as steroid hormones, vitamins (D_3_ and A), metabolites, and xenobiotics (Sever & Glass, 2013). Sometimes required for receptor binding and promoting hormonal signalling to distal tissues, these ligands require processing by sulfotransferases, which add a sulphate moiety, and sulfatases, which remove the sulphate. In terms of lipid metabolism, Joshi *et al* (2021) claim that sensory neurons secrete biogenic amines to modulate lipid signalling, which in turn activates UPR pathways to maintain proteostasis. This work is evidence that sensory neurons can release signalling molecules to regulate gene expression.

*Caenorhabditis elegans* has 284 nuclear receptor genes, compared to 48 in humans (Maglich *et al*, 2001). One of the best‐known nuclear receptors in *C. elegans*, DAF‐12, regulates lipid metabolism, lifespan and development (Antebi *et al*, 2000; Ludewig, 2004; Wang *et al*, 2015) through the dafachronic acid hormones. This control depends on the tight modulation of the expression of genes encoding key metabolic enzymes, which includes negative feedback loops operated by their enzymatic products (Bi *et al*, 2018). For example, NHR‐49, a homologue of the Hepatocyte Nuclear Factor 4‐α (HNF4α) (Goh *et al*, 2018), has a crucial role in the regulation of lipid metabolism, longevity and nutrient response (Gilst *et al*, 2005). Following activation, nuclear receptors dimerise, producing homo‐ and heterodimers, and bind DNA domains in the vicinity of promoters to regulate gene expression, sometimes in opposite manners depending on the nuclear receptor partner. For instance, heterodimeric NHR‐49/NHR‐80 promotes lipid desaturation while NHR‐49/NHR‐66 blocks sphingolipid metabolism and lipid remodelling (Pathare *et al*, 2012). Among the lipids regulated by these nuclear receptors, oleic acid has been shown to promote longevity in germline ablated mutants (Goudeau *et al*, 2011). This lipid is also able to enhance proteostasis, in worms expressing polyQs, via XBP‐1 signalling (Imanikia *et al*, 2019). Oleic acid is synthesised by several key enzymes, that are encoded in the *C. elegans* genome: FAT‐6 and FAT‐7, whose expression is regulated by NHR‐80 (Watts & Browse, 2002). Overall, though extracellular signalling has been shown to modulate protein homeostasis the upstream and downstream processes involved in this regulation are not completely understood. Nor is it clear whether other synaptic‐related phenotypes that may influence protein homeostasis.

Here, we studied these pathways in *C. elegans* via a chemical mutagenesis screen of worms expressing polyQs in muscle cells, which allowed us to isolate a loss‐of‐function allele of *unc‐1* that enhances protein aggregation and alters motor coordination. We show that the stomatin homologue UNC‐1 functions in neurons, likely by modulating electrical synapses, to regulate protein homeostasis by non‐cell autonomous signalling. Disrupting *unc‐1* disrupts a key electrical synapse, likely then causing the secretion of excess sulphated signal that activates NHR‐1 to downregulate genes encoding enzymes for fat metabolism, which in turn disrupts proteostasis. We also show that signalling through the well‐known DAF‐12 functions antagonistically to NHR‐1 to control protein aggregation. These results provide the first evidence that nuclear receptors modulate polyQ aggregation by remodelling lipid metabolism. Moreover, some of the enzymes involved in the NHR–1‐activating signalling pathway are potential druggable targets, which may be used to treat neurodegenerative diseases caused by protein homeostasis disruption.

## Results

### A forward genetic screen identifies *unc‐1* as a modulator of polyQ aggregation

To expand our knowledge of the signalling pathways controlling protein homeostasis, we performed a chemical mutagenesis screen for genes regulating protein aggregation in a worm model of polyQ diseases. For this screen, we used animals that express a transgene containing a 40‐glutamine repeat fused to a yellow fluorescent protein (40Q::YFP) in muscle cells. In these animals, 40Q aggregates in an age‐dependent manner and forms inclusion bodies that can be observed and counted under a dissecting microscope. Though several mutants were identified from this screen (Appendix Table S1), only one matched our criteria, that carrying the *vlt10* allele in *unc‐1* (Appendix Fig S1A and B, Appendix Supplementary Methods), which substantially enhanced aggregation without affecting 40Q transgene expression (Fig 1A and B, Appendix Fig S1A and B). In addition to enhanced polyQ aggregation, the *unc‐1(vlt10)* animals showed an uncoordinated phenotype, suggesting that this mutation may affect the synaptic function of the nervous system and/or the muscle cells, both tissues in which *unc‐1* is expressed (Rajaram *et al*, 1998, 1999; Sedensky *et al*, 2001; Chen *et al*, 2007).

**Figure 1:**
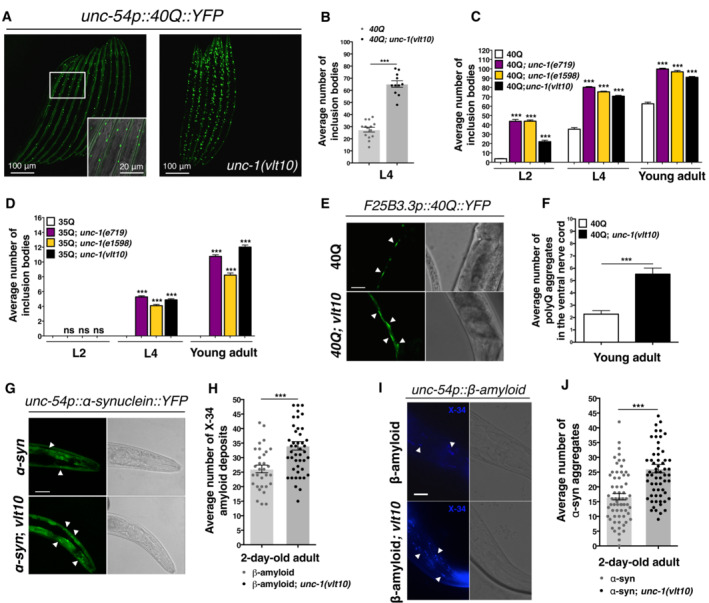
UNC‐1 modulates protein aggregation Representative confocal microscopy images of L4 40Q and 40Q; *unc‐1(vlt10)* mutant worms. The inset (20× further zoom) shows the shape and pattern of the inclusion bodies in muscle cells (white arrows).The mean number of polyQ inclusion bodies in homozygous *unc‐1(vlt10)* animals.The mean number of polyQ inclusion bodies in 40Q animals carrying *e719* and *e1598* alleles of *unc‐1* at different stages (L2, L4 and young adult).The mean number of polyQ inclusion bodies in 35Q animals carrying *e719* and *e1598* alleles of *unc‐1* at different stages (L2, L4 and young adult).Representative images from fluorescence microscopy showing neuronal aggregates of polyQs (white arrows) in the ventral nerve cord of F25B3.3p::40Q::YFP and F25B3.3p::40Q::YFP; *unc‐1 (vlt10)* young adult animals.The mean number of neuronal aggregates of polyQs in (E).Representative images from confocal microscopy showing the area of the muscle tissue between the two pharyngeal bulbs where α‐synuclein aggregates are located (white arrows).The counted average number of α‐synuclein aggregates in (G).Representative fluorescence microscopy images of the area between the two pharyngeal bulbs highlighting amyloid deposits (white arrows).The counted average number of amyloid deposits in (I). Data information: All plotted data show the mean ± standard error of the mean (SEM). At least 30 animals were tested for each condition for all graphs except for (G), which used 60 animals. Each analysis has been reproduced at least three independent times. ***P < 0.001; ns: not significant. The analyses in (B, F, H and J) were done using a Mann–Whitney *U*‐test, and those in (C and D) were done using a one‐way ANOVA with *post‐hoc* Tukey test. Scale bar: 20 μm unless otherwise specified. Source data are available online for this figure.

### Depletion of *unc‐1* enhances polyQ aggregation

To confirm that the loss of function of *unc‐1* is responsible for the enhanced aggregation phenotype of *unc‐1(vlt10)* mutants, we examined the effect of other mutant alleles of *unc‐1* (*e719* and *e1598*) on animals expressing two polyQs with different repeat lengths, 35Q and 40Q (which we will refer to as 35Q or 40Q animals). In both cases, analysis of the inclusion bodies produced by polyQ aggregation showed that mutations in *unc‐1* (*e719* and *e1598*) phenocopy the aggregation pattern of *vlt10* worms (Fig 1C and D) without altering *40Q::YFP* transgene expression (Appendix Fig S1C and D). In addition, we investigated whether *unc‐1(vlt10)* would modify the late aggregation phenotype of a strain expressing 35Q fused to YFP (35Q::YFP) in body wall muscles, which produces both a later and weaker phenotype than animals expressing 40Q and inclusion bodies at late adult stages (Fig 1D). In 35Q; *unc‐1(vlt10)* animals, the *vlt10* allele enhanced and accelerated the phenotype of these animals to a similar extent as other *unc‐1* alleles, *e179* and *e1598* (Fig 1D). These results indicate that *unc‐1* modulates polyQ aggregation in muscle cells.

As *unc‐1* is expressed in neurons, we investigated whether *vlt10* affected polyQ aggregation in this tissue using a worm strain expressing 40Q across the entire nervous system. We introduced the *unc‐1(vlt10)* mutation, and as expected, *unc‐1(vlt10)* increased neuronal aggregate formation in the ventral nerve cord of young adults, further demonstrating the requirement of *unc‐1* in protein homeostasis (Fig 1E and F). Altogether, these data indicate that *unc‐1* is required to prevent the aggregation of polyQ‐containing proteins, both in muscle cells and neurons.

### *unc‐1(vlt10)* enhances α‐synuclein and β‐amyloid aggregation

Having shown that *unc‐1* regulates polyQ aggregation, we tested whether its function is polyQ‐specific or if it affects other aggregation‐prone proteins, such as α‐synuclein and β‐amyloid that aggregate in brains of Parkinson's and Alzheimer's patients, respectively. To do this, we introduced the *unc‐1(vlt10)* allele into transgenic worms expressing α‐synuclein::YFP (referred to as α‐syn) and worms expressing human β‐amyloid in body wall muscles. In contrast with worms expressing polyQs, which show aggregation early in the life cycle of worms, both α‐syn and β‐amyloid aggregates do not appear until later stages of development (2‐day‐old adults). Quantifying the aggregate numbers showed that the loss of *unc‐1* function increased both α‐syn and β‐amyloid aggregation in day 2 adults compared with controls (Fig 1G–J). These data suggest that *unc‐1*, rather than being polyQ‐specific, is a general modulator of protein homeostasis.

### *unc‐1* required in nervous system to maintain non–cell autonomous protein homeostasis

To investigate whether UNC‐1 also modulates muscle aggregation in a cell‐autonomous manner, as it is expressed throughout both the nervous system and muscle cells, we examined whether the aggregation phenotype of *40Q*; *unc‐1(vlt‐10)* animals could be rescued via the expression of *unc‐1* cDNA in the muscles. Indeed, expressing *unc‐1* under the control of the muscle‐specific *myo‐3* promoter (*myo‐3p*) appeared to partially rescue polyQ aggregation, since we observed a decrease in YFP‐labelled aggregates (Appendix Fig S2A and B, Appendix Table S2). However, this was likely an artefact of altered polyQ expression (Appendix Fig S2A and B).

In contrast, when we expressed *unc‐1* across the nervous system using the pan‐neuronal promoter of the *rab‐3* gene, *unc‐1(vlt10)* animals had substantially reduced polyQ aggregation in all stages (Fig 2A), with no effect on the expression of the transgene (Fig 2A). To confirm these results, we knocked‐down *unc‐1* expression in a tissue‐specific manner using RNAi by expressing double‐stranded RNAs against the gene across the entire nervous system (*rab‐3* promoter) using transgenesis (Appendix Fig S8). As a negative control, we used RNAi against the ampicillin resistance gene (*AMP* ^*r*^). This silencing of *unc‐1* across the nervous system increased the number of inclusion bodies compared with 40Q and 40Q; *AMP* ^*r*^ *(RNAi)* animals (Fig 2B), further suggesting that polyQ aggregation in muscle cells is controlled from neuronal *unc‐1* expression. Finally, to further demonstrate that *unc‐1* is acting neuronally, we disrupted *unc‐1* function across the nervous system by overexpressing a cDNA containing the *n494* dominant allele of *unc‐1*, again using the *rab‐3* promoter to drive expression in all neurons. These animals exhibited a similar level of inclusion bodies to 40Q; *unc‐1(vlt10)* animals (Fig 2C). Moreover, overexpression of the wild type *unc‐1* gene, which does not alter protein aggregation dynamics, showed that it is not an overload of UNC‐1 that increases polyQ aggregation (Fig 2C). Altogether these results show that UNC‐1 acts in neurons to modulate polyQ aggregation in muscle cells.

**Figure 2:**
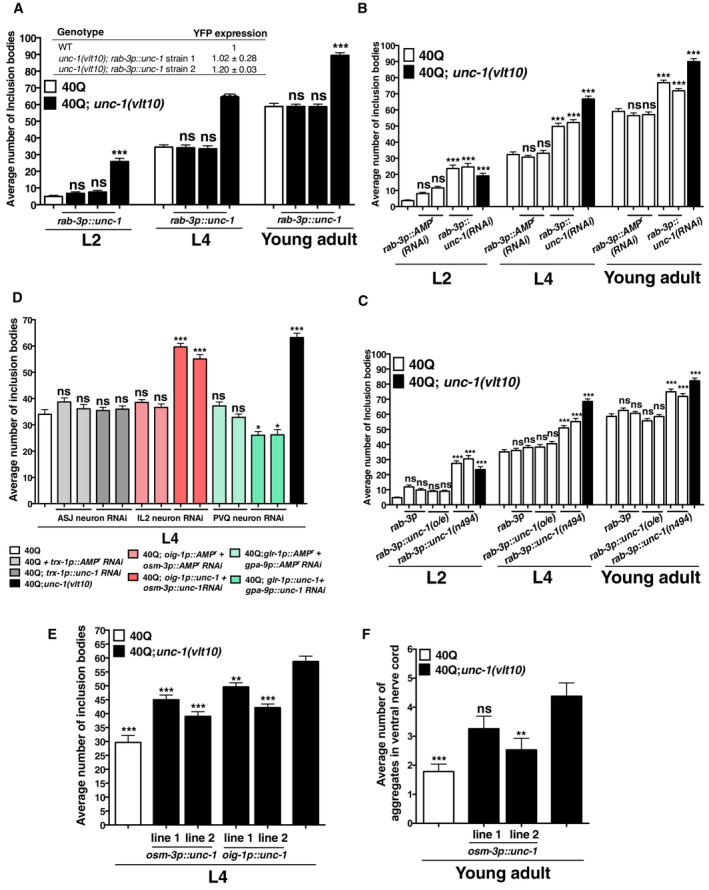
UNC‐1 is required in IL2 neurons to modulate protein homeostasis in muscle cells and neurons The cDNA of *unc‐1* was expressed in the whole nervous system of worms, and the rescue of polyQ aggregation in *unc‐1* mutants was measured at several stages (L2, L4 and young adult) by counting the number inclusion bodies per animal. We produced two independent transgenic stable lines (line 1 and line 2), carrying the *rab‐3p::unc‐1*(cDNA) transgene. The inserted table shows the expression of the *40Q::YFP* transgene as determined by qRT–PCR using a specific probe for YFP and normalised to *pmp‐3* gene.The average number of polyQ inclusion bodies in muscle cells after the tissue‐specific expression of RNAi against *unc‐1* in the nervous system. We expressed dsRNA of *unc‐1* specifically in neurons (using promoter of *rab‐3*) of 40Q::YFP worms, to evaluate polyQ inclusion bodies after silencing.The average number of polyQ inclusion bodies in muscle cells, in the presence of overexpressed (o/e) *unc‐1*, and its dominant negative allele *n494* in the nervous system.The average number of polyQ inclusion bodies in muscle cells, after the expression of RNAi against *unc‐1*, in ASJ, IL2 and PVQ neurons using specific promoters or combination of them.The average number of polyQ inclusion bodies in muscle cells after the cDNA of *unc‐1* was reintroduced in *unc‐1(vlt10)* mutants expressing 40Q::YFP in muscle cells using the promoters from either *osm‐3* or *oig‐1*, separately, which would express the cDNA in some neurons, including IL2. We produced two independent transgenic stable lines (line 1 and line 2), carrying the *osm‐3p::unc‐1(cDNA)* transgene, and two independent transgenic stable lines (line 1 and line 2) carrying *oig‐1p::unc‐1(cDNA)* transgene. Comparisons are with *unc‐1(vlt10)*.The same extrachromosomal arrays as in (E), that drive the expression of *osm‐3p::unc‐1(cDNA)* in IL2 neurons, were introduced in *unc‐1(vlt10)* mutants, that express 40Q::YFP in the whole nervous system. Then, we analysed the average number of ventral nerve cord aggregates. Comparisons are with *unc‐1(vlt10)*. Data information: Bars indicate mean ± SEM. Thirty animals were tested per strain and/or condition. Each analysis has been reproduced at least three independent times. ***P < 0.001; **P < 0.01; *P < 0.05; ns: not significant, as calculated using one‐way ANOVA with *post‐hoc* Tukey test. Source data are available online for this figure.

### *unc‐1* is required in IL2 neurons to modulate polyQ aggregation

Previous reports showed a genetic interaction between *unc‐1* and *ssu‐1* relating to anaesthetic sensitivity and motor phenotypes in worms (Carroll *et al*, 2006). Since *ssu‐1* is expressed exclusively in a single class of neurons, a pair of amphid sensory neurons called ASJ (Carroll *et al*, 2006), we speculated that *unc‐1* may be required in this cell to modulate polyQ aggregation. To test this, we tried to rescue *unc‐1(vlt10)* by expressing the *unc‐1* cDNA under the control of the *trx‐1* promoter, which expresses only in ASJ neurons. However, we did not observe any change in 40Q aggregation (65.2 ± 9.1 (*unc‐1* mutants) vs. 64.1 ± 7.5 (rescued *unc‐1* mutants), Mean ± SD).

Since UNC‐1 is known to regulate electrical synapses (Chen *et al*, 2007), we then hypothesised that *unc‐1* may be required in neurons that connect with ASJ through gap junctions. As the electrical and chemical synaptic connections of the entire *C. elegans* nervous system have been precisely characterised (Cook *et al*, 2019), we know that ASJ makes electrical synapses with one of the six inner labial IL2 sensory neurons, IL2L, and one of the two PVQ posterior interneurons, PVQR (Cook *et al*, 2019). Thus, we disrupted the function of *unc‐1* specifically in ASJ, IL2 and PVQ using RNAi induced from transgenes. In agreement with our failure to rescue *unc‐1(vlt10)* in ASJ, knockdown of *unc‐1* in ASJ had no effect, supporting the idea that ASJ is not the site of function. In contrast, knockdown in the IL2 neurons significantly increased polyQ aggregation to the same level as the *unc‐1* mutants (Fig 2D), suggesting that *unc‐1* acts in the IL2s to prevent polyQ aggregation. Surprisingly, silencing *unc‐1* in PVQ neurons had the opposite effect, inducing a mild reduction of polyQ aggregation. In both cases, this suggests that interactions of these neurons with ASJ could modulate polyQ aggregation (Fig 2D).

To confirm the role of the IL2s, we tested for cell‐specific rescue by reintroducing the cDNA of *unc‐1* in the IL2 neurons of 40Q; *unc‐1(vlt10)* animals using two different IL2‐specific promoters, *oig‐1p* and *osm‐3p*. Though the expression patterns of these promoters cover several neurons, they overlap exclusively in IL2 neurons, meaning that the RNAi will occur only in IL2 neurons. These animals showed reduced polyQ aggregation in muscle cells and neurons (Fig 2E and F). Altogether, these data confirmed that loss of function of *unc‐1(vlt10)* from IL2 neurons, which are electrically coupled to the ASJ neuron, modulates polyQ aggregation. UNC‐1 may also function by modulating gap junctions (Appendix Table S3, Appendix Figs S3 and S9A), where its function is required (Chen *et al*, 2007). We thus also depleted different gap junction components (innexins) and other stomatin‐like proteins to analyse the aggregation patterns of worms expressing muscular 40Q. Besides *unc‐1*, there are another nine genes that encode stomatin‐like protein in *C. elegans* (Hobert, 2013). As *unc‐1* functions in neurons, we tested whether other neuronally expressed stomatin‐like proteins modulate polyQ aggregation in muscle cells. Four of the genes encoding stomatin‐like proteins are expressed in neurons, *mec‐2*, *unc‐24*, *sto‐1* and *sto‐6* (Carroll *et al*, 2006; Taylor *et al*, 2021) Analysis of two of these genes, *mec‐2* (expressed in mechanosensory neurons) and *unc‐24* (wide neuronal expression), showed that only *unc‐24* mutants have a phenotype comparable to *unc‐1* mutants, suggesting that not all neuronal stomatin‐like proteins are involved in the regulation of polyQ aggregation (Appendix Table S3). Since *unc‐1* modulates electrical synapses (Chen *et al*, 2007), we tested whether innexins (gap junction components) are polyQ aggregation modulators. To test this hypothesis, we introduced mutant alleles of some innexins that are widely expressed in the nervous system (*unc‐9*, *unc‐7* and *inx‐7*), and others that are expressed in a restricted set of neurons (*inx‐2* and *inx‐6*), into a polyQ background (Altun *et al*, 2009) (Appendix Table S3). However, we observed a selective effect where only the ablation of *unc‐7*, *unc‐9* and *inx‐2* enhances polyQ aggregation similar to *unc‐1* mutants (Appendix Table S3).

To confirm the role of neuronal innexins, we performed cell‐specific RNAi against some of the innexin genes, using the pan‐neuronal *rab‐3* promoter. Silencing of *inx‐2* or *unc‐7* increased inclusion body formation, in contrast with *inx‐6(RNAi)* that did not modify the aggregation pattern (Appendix Fig S3A). Our data indicate that disruption of some components of neuronal gap junctions alters polyQ aggregation in muscle cells. We then investigated whether *unc‐1* interacts genetically with *inx‐2* or *unc‐7*. The double mutant 40Q; *unc‐1(vlt10)*; *unc‐7(e5)* produced similar levels of aggregation to the *unc‐1* worms (Appendix Fig S3B). This suggests that the two genes function in the same process. In contrast, 40Q; *unc‐1(vlt10)*; *inx‐2(vlt22)* animals showed an additive effect, suggesting that *unc‐1* and *inx‐2* operate in parallel pathways to modulate protein homeostasis (Appendix Fig S3C). Altogether, these results suggest that neuronal electrical synapses modulate protein homeostasis.

These experiments showed that altering some of these components indeed increased polyQ aggregation in muscle. Our data are consistent with a model in which loss of *unc‐1* function perturbs gap junctions between IL2 and ASJ, resulting in altered signalling from ASJ. We wondered, therefore, whether the *unc‐1* mutation would increase the general excitability of the ASJs, since, by connecting cells, gap junction opening can act to shunt current, with the connecting cell acting as a sink. If so, we reasoned that increased ASJ excitability and signalling could result from disrupted gap junctions between the IL2 and ASJ that would prevent this shunting.

To further investigate this, we used the fact that the ASJ neurons are sensitive to temperature, with previous studies showing that calcium concentrations in these neurons increased upon warming and decreased upon cooling (Ohta *et al*, 2014; Ujisawa *et al*, 2016). Since an increase in ASJ general excitability might be expected to increase overall cellular activity and the response to a temperature stimulus, we examined whether these temperature responses were intact in *unc‐1(vlt‐10)* animals by expressing the genetically encoded ratiometric calcium indicator Cameleon in ASJ. We did not see any difference in the fluorescence ratio, either at the starting temperature of 23°C or after shifting to 17°C (Appendix Fig S4A, B and D), compared to wild type animals, so tonic, global calcium concentrations do not appear to be increased. When we shifted the temperature back to 23°C, we observed a defect in the up‐step in calcium concentration (Appendix Fig S4A, C and E), which was, if anything, more suggestive of a decrease in excitability. Thus, the effect of *unc‐1(vlt10)* on signalling from ASJ does not stem from a general increase in ASJ excitability, so cannot simply be explained by a disruption in the gap junctions eliminating current shunting to IL2.

### Ablation of the sulfotransferase gene *ssu‐1* rescues *unc‐1*‐associated protein homeostasis

It has been shown that the uncoordinated locomotion of *unc‐1*‐defective worms could be partially rescued in mutant alleles of *ssu‐1*, a gene that encodes the only known alcohol cytosolic sulfotransferase in the worm (Carroll *et al*, 2006). Alcohol sulfotransferases are promiscuous enzymes that are able to add a sulphate moiety to a variety of molecules such as peptides and steroid hormones, as well as xenobiotics targeted for elimination (reviewed by Gamage *et al*, 2006). *ssu‐1* expression is restricted to the ASJ pair of sensory neurons, which function in food sensing, hormone release, Dauer formation and temperature sensing (Schackwitz *et al*, 1996; Carroll *et al*, 2006; Hattori *et al*, 2006; Ohta *et al*, 2014). As sulphates are known to be involved in hormone processing, with sulfotransferases adding a sulphate moiety and sulfatases removing it, we wanted to determine what, if any, involvement the *ssu‐1* sulfotransferase might have in proteostasis.

To investigate the potential role of *ssu‐1* in protein homeostasis as an interactor of *unc‐1*, we introduced the transgene expressing 40Q into worms carrying the loss‐of‐function alleles *ssu‐1(fc73)* and *unc‐1(e580)*. *ssu‐1* single‐mutant animals did not exhibit a modified aggregation phenotype (Fig 3A). In contrast, mutations in *ssu‐1* suppressed the effects caused by mutations in *unc‐1* on protein aggregation in muscle cells (Fig 3A, Appendix Fig S1C and D). This is consistent with previous evidence that *ssu‐1* mutations modified several other *unc‐1* phenotypes (Carroll *et al*, 2006). To confirm these results, we induced cell‐specific RNAi against *ssu‐1* in the ASJ neurons of *unc‐1(vlt10)* mutants using the *trx‐1* promoter. As expected, reducing the expression of *ssu‐1* in ASJ partially rescued the aggregation phenotype of *unc‐1(vlt10)* (Fig 3B). These data indicate that SSU‐1 activity in the ASJ sensory neurons is required for the disrupted protein homeostasis in muscle cells exhibited by *unc‐1* mutants.

**Figure 3:**
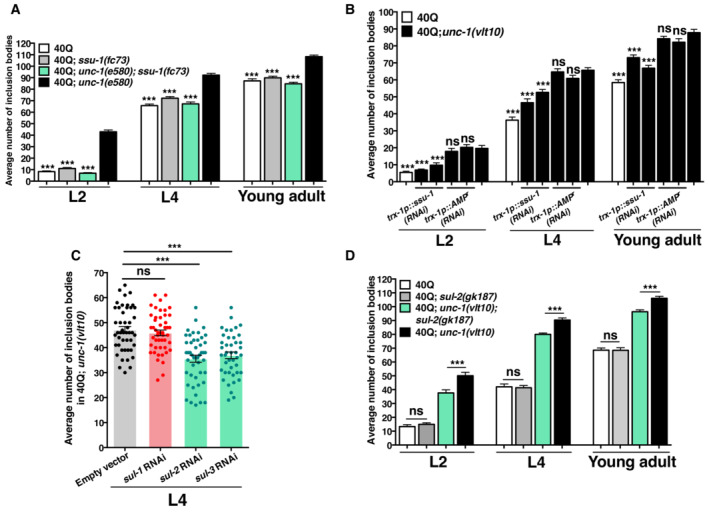
Neurohormonal signalling disruption produces an excess of signal that enhances polyQ aggregation The average number of polyQ inclusion bodies in muscle cells after *ssu‐1* and *unc‐1* suppression in 40Q::YFP animals at different stages (L2, L4 and young adults).The average number of polyQ inclusion bodies in muscle cells after RNAi was used against ssu‐1 in ASJ neurons in *unc‐1(vlt10)* worms in two independent transgenic lines.The average number of polyQ inclusion bodies in muscle cells after ubiquitous silencing of the different sulfatases of *C. elegans* (*sul‐1*, *sul‐2* and *sul‐3*) in the *unc‐1(vlt10)* background.The average number of polyQ inclusion bodies in muscle cells after disruption of *sul‐2* by the loss‐of‐function allele, *gk187*, in the *unc‐1(vlt10)* background at different stages (L2, L4 and young adult). Data information: The plotted data show the mean ± SEM. For graphs (A, B and D), 30 animals were analysed per condition and/or strain and per experiment. For graph (C), 40 animals were analysed per condition and/or strain and per experiment. Each analysis has been reproduced at least three times. ***P < 0.001; ns: not significant, where values are in reference to the 40Q; *unc‐1(vlt10)* strain (graph A and B) using the one‐way ANOVA with *post‐hoc* Tukey test for all cases. Source data are available online for this figure.

### Arylsulfatase activity modulates the aggregation dynamics of polyQs

Our results suggest that SSU‐1 catalyses the production of a sulfonated signalling molecule in *unc‐1* mutants and that this sulfonated molecule promotes the aggregation of polyQs in muscle cells. Sulfonated molecules are more water‐soluble, and thus may more easily diffuse into organs and tissues than non‐sulfonated signals. However, to bind nuclear receptors, the sulfonated molecules need to lose their sulfonate moiety. Hence, we hypothesised that removing sulfonate from the signalling molecule may alter the aggregation phenotype. To test this, we disrupted the sulfatase enzymatic activity of the only three genes encoding enzymes with predicted sulfatase activity in *C. elegans*: *sul‐1*, *sul‐2* and *sul‐3*. *sul‐1* encodes a predicted protein similar to mammalian 6‐O‐endosulfatases (www.wormbase.org; and Appendix Fig S5), and the predicted enzymes from *sul‐2* and *sul‐3* are closely related to arylsulfatases (www.wormbase.org; and Appendix Fig S5). We fed animals with bacteria expressing dsRNA targeting each of these three genes, and a reduced function of either *sul‐2* and *sul‐3* decreased the aggregation observed in *unc‐1* animals (Fig 3C). In contrast, *sul‐1(RNAi)* animals did not have reduced inclusion bodies (Fig 3C), which suggests that only arylsulfatase function is able to modulate the aggregation of polyQs in *unc‐1* mutants. We then analysed the aggregation phenotype of the only arylsulfatase mutant available, *sul‐2(gk187)*, and observed that ablation of *sul‐2* partially reduces the aggregation phenotype of *unc‐1* animals (Fig 3D, Appendix Fig S1C and D). This agrees with our RNAi findings suggesting that arylsulfatase activity is required to modulate protein homeostasis.

### Activation of the nuclear receptor DAF‐12 reduces polyQ aggregation

Motivated by the fact that sulfotransferases such as SSU‐1 add a sulphate moiety to steroid hormones, and there is evidence that SUL‐2 can remove sulphate from steroid hormones (Pérez‐Jiménez *et al*, 2021), we next investigated whether the signalling pathway of the dafachronic acids, targeting the DAF‐12 nuclear receptor, is activated in ASJ upon *unc‐1* disruption to modulate protein homeostasis. To investigate whether DAF‐12 modulates the phenotype of 40Q; *unc‐1* worms, we used CRISPR to generate a mutation in *daf‐12*, *vlt19* that affects the ligand‐binding domain (Appendix Fig S9B). While 40Q; *daf‐12* animals showed a substantial increase in the number of polyQ aggregates (Fig 4A), homozygous 40Q; *unc‐1*; *daf‐12* mutants were synthetically lethal and could not be analysed.

**Figure 4:**
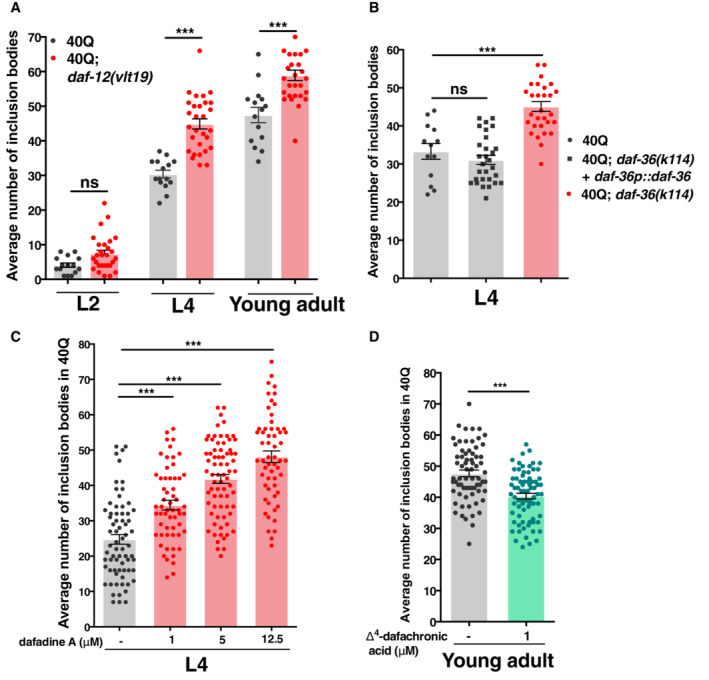
DAF‐12 signalling is required to maintain protein homeostasis The mean number of polyQ inclusion bodies in muscle cells in *daf‐12(vlt19)* mutants at different stages (L2, L4 and young adult).The average number of polyQ inclusion bodies in muscle cells with *daf‐36* suppression in 40Q::YFP compared with *daf‐36* mutants rescued with an extrachromosomal array containing the whole genomic region of the gene.The average number of polyQ inclusion bodies in muscle cells after blocking DAF‐9 via dafadine A in 40Q::YFP animals.The average number of polyQ inclusion bodies in muscle cells after treating 40Q::YFP young adult animals with 1 μM of Δ4‐dafachronic acid. Data information: We analysed the following number of worms per strain and/or condition: 30 animals for graph (A and B); more than 55 animals for graph (C); and more than 65 animals for graph (D). Each analysis has been reproduced at least three times. ***P < 0.001; ns: not significant. Statistical test was done using the one‐way ANOVA with multiple comparative test (Tukey's) (graphs A–C) or the Mann–Whitney *U*‐test (graph D). Source data are available online for this figure.

To further confirm these data, we investigated the role of dafachronic acids by disrupting two enzymes involved in their synthesis, DAF‐36 and DAF‐9 (Matyash *et al*, 2004). However, when carrying the loss of function of *daf‐36* allele *k114*, together with the insertion expressing 40Q, the worms were sterile. To avoid this issue, we rescued *daf‐36* by reintroducing a DNA construct that contained the coding and regulatory region of *daf‐36* into 40Q; *daf‐36(k114)* worms as an extrachromosomal array. We then analysed the *daf‐36* homozygous worms that lost the array, and these animals showed a substantially higher number of inclusion bodies than their siblings carrying the array (Fig 4B). To investigate the role of DAF‐9 in the aggregation of polyQs, we used different concentrations of a drug that specifically inhibits this enzyme, dafadine A (1, 5, 12.5 μM). L4 40Q animals treated with this drug showed similar polyQ‐related phenotypes as *daf‐12* mutants (Fig 4C), whereas the 40Q worms cultured on 1 μM Δ^4^‐dafachronic acid had a reduced amount of polyQ aggregates (Fig 4D). Collectively, these data suggest that signalling through DAF‐12 is required to maintain protein homeostasis.

### Activation of the nuclear receptor NHR‐1 enhances protein aggregation

It is unlikely that DAF‐12 is the target of the steroid signal from ASJ because disrupting the pathway enhances aggregation and may cause a synergy with the pathway disrupted by the loss of *unc‐1* function. Hence, we looked at NHR‐1, a nuclear receptor that regulates insulin sensitivity in *C. elegans* and that is controlled by SSU‐1 (Burton *et al*, 2018). To introduce mutant alleles of *nhr‐1* on 40Q; *unc‐1(vlt10)* worms, we used CRISPR to generate the mutation *vlt16*, which emulates *nhr‐1(n6242)*. Additionally, we isolated and characterised a new allele of *nhr‐1*, *vlt15*, which was produced by an abnormal homologous recombination and which is still likely a null allele because it causes a frameshift in the gene to produce a truncated protein (Appendix Fig S9C).

An analysis of both mutant alleles showed that disrupting *nhr‐1* in *unc‐1* worms substantially reduced the inclusion bodies observed in *unc‐1* mutants (Fig 5A), suggesting that NHR‐1 receives the signal generated by SSU‐1 to regulate protein homeostasis. In addition, *nhr‐1* ablation also partially restored the uncoordinated phenotype of *unc‐1* worms (Fig EV1) in the same way as *ssu‐1* ablation (Carroll *et al*, 2006). Carroll *et al* (2006) showed that disruption of *ssu‐1* rescued the uncoordinated phenotype of *unc‐1* mutants. In this regard, disruption of NHR‐1 induced a similar rescue of motility in 40Q; *unc‐1*; *nhr‐1* mutants (Fig EV1A). Reintroduction of wild type *nhr‐1* in muscle cells, in the 40Q; *unc‐1*; *nhr‐1* worms, substantially reduced motility, to levels similar to the *unc‐1* mutants (Fig EV1A). Rescuing the polyQ‐induced motor defect was also associated with a reduction in polyQ aggregation (Figs 5B and EV1A). To further confirm this correlation between motor restoration and reduced polyQ aggregation, we treated 40Q and 40Q; *unc‐1(vlt10)* animals with 2 mM metformin, an anti‐diabetic drug that activates AMPK to reduce polyQ aggregation (Sanchis *et al*, 2019; Gómez‐Escribano *et al*, 2020). As expected, metformin treatment reduced polyQ aggregation and improved motor movement in 40Q and 40Q; *unc‐1(vlt10)* animals, suggesting that the motility rescue is due to decreased polyQ aggregation (Fig EV1B and C).

**Figure 5:**
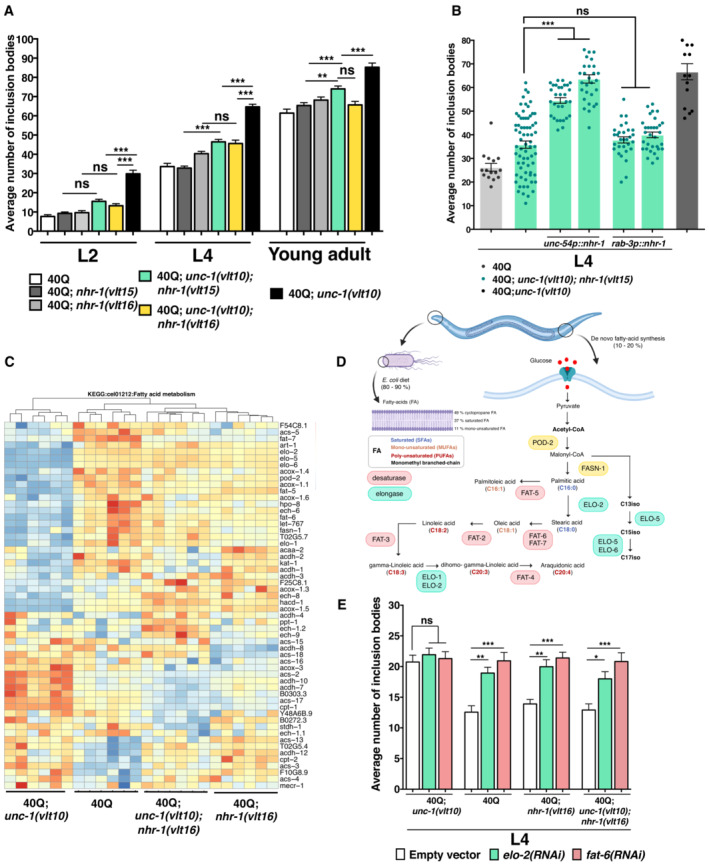
NHR‐1 modulates protein homeostasis by controlling genes of the fat metabolism The average number of polyQ inclusion bodies in *unc‐1* animals bearing *nhr‐1* loss of function alleles *vlt15* and *vlt16* in 40Q::YFP animals.The average number of polyQ inclusion bodies after reintroducing the cDNA of *nhr‐1* in muscle cells (*unc‐54p::nhr‐1*) and neurons (*rab‐3p::nhr‐1*) of the *unc‐1; nhr‐1* double mutant worms as compared to non‐rescued animals.Heatmap showing the gene expression profile related to the metabolism of fatty acids (KEGG: “Fatty Acid Metabolism”) of 40Q, 40Q; *unc‐1(vlt10)* and 40Q; *nhr‐1(vlt16)* single mutants and 40Q; *unc‐1(vlt10)*; *nhr‐1(vlt16)* double mutant worms expressing polyQs. Blue indicates genes with reduced expression levels, while red indicate increased expression in each biological sample (*N* = 6). The highlighted genes have been selected according to a *P* < 0.05 and a fold change ≥ 2.Diagram of the *de novo* fatty acid synthesis pathway highlighting the role of several genes found to be downregulated (*pod‐2*, *elo‐2*, *elo‐5*, *fat‐5*, *fat‐6*, *fat‐7*, among others) in *unc‐1* mutants.The average number of polyQ inclusion bodies in muscle cells in *unc‐1* and *nhr‐1* animals treated with RNAi against *elo‐2* and *fat‐6*. Data information: Each analysis has been reproduced at least three times (more than 30 animals). *P < 0.05; **P < 0.01; ***P < 0.001; ns: not significant, as calculated using the one‐way ANOVA with *post‐hoc* Tukey test. Source data are available online for this figure.

**Figure EV1:**
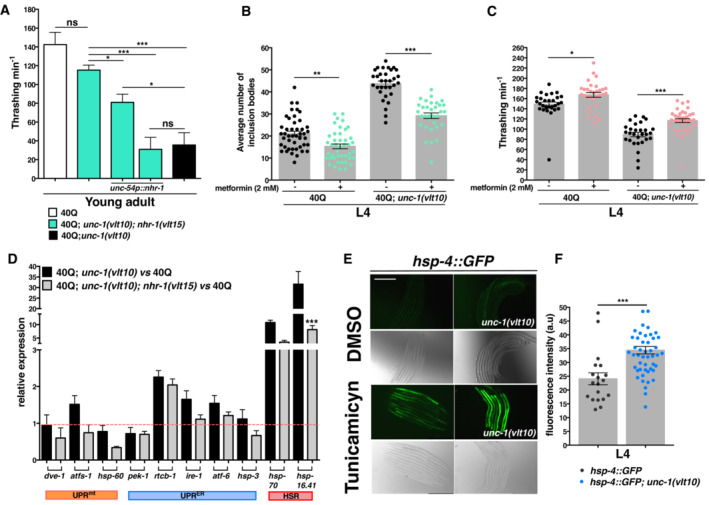
Ablating *nhr‐1* improves movement and health span and reduces *unc‐1(vlt10)*‐associated stress AMotility measurement after the muscle‐specific restoration of NHR‐1 in *unc‐1(vlt10); nhr‐1(vlt16)* young adults compared to non‐rescued double mutants.B, CThe effects of metformin treatment in *unc‐1* mutants as measured by the average number of polyQ inclusion bodies in muscle cells (B) and motility (C).DThe average expression levels of several genes related to the UPR in the endoplasmic reticulum, cytosol and mitochondria in 40Q; *unc‐1(vlt10)* and 40Q; *unc‐1(vlt10); nhr‐1(vlt15)* mutants as compared to 40Q (discontinuous red line).ERepresentative images from wild type and *unc‐1(vlt10)* animals expressing the *hsp‐4::GFP* transgene, which induces stress in the endoplasmic reticulum. The expression of this transgene is activated by a mild treatment with tunicamycin (1 μg/ml). scale bar: 250 μm.FMeasured fluorescence intensity of the animals imaged in (E). Data information: All plotted data show the mean ± standard error of the mean (SEM). At least 15 worms were analysed for thrashing assay and more than 30 animals were analysed for scoring inclusion bodies. UPR‐stress gene expression was evaluated from three biological replicates and ER‐stress reporter intensity was measured in more than 40 worms. *P < 0.05; **P < 0.01; ***P < 0.001; ns: not significant, as calculated using the one‐way ANOVA with *post‐hoc* Tukey test (graphs A–D) and the Mann–Whitney U‐test (graph F). Source data are available online for this figure.

To further investigate, whether NHR‐1 is a modulator of proteostasis, or just a modulator of polyQ aggregation, we introduced both *vlt16* and *vlt10* alleles into an α‐synuclein::YFP‐expressing strain of worms. Analysis of protein aggregation, in 2‐day‐old adults, shows that ablation of *nhr‐1* did not modify the number of α‐synuclein aggregates in muscle cells (Fig EV2A and B). However, the *nhr‐1* mutation was able to rescue protein aggregation of *unc‐1* mutants (Fig EV2A and B), which suggests that *nhr‐1* modulates proteostasis imbalance induced by aggregation‐prone proteins.

**Figure EV2:**
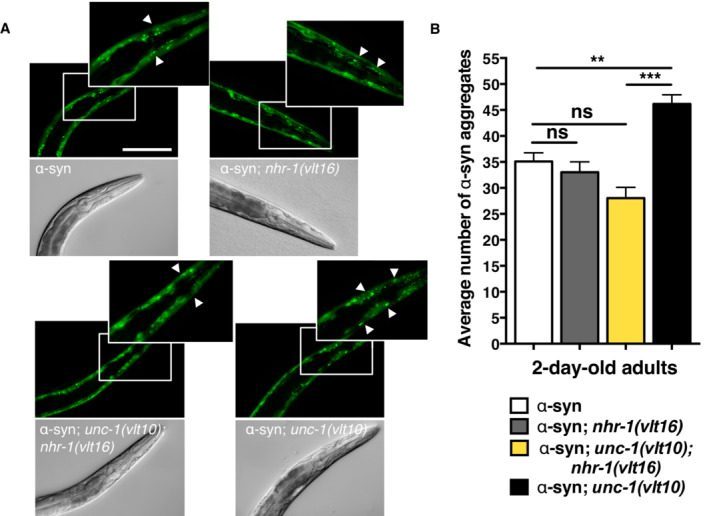
NHR‐1 modulates α‐synuclein aggregation Representative images of muscle pharyngeal cells of mutants containing *vlt10* and *vlt16* alleles in a α‐synuclein background. Magnified insets show the two pharyngeal bulbs from which the α‐synuclein aggregates (white arrows) were measured. Scale bar: 100 μm.The mean number of α‐synuclein aggregates in *unc‐1* animals bearing *nhr‐1* loss of function alleles *vlt15* and *vlt16*. Data information: The plotted data show the mean ± standard error of the mean (SEM). At least 30 animals were analysed in a three independent experiments. **P < 0.01; ***P < 0.001; ns: not significant, as calculated using the one‐way ANOVA with *post‐hoc* Tukey test. Source data are available online for this figure.

One of the features of polyQ aggregation is that it induces some pathways of the UPR and the expression of genes encoding chaperones (Leitman *et al*, 2013; Shacham *et al*, 2019). Hence, we wanted to see whether these pathways were switched on in *unc‐1* animals and whether disruption of *nhr‐1* may restore them, which we did by examining the expression of key genes involved in such signalling events. If that was the case, disruption of *nhr‐1* should reduce the associated stress in *unc‐1(vlt10)* worms, and deactivate these pathways. Hence, we performed real‐time PCR for selected genes related to the UPR of the mitochondria (UPR^mt^), endoplasmic reticulum (UPR^ER^) and cytosol (HSR) (Taylor *et al*, 2014), in *unc‐1* and *nhr‐1* mutants. As expected, *unc‐1* mutants showed an increased expression of some of these genes, while double mutants *unc‐1*; *nhr‐1* showed reduced expression, suggesting that they have reduced stress (Fig EV1D). For example, the expression of *atfs‐1*, *ire‐1* and *atf‐6* was upregulated in *unc‐1* mutants, while their expression was normal in the *unc‐1*; *nhr‐1* double mutant (Fig EV1D); the same pattern occurs with the expression of the chaperone proteins *hsp‐70* and *hsp‐16.41* (Fig EV1D). To further demonstrate this, we sought to test the UPR^ER^ reporter *hsp‐4::GFP in vivo* in wild type and *unc‐1* mutants. To increase the ER‐stress signal we treated *unc‐1(vlt10)* animals with mild amounts of tunicamycin (see the Material and Methods section) and compared them with wild‐type worms. After treatment, *unc‐1(vlt10)* animals showed higher *hsp‐4::GFP* expression levels than wild type animals which further shows that *vlt10* animals have ER‐stress (Fig EV1E and F). Altogether, these results show that *nhr‐1* ablation restores a basal stress condition in *unc‐1* mutants.

### *nhr‐1* ablation rescues enhanced polyQ aggregation of *daf‐12* mutants

We have shown that *nhr‐1* and *daf‐12* modulate polyQ aggregation in an opposing manner, and we wanted to next study whether they interact genetically. To do this, we first used CRISPR to produce a double mutant *nhr‐1*; *daf‐12* on a 40Q background because all three *loci* map very close to each other. The double mutants showed the same amount of polyQ aggregation as 40Q animals, indicating that *nhr‐1* is epistatic over *daf‐12* (Fig EV3A). We then introduced the *unc‐1* mutation in these animals. As above, *daf‐12* and *unc‐1* are synthetically lethal, but the loss‐of‐function allele of *nhr‐1* allowed us to isolate triple mutants *unc‐1*; *daf‐12*; *nhr‐1* expressing polyQs (Fig EV3A). Because NHR‐1 seems to inhibit hormone signalling through DAF‐12, we studied the effect of ablating *nhr‐1* in the expression of some of the genes related to the synthesis of dafachronic acids (*daf‐36* and *daf‐9*). To do this, we used the expression data from our transcriptomic analysis of the 40Q, 40Q; *unc‐1*, 40Q; *nhr‐1* and 40Q; *unc‐1*; *nhr‐1* worms (see below). This analysis showed that *daf‐36* is clearly downregulated in 40Q; *unc‐1* worms compared to 40Q animals, while *daf‐9* tended to also be downregulated but less clearly (Appendix Fig S6A and B). 

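These levels are FPKM values per library, as the authors deposited them, and they were compared by exact two-sided permutation tests on the mean of log2(FPKM + 0.1), over all arrangements of 6 libraries against 6. P-values were adjusted by the Benjamini-Hochberg method over the 12 tests of both genes in the 6 pairs of genotypes. For daf-36 (WBGene00007536, chromosome V, 10223513 to 10225710), the level was 13.6 ± 1.16 FPKM in 40Q and 7.01 ± 0.827 FPKM in unc-1(vlt10) (SD, n = 6 libraries each). The difference was -0.95 on the log2(FPKM + 0.1) scale, and every unc-1(vlt10) library lay below every 40Q library (exact permutation test, p = 0.00216, the smallest that 6 against 6 allow, Benjamini-Hochberg adjusted p = 0.00519). For daf-9 (WBGene00000905, chromosome X, 6196927 to 6200823), the level was 0.983 ± 0.126 FPKM in 40Q and 0.830 ± 0.238 FPKM in unc-1(vlt10). This difference of -0.26 was within the spread of the libraries (exact permutation test, p = 0.182, Benjamini-Hochberg adjusted p = 0.218), with 3 of the 6 unc-1(vlt10) libraries below every 40Q library. A pseudocount of 1 moved the daf-9 difference to -0.12. It also depends on single libraries of unc-1(vlt10), a check made after the values were seen. Without replicate 6, at 0.430 FPKM, the difference was -0.11 (exact permutation test, Benjamini-Hochberg adjusted p = 0.432), and without replicate 5, at 1.17 FPKM, it was -0.36 with adjusted p = 0.0325 by the same test.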

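In nhr-1(vlt16) mutants, daf-9 was at 1.36 ± 0.142 FPKM and in double mutants at 1.48 ± 0.298 FPKM (SD, n = 6 libraries each). Against 40Q, daf-9 was higher by 0.43 on the log2(FPKM + 0.1) scale in nhr-1(vlt16), with every library above every 40Q library, and by 0.53 in double mutants, with 5 of 6 libraries above (exact permutation tests with Benjamini-Hochberg adjusted p = 0.00519 and 0.00742). Against unc-1(vlt10), it was higher by 0.79 in double mutants (exact permutation test, Benjamini-Hochberg adjusted p = 0.00742). The level of daf-36 was 12.4 ± 0.584 FPKM in nhr-1(vlt16) and 12.1 ± 0.833 FPKM in double mutants. Against unc-1(vlt10), it was higher by 0.78 in double mutants, with no overlap between the libraries (exact permutation test, Benjamini-Hochberg adjusted p = 0.00519). Compared with 40Q, daf-36 was not higher in these mutants, with differences of -0.13 in nhr-1(vlt16) (adjusted p = 0.0693) and -0.17 in double mutants (adjusted p = 0.0455, both from exact permutation tests with Benjamini-Hochberg adjustment). With edgeR on the counts in place of FPKM, the log2 fold change of daf-36 in nhr-1(vlt16) against 40Q was -0.16, with a Benjamini-Hochberg adjusted p of 0.0542 over all genes tested.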

Regardless, the worms carrying a lesion in *nhr‐1* had increased expression of the two genes (Appendix Fig S6A and B). These data suggest that NHR‐1 regulates the synthesis of dafachronic acids, and thus the signalling of DAF‐12 (Appendix Fig S6C), and that both NHR‐1 and DAF‐12 produce opposing signals to modulate protein homeostasis (Fig EV3B).

**Figure EV3:**
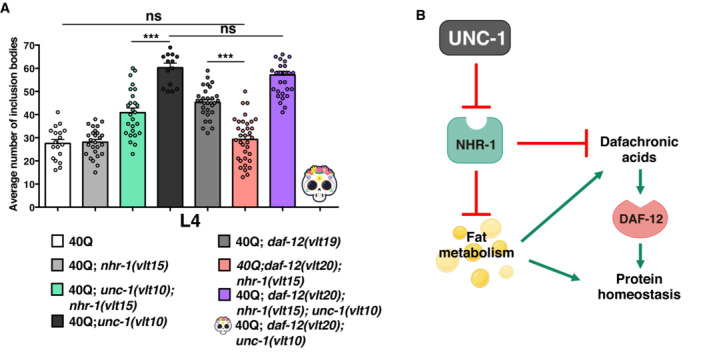
NHR‐1 and DAF‐12 antagonization regulates protein homeostasis The average number of polyQ inclusion bodies in muscle cells after *nhr‐1* ablation in *daf‐12* and *daf‐12; unc‐1* double mutants.A diagram showing the relationship between NHR‐1 and DAF‐12 in modulating protein homeostasis through fat metabolism changes and steroid hormonal signalling. The activation of NHR‐1 represses the expression of genes involved in fat metabolism and dafachronic acid synthesis. Data information: The plotted data show the mean ± standard error of the mean (SEM). At least 20 animals were analysed in a three independent experiments. ***P < 0.001; ns: not significant, as calculated using the one‐way ANOVA with *post‐hoc* Tukey test. Source data are available online for this figure.

### NHR‐1 regulates fat metabolism genes to modulate protein homeostasis

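RNA was sequenced from pooled young adult animals grown at 20°C, with 6 biological replicates of each of 4 genotypes, all expressing the transgene with 40 glutamine repeats (40Q). The genotypes were 40Q, 40Q; unc-1(vlt10), 40Q; nhr-1(vlt16) and the double mutant that carries both alleles in 40Q, which are called 40Q, unc-1(vlt10), nhr-1(vlt16) and double mutants from here on. The authors aligned the reads to WBcel235 with HISAT2, counted them per gene with HTSeq and deposited the counts without normalization, together with FPKM values and their own tables of differential expression. In total, 19098458 to 30467364 reads per library were counted on genes. The median was 21830937 in 40Q (range 19599153 to 23481210), 21474733 in unc-1(vlt10) (19098458 to 26338834), 21993626 in nhr-1(vlt16) (20128600 to 22745709) and 27525192 in double mutants (26646628 to 30467364). The median of the double mutants was 1.26 times that of 40Q, and the TMM factors and library totals carry this difference in depth in the comparisons. Of the 46778 genes of the count table, 21050 had no count in any library, and 14865 passed edgeR's default filter on low counts and were tested. The genotypes were compared with edgeR's quasi-likelihood test in a single fit of the 24 libraries, with TMM normalization and Benjamini-Hochberg adjustment over the genes tested. Expression is given as CPM after TMM normalization, with the SD over the 6 libraries of a genotype. With the threshold of the paper, a gene was taken as differentially expressed when its adjusted p was below 0.05 and its fold change above 2 in either direction. Counts were simulated for unc-1(vlt10) against 40Q with 200 of the 14865 genes changed. The changed genes were drawn above 1 CPM in 40Q, so recovery at lower levels was not tested. An adjusted p below 0.05 from edgeR's test with Benjamini-Hochberg adjustment was given by 100% of the genes changed 4-fold, 98% of those changed 2-fold and 9 unchanged genes. With the fold change threshold as well, 100%, 49% and 1 gene remained, since about as many estimates of a 2-fold change fall below the threshold as above it.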

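The mRNA of both mutated genes followed the genotypes in all 24 libraries. The gene unc-1 (WBGene00006741, chromosome X, 1057487 to 1062453) had 8.125 ± 1.28 CPM in 40Q and 6.37 ± 0.856 CPM in nhr-1(vlt16), against 1.095 ± 0.267 CPM in unc-1(vlt10) and 0.903 ± 0.079 CPM in double mutants (SD, n = 6 libraries each). Between 14 and 39 reads per library were counted on unc-1 in unc-1(vlt10), against 131 to 208 in 40Q. The highest value in a library with the vlt10 allele was 1.45 CPM and the lowest in a library without it 5.49 CPM. In unc-1(vlt10), the log2 fold change of unc-1 against 40Q was -2.88 (standard error 0.138, adjusted p = 2.7e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene nhr-1 (WBGene00003600, chromosome X, 17514063 to 17528197) had 28.1 ± 1.91 CPM in 40Q and 25.6 ± 2.70 CPM in unc-1(vlt10), against 14.85 ± 1.82 CPM in nhr-1(vlt16) and 14.3 ± 1.82 CPM in double mutants. Its log2 fold change against 40Q was -0.92 in nhr-1(vlt16) (standard error 0.0823) and -0.97 in double mutants (standard error 0.0807), with adjusted p = 4.25e-10 and 5.9e-11 from the same test by edgeR. The library nhr-1(vlt16) replicate 5, at 11.4 CPM of nhr-1, lay apart from the other libraries of its genotype, which held 14.8 to 16.4 CPM.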

To elucidate the mechanism behind the effect of NHR‐1 function, we performed transcriptomic analysis on the following strains: 40Q, 40Q; *unc‐1(vlt10)*, 40Q; *nhr‐1(vlt16)* and 40Q; *unc‐1(vlt10)*; *nhr‐1(vlt16)*. Here, *unc‐1(vlt10)* mutants exhibited a distinct transcriptomic signature compared to 40Q, and introducing the *nhr‐1* mutation in *40Q*; *unc‐1* mutants restored the transcriptomic signature to the 40Q background (Appendix Fig S7). 

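Relative to 40Q, 884 of the 14865 genes tested were differentially expressed in unc-1(vlt10) mutants (399 higher and 485 lower). With total counts alone in place of TMM it was 893 genes (467 higher and 426 lower), so which direction is more frequent depends on the scaling. The double mutants differed from 40Q in 300 genes (192 higher and 108 lower) and the nhr-1(vlt16) mutants in 402 (204 higher and 198 lower). Removing the fold change threshold moved these numbers most, to 7103 genes in unc-1(vlt10), 4790 in double mutants and 6311 in nhr-1(vlt16). In a principal component analysis of the 1000 most variable genes, PC1 held 45.4% of the variance. The libraries of unc-1(vlt10) lay between 28.8 and 33.9 on it, those of 40Q between -8.17 and -2.26, and those of the double mutants between -15.1 and -8.74. PC2 held 14.1% of the variance and separated 40Q, at 12.3 to 22.9, from the double mutants, at -10.4 to -4.42. Across the 884 genes altered in unc-1(vlt10), the log2 fold change of double mutants against 40Q was regressed through the origin on that of unc-1(vlt10) against 40Q. A slope of 0 would be a full return to 40Q and a slope of 1 no return. The slope was 0.172 (SD 0.0550 over the 6 double mutant libraries, range 0.0976 to 0.255). The slope of nhr-1(vlt16), which carries no unc-1 mutation, was 0.162 over the same genes, with a median absolute log2 fold change of 0.41, so 0.172 does not measure the part of the unc-1(vlt10) change that remained. Since both axes share the 40Q libraries, double mutants were also simulated against these libraries, which gave a mean slope of 0.0356 with the 40Q means and of 0.961 with the unc-1(vlt10) means. When the genes were chosen from replicates 1 to 3 and the slope was taken from replicates 4 to 6, it was 0.180. For 842 of the 884 genes (95.2%), the change from 40Q was smaller in double mutants than in unc-1(vlt10), with a median absolute log2 fold change of 0.39 against 1.33. The choice of genes by their change in unc-1(vlt10) favours this, and in simulated double mutants with the unc-1(vlt10) means the share was 58.9% on average (55.8% to 60.9%) with a median of 1.304, against 99.97% and 0.113 with the 40Q means. For genes chosen on replicates 1 to 3, the share in replicates 4 to 6 was 81.1%. From the comparisons of Appendix Fig S7, the paper concludes that the nhr-1 mutation returns the transcriptome of unc-1 mutants to that of 40Q.

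**Figure D1:**
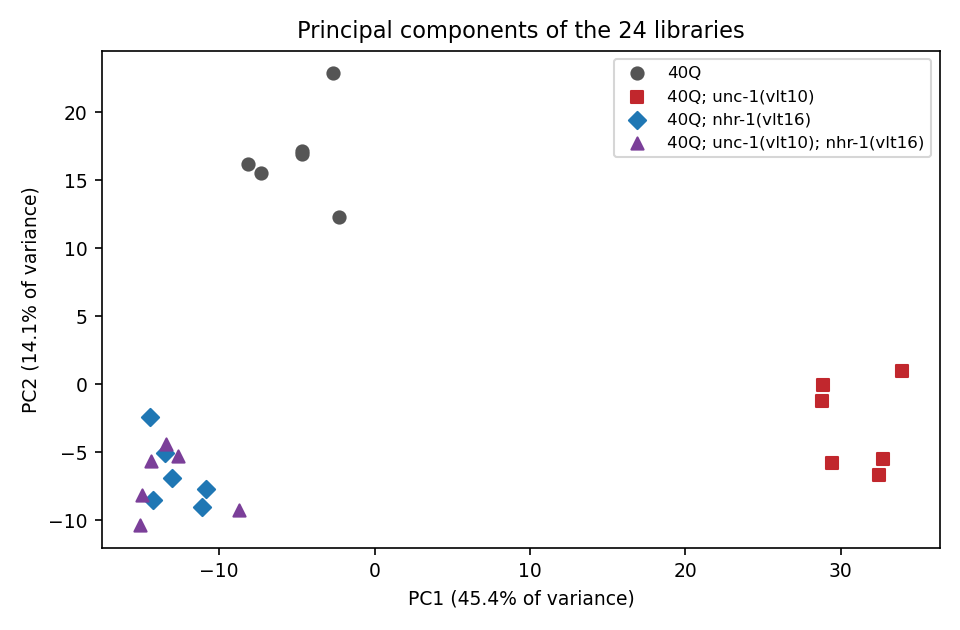
Scores of the 24 libraries on PC1 and PC2, in log2 CPM over the 1000 most variable genes, with each point a library and each symbol a genotype. The 6 libraries of unc-1(vlt10) lie at 28.8 or more on PC1, and the 6 libraries of 40Q lie at 12.3 or more on PC2.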

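Of the 884 genes altered in unc-1(vlt10), 477 (54.0%) also differed between double mutants and unc-1(vlt10) and did not differ between double mutants and 40Q, the definition in the legend of Appendix Fig S7. Of these, 177 were higher and 300 lower in unc-1(vlt10) than in 40Q. Without a filter on low counts the number was 650, with a filter of 1 CPM in 6 libraries 396 and with DESeq2 in place of edgeR 484. Simulated double mutants with the means of 40Q gave 832 such genes on average (range 801 to 850). The interaction term of the same model tests for each gene whether the effect of unc-1(vlt10) differs with and without the nhr-1(vlt16) allele. It was past the threshold for 1314 genes (809 higher and 505 lower), 716 of which were among the 884 genes altered in unc-1(vlt10). A difference of stage between the cultures could account for part of the rescued and interaction genes, since each genotype grew apart and no stage was measured.

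**Figure D2:**
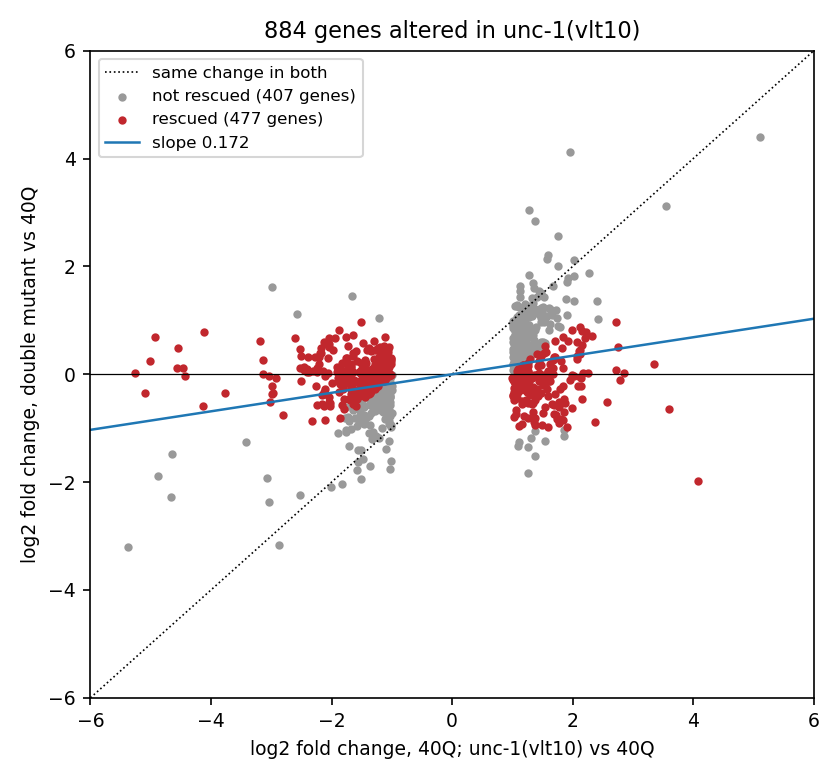
Log2 fold change against 40Q of the 884 genes altered in unc-1(vlt10), in unc-1(vlt10) on the x axis and in double mutants on the y axis, with 1 point per gene. Red points are the 477 genes counted as rescued, grey points the others, the dotted line marks an equal change in both mutants and the blue line has the slope of 0.172.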

Among the many genes whose expression was altered in *unc‐1(vlt10)* mutants, we have identified 532 genes whose expression is rescued by the *nhr‐1(vlt16)* mutation (Appendix Fig S7). To identify cellular processes that were altered in *unc‐1* mutants, we used the WormBase tool for Gene ontology (GO) analysis (Angeles‐Albores *et al*, 2016, 2018) and KEGG pathway analysis (Kanehisa, 2000). We found that genes that were differentially expressed in *unc‐1* mutants were significantly enriched in terms related to lipid metabolism, including fatty acid metabolism (KEGG:cel01212), biosynthesis (KEGG:cel00061), degradation (KEGG:cel00071) and fat content increase (WBPhenotype:0001184), UPR response and immune response, among others.

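Classes of genes defined by their symbols stood in for these terms, whose members were not used here. The first was 74 tested genes of the classes acs, acox, acdh, ech, elo, fat and cpt together with pod-2 and fasn-1. Of these, 10 (13.5%) were differentially expressed in unc-1(vlt10) against 40Q, compared with 5.91% of the other tested genes, an odds ratio of 2.49 (two-sided Fisher's exact test, p = 0.0119). Of the 10 genes, 8 were lower and 2 higher in unc-1(vlt10). The set holds the 9 fatty acid enzyme genes that the study named from these same libraries. Of the 10 genes, 5 are among those 9 (elo-2, elo-5, elo-6, fat-5 and fat-7), so the odds ratio is not independent evidence. Among 164 tested genes of the classes clec, lys, irg, cnc, fipr and spp, which include immune effectors, 31 (18.9%) were differentially expressed, 20 of them lower and 11 higher (odds ratio 3.78, p = 8.0e-09 from the same exact test). Among the 21 tested genes of the class hsp, 7 (33.3%) were differentially expressed and all 7 were lower in unc-1(vlt10), or all 6 of those called when the libraries were scaled by total counts alone (odds ratio 7.96, p = 0.000143, exact test). The called genes were hsp-70, hsp-17 and genes of the hsp-16 group. For hsp-70 and hsp-16.41 the paper reports the opposite, a rise in unc-1 mutants by real-time PCR. Several of these genes, such as those of the hsp-16 group, are near-identical copies between which reads could be split, so the members are not independent. In all, 15 such tests were made, of the 3 sets of classes in 5 comparisons, and after Benjamini-Hochberg adjustment over them p was 0.0223 for the lipid classes, 1.2e-07 for the immune classes and 0.000429 for the class hsp in Fisher's exact test. The classes were also ranked among 100 splits of the same libraries, the real one included, over the 884 genes of lowest p in each. As many immune genes were found in 7 splits and as many hsp genes in 14, so chance cannot be excluded for these classes. For the lipid classes it was 1 split, the real one, with 22 genes against at most 21 in the others. The study's choice of genes on these libraries favours the real split. For the class hsp the odds ratio lay between 6.29 and 10.5 in the alternatives that keep the fold change threshold, and it was lower still without that threshold.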

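The genes of lipid metabolism that differed between unc-1(vlt10) and 40Q belonged to 5 classes. Among the elongases, 3 of the 8 tested genes were past the threshold, elo-2, elo-5 and elo-6. Among the genes of the class fat, 2 of 7 were past the threshold, fat-5 and fat-7. Genes that the paper does not name in this context, singled out after their values were seen, went both ways. The carnitine palmitoyl transferase gene cpt-3 was higher in unc-1(vlt10), with a log2 fold change of 2.16, and cpt-5 lower, at -1.42. The acyl-CoA synthetase gene acs-2 was also higher, at 1.22, while acs-1, at -1.30, and the acyl-CoA oxidase gene acox-1.5, at -1.11, were lower.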

Among the altered genes, we identified expression differences in genes encoding key enzymes of lipid metabolism (Fig 5C and D). For example, we noticed that acetyl‐CoA carboxylase (ACC) encoded by *pod‐2* and fatty acid synthase *FAS* encoded by *fasn‐1* show lower expression levels in *unc‐1* mutants compared with double mutants (Fig 5C). Both enzymes are involved in the first steps of *de novo* fatty acid synthesis. 

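The gene pod-2 (WBGene00004076, chromosome II, 1136785 to 1152705) had 402 ± 29.1 CPM in unc-1(vlt10) and 513 ± 51.5 CPM in double mutants (SD, n = 6 libraries each). The log2 fold change of double mutants over unc-1(vlt10) was 0.35 (standard error 0.0512, adjusted p = 9.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 40Q, pod-2 had 579 ± 25.6 CPM, above both. For fasn-1 (WBGene00009342, chromosome I, 8975366 to 8986540), the values were 170 ± 14.2 CPM in unc-1(vlt10), 206 ± 8.53 CPM in double mutants and 222 ± 15.5 CPM in 40Q. Its log2 fold change of double mutants over unc-1(vlt10) was 0.28 (standard error 0.046, adjusted p = 8.5e-06 from the same test by edgeR). For both genes, the difference stayed below the 2-fold threshold.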

Known for catalysing carbon chain extensions of fatty acids, elongases (*elo‐1*, *elo‐2*, *elo‐5* and *elo‐6*) also had altered expression in *unc‐1* mutants compared to the 40Q worms (Fig 5C). 

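Each of the 4 elongase genes was lower in unc-1(vlt10) than in 40Q. The largest change was in elo-6 (WBGene00001244, chromosome IV, 5386629 to 5388559), with 43.7 ± 5.33 CPM in unc-1(vlt10) and 203 ± 16.2 CPM in 40Q (SD, n = 6 libraries each). Its log2 fold change was -2.21 (standard error 0.0676, adjusted p = 5.2e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For elo-5 (WBGene00001243, chromosome IV, 5374616 to 5377117), the log2 fold change was -1.90, from 127 ± 9.85 to 33.9 ± 4.91 CPM. For elo-2 (WBGene00001240, chromosome IV, 17466062 to 17467408), it was -1.50, from 175 ± 11.0 to 61.8 ± 8.81 CPM. The change in elo-1 (WBGene00001239, chromosome IV, 9526366 to 9528336) was below 2-fold, from 338 ± 21.4 to 238 ± 22.6 CPM, a log2 fold change of -0.51 (standard error 0.0471, adjusted p = 1.5e-10 by edgeR). The adjusted p was 2.0e-20 for elo-5 and 3.45e-19 for elo-2 from the same test by edgeR.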

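Among the desaturase genes, fat-5 (WBGene00001397, chromosome V, 17725004 to 17726818) had 16.55 ± 1.69 CPM in 40Q and 4.00 ± 0.726 CPM in unc-1(vlt10) (SD, n = 6 libraries each). Its log2 fold change was -2.04 (standard error 0.105, adjusted p = 1.4e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The most abundant of the 3, fat-6 (WBGene00001398, chromosome IV, 11913692 to 11915687), had 362 ± 28.2 CPM in 40Q and 234.5 ± 12.9 CPM in unc-1(vlt10), a log2 fold change of -0.63 that is below 2-fold (standard error 0.0434, adjusted p = 1.7e-13 by edgeR). For fat-7 (WBGene00001399, chromosome V, 7151353 to 7153146), the values were 22.6 ± 1.64 CPM and 7.65 ± 0.967 CPM, a log2 fold change of -1.56 (standard error 0.0758, adjusted p = 3.6e-17 by edgeR). Since fat-6 and fat-7 are closely related genes and how the counting treated reads that match both is not stated, reads of the much more abundant fat-6 could be among those counted on fat-7.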

Other types of enzymes were also downregulated in *unc‐1* mutants, like desaturases (*fat‐5*, *fat‐6* and *fat‐7*), which are involved in removing hydrogen atoms from carbon to produce double bonds (Fig 5C). 

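Together, pod-2, fasn-1, elo-1, elo-2, elo-5, elo-6, fat-5, fat-6 and fat-7 had log2 fold changes between -2.21 and -0.39 in unc-1(vlt10) against 40Q, and 5 of the 9 genes changed more than 2-fold. All 9 were lower with adjusted p below 0.05 over all genes tested by edgeR, and likewise all 9 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. In double mutants, 8 of the 9 were higher than in unc-1(vlt10) with adjusted p below 0.05 by edgeR (8 adjusted over the list alone), 4 of them more than 2-fold. For elo-6, elo-5, fat-5 and elo-2, the log2 fold changes of double mutants over unc-1(vlt10) were 2.404, 1.95, 1.61 and 1.40, and for elo-1 and fat-6 they were 0.35 and 0.48. The exception was fat-7, at 8.51 ± 0.509 CPM in double mutants and 8.10 ± 0.798 CPM in nhr-1(vlt16) (SD, n = 6 libraries each). Its log2 fold change of double mutants over unc-1(vlt10) was 0.15 (standard error 0.0792, adjusted p = 0.123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against 40Q it was -1.41 in double mutants and -1.48 in nhr-1(vlt16). Compared with 40Q, 7 of the 9 genes were lower in double mutants, 5 of them with adjusted p below 0.05 by edgeR (6 adjusted over the list alone), and fat-7 alone changed more than 2-fold. The median log2 fold change of the 9 genes against 40Q was -1.50 in unc-1(vlt10) and -0.15 in double mutants. In nhr-1(vlt16), 7 of the 9 were also lower than in 40Q, 6 of them with adjusted p below 0.05 by edgeR, with a median of -0.18. So the lower levels in double mutants need not be a remainder of the unc-1(vlt10) change.

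**Figure D3:**
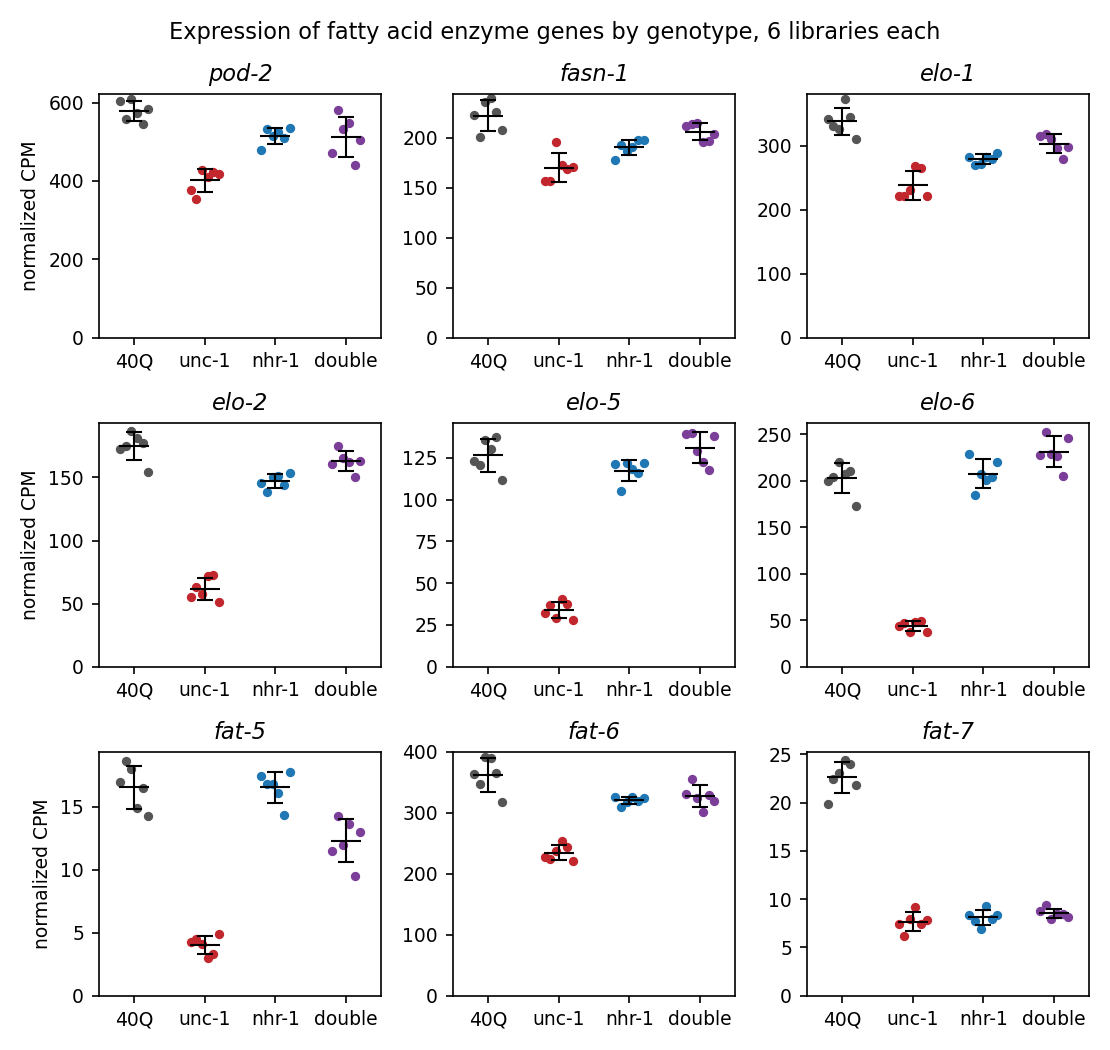
Normalized expression in CPM of the 9 genes in 40Q, unc-1(vlt10), nhr-1(vlt16) and double mutants, with 1 point per library, and the mean and SD of 6 libraries in black. In fat-7 the 3 mutant genotypes lie together, at means of 7.65, 8.10 and 8.51 CPM, below 40Q at 22.6 CPM.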

In clear contrast, *nhr‐1* ablation reversed the expression patterns of these genes in *unc‐1* mutants, and their expression was closer of that of 40Q worms (Fig 5C).

To validate the transcriptomic results, we analysed the role of the elongase *elo‐2* and the desaturase *fat‐6* in terms of polyQ aggregation, using RNAi by feeding to reduce their function in 40Q and mutant backgrounds. Both genes are essential for producing oleic acid, a lipid that is neuroprotective in rodents (Song *et al*, 2019), induces lifespan extension (Fang *et al*, 2016) and prevents polyQ aggregation in worms (Goudeau *et al*, 2011; Han *et al*, 2017; Imanikia *et al*, 2019). Silencing *fat‐6* and *elo‐2* expression increased the number of inclusion bodies in all strains except 40Q; *unc‐1(vlt10)* animals (Fig 5E), where there are already high levels of inclusion bodies. These functional data further suggest that NHR‐1 controls the expression of some enzymes of the fat metabolism, which in turn are essential for maintaining protein homeostasis.

Finally, we wanted to confirm whether *unc‐1* perturbs *ssu‐1* signalling, which impacts polyQ aggregation. For this, we took advantage of our transcriptomic data, comparing it to genes shown by Burton *et al* (2018) to be regulated by *ssu‐1*. The expression analysis showed that almost all genes have an opposite expression profile in *unc‐1* mutants (Fig EV4A and B), suggesting that *unc‐1* affects *ssu‐1* signalling and that both are connected.

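Of the 21 genes of Fig EV4A, which are reduced or absent in ssu-1 mutants, 17 had a higher mean log2(FPKM + 0.1) in unc-1(vlt10) than in 40Q and 4 a lower mean. The difference was past an adjusted p of 0.05 for 13 of the 17 and for 0 of the 4, whose unadjusted p was 0.182 or more (exact two-sided permutation tests of 6 libraries against 6, Benjamini-Hochberg adjustment over the 23 genes of Fig EV4). In 11 of the 21 genes, every unc-1(vlt10) library lay above every 40Q library, an outcome that chance gives in 0.216% of the arrangements for either direction. The 2 genes of Fig EV4B, gpdh-1 and acdh-2, which are raised in ssu-1 mutants, were both lower in unc-1(vlt10) with adjusted p below 0.05 in the same tests. For 5 of the 21 genes the mean was under 0.5 FPKM in both genotypes, and 1 of these, sod-5, was among the 13. From the opposite direction of these genes in unc-1 and ssu-1 mutants, the paper proposes that unc-1 affects ssu-1 signalling.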

**Figure EV4:**
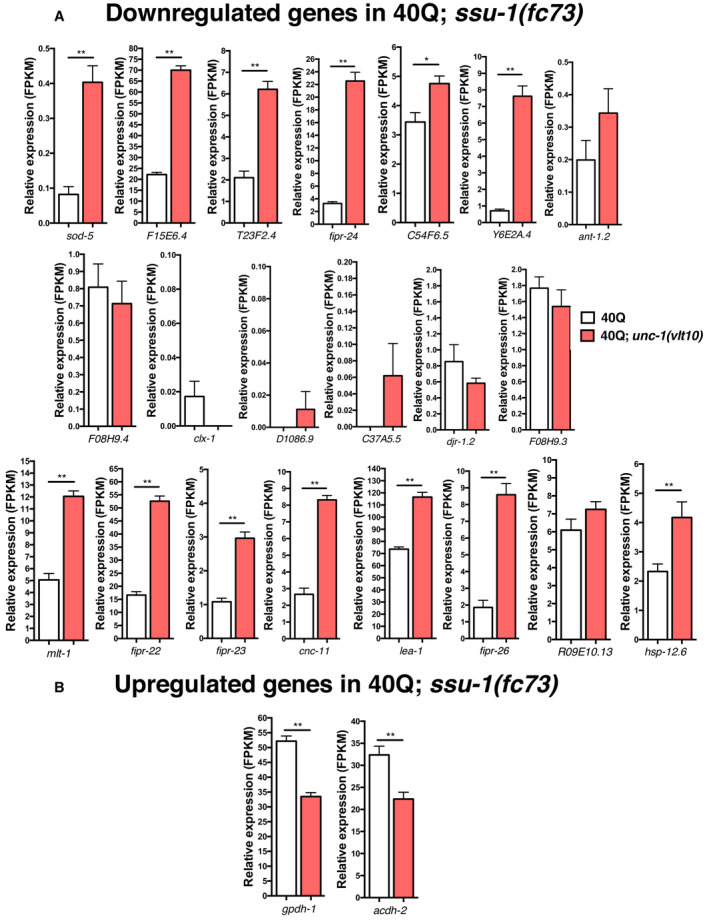
Ablation of *unc‐1* modifies downregulated and upregulated genes in *ssu‐1* Relative expression levels of genes that are not expressed in *ssu‐1(fc73)* mutants or are downregulated but are upregulated in *unc‐1(vlt10)* mutants.Genes that are upregulated in *ssu‐1(fc73)* but are downregulated in *unc‐1(vlt10)* mutants. Data information: The plotted data show the mean ± standard error of the mean (SEM). FPKM values are from the transcriptomic analysis (*N* = 6 for each mutant strain) in Fig 5. *P < 0.05; **P < 0.01; ns: not significant. The statistical analysis was done using a Mann–Whitney *U*‐test. Source data are available online for this figure.

### *unc‐1* animals show altered fat metabolism and ablation of *nhr‐1* restores their lipid profile

To further investigate the altered lipid metabolism associated with *unc‐1* mutants, we analysed their lipid content using Oil Red O. This die stains neutral lipids (triglycerides, mono‐ and di‐glycerides, cholesterol esters, etc.) to provide a semi‐quantitative measure of total neutral lipids. We observed a significant enhanced staining in 40Q; *unc‐1* mutants compared to 40Q worms (Fig 6A and B). Conversely, *nhr‐1* suppression completely restored the lipid content (Fig 6A and B).

**Figure 6:**
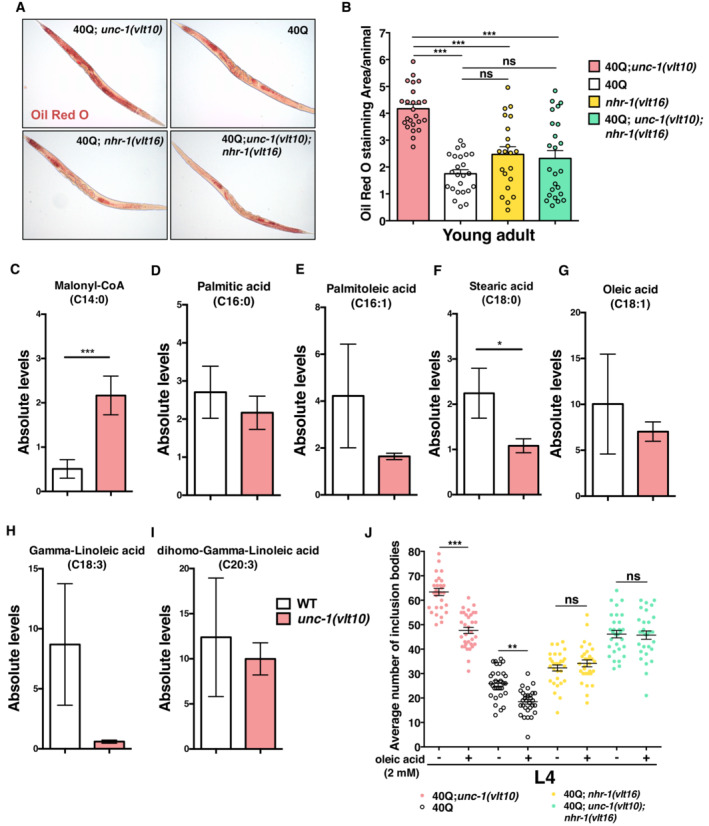
Lipid metabolism modifies polyQ aggregation ARepresentative images of simple and double young adult mutants of unc‐1 and nhr‐1 stained with Oil Red O to examine neutral lipid accumulation.BSemi‐quantitative analysis of the OilRed O staining in (A) using a plugging from ImageJ.C–IAbsolute lipid levels of saturated (manoloyl‐CoA, palmitic acid and stearic acid), monounsaturated (oleic acid) and polyunsaturated (gamma‐linoleic and dihomo‐gamma linoleic acids) fatty acids in wild type and *unc‐1(vlt10)*mutants.JThe average number of polyQ inclusion bodies in muscle cells after treatment with 2 mM of oleic acid in 40Q, 40Q;*unc‐1(vlt10)*, 40Q; *nhr‐1(vlt16)* and double mutant of both genes. Data information: The plotted data show the mean ± standard error of the mean (SEM). Each analysis has been reproduced at least three times (more than thirty animals) in A, B and J. At least twelve worm biological samples containing more than 2000 animals per sample were analysed in C‐I. *P < 0.05; **P < 0.01; ***P < 0.001; ns: not significant. The statistical analysis was done using a Mann–Whitney *U*‐test for C–I and one‐way ANOVA with *post‐hoc* Tukey test for B and J. Source data are available online for this figure.

Delving deeper into this apparent lipid dysregulation of *unc‐1* mutants, we performed an untargeted lipidomic assay to determine the specific fatty acid content associated with the *vlt10* allele. Though we observed more staining of neutral lipids in *unc‐1* mutants in this assay, we still observed a reduction in triglycerides (Fig EV5A). To learn which fatty acids may be remodelled, we investigated the absolute total levels of these compounds in our strains (Fig 6C–I). Stearic acid, the precursor of oleic acid, was significantly lower in mutants than in wild type worms (Fig 6F), while the levels of manolyl‐CoA increased (Fig 6C). Moreover, the levels decreased for palmitic acid, palmitoleic acid, oleic acid, gamma‐linoleic acid and dihomo‐gamma‐linoleic acid (Fig 6D, E and G–I). These results thus suggest that *vlt10* can induce the remodelling of lipid abundancy by decreasing fatty acids and, in turn, triglycerides, but may increase the amount of neutral lipids.

**Figure EV5:**
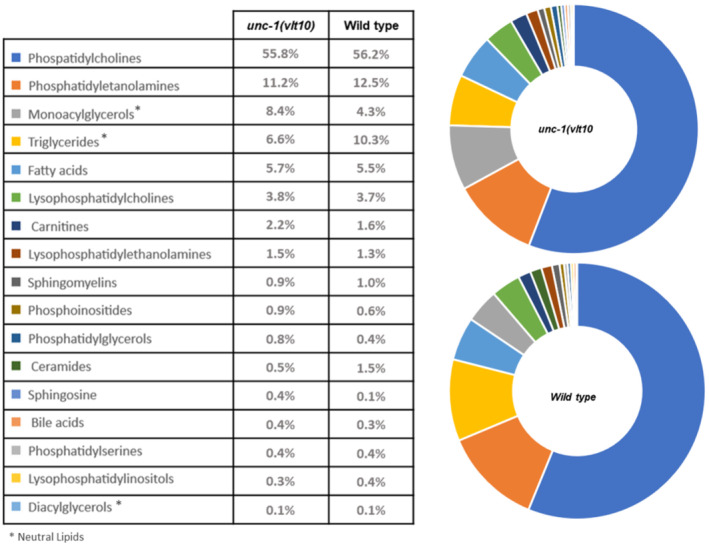
Lipid abundance in *unc‐1* mutants List of lipid classes detected in lipidomic assay in wild type and *unc‐1(vlt10)* mutants. Asterisks show neutral lipids. Data information: At least 12 worm biological samples containing more than 2000 animals per sample were analysed. Source data are available online for this figure.

Among other fatty acids, *elo‐2* and *fat‐6* are involved in the *de novo* synthesis of oleic acid (Ntambi *et al*, 2002; Brock *et al*, 2007) and are protective of neurons stressed by polyQ expression (Imanikia *et al*, 2019). Hence, we tested whether this fatty acid can modulate polyQ aggregation. To do so, we treated 40Q worms with 2 mM of oleic acid and analysed the polyQ inclusion bodies. As expected, oleic acid reduced polyQ aggregation in 40Q worms (Fig 6J), but this treatment was more effective in *unc‐1* mutants compared with 40Q, which had lower expression levels of oleic acid synthesis enzymes (Fig 6J). Oleic acid treatment was ineffective in *nhr‐1(vlt16)* worms (Fig 6J), which suggests that *nhr‐1* is required for the beneficial effect of oleic acid.

## Discussion

To uncover hidden mechanisms of protein homeostasis, we isolated a gene from a forward genetic screen, *unc‐1*, that alters protein aggregation and motor coordination in *C. elegans*. We show that UNC‐1 functions non‐cell autonomously, in neurons, and disruption of the gene led to secretion of an excess of a sulphated signal that activates NHR‐1 in different tissues. Over‐activation of NHR‐1 results in downregulation of genes encoding enzymes for fat metabolism, which in turns disrupts proteostasis. In contrast, signalling through DAF‐12 functions antagonistically to NHR‐1 to control protein aggregation.

The identified gene, *unc‐1*, encodes a *C. elegans* stomatin‐like protein that regulates protein homeostasis in muscle cells and neurons, acting in IL2 neurons (Figs 1 and 2). Our data also shows that the effect on aggregation of polyQs is specific to certain stomatin‐like proteins (Appendix Table S2). Aggregation can similarly be enhanced by the loss of function of several innexin genes, which suggests the involvement of gap junctions—the pore components of the electrical synapse—at least in invertebrates (see review Dahl & Muller, 2014). This suggests that electrical synapses are essential for maintaining appropriate proteostasis in *C. elegans*. If the ASJ‐IL2 gap junctions served to simply shunt current, as we had expected, the loss of function of *unc‐1* would result in a general increase in ASJ excitability (Appendix Fig S4), though this was not the case. Rather, the differential effect on different ASJ functions suggests that these innexins play more complex roles, which might be specific to different aspects of ASJ function. However, innexins can also operate as hemichannels (Bouhours *et al*, 2011; Hervé & Derangeon, 2013), which may explain this specificity. We believe that these data open many questions, regarding the influence of the electrical synapses, or their constituent subunits, over the control of metabolism, that are worth pursuing in the future. What is sensed by ASJ and/or IL2, and why these upstream signals regulate, is unknown to us, and it will be very interesting to study them in the future.

Our results also suggest that disrupting the communication between some neurons triggers the secretion of excess sulphated hormone, from ASJ, in a process dependent on SSU‐1 (Fig 3A). An important remaining question is the nature of the sulphated signal released by ASJ. We have used multiple metabolomic approaches to try to identify this putative hormone, but this may require technological advances currently outside our reach. Whatever the nature of the signalling coming out of the neuron, our data shows that altering the function of *unc‐1* induces changes in genes regulated by *ssu‐1*, which shows that the flow of information from *unc‐1* downstream, involves *ssu‐1* (Fig EV4A and B).

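The number of genes of Fig EV4A that were higher in unc-1(vlt10) with adjusted p below 0.05 was the same with a pseudocount of 1 or 0.01 and with an exact test on ranks, at 13 each. With edgeR on the counts it was 11, over the 16 of the 23 genes of Fig EV4 that passed the filter on low counts. Among genes with a mean of at least 0.5 FPKM over the libraries compared, it was 12. Both genes of Fig EV4B stayed lower in unc-1(vlt10) with adjusted p below 0.05 in each of these alternatives.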

For this hormonal signal to induce an enhanced polyQ aggregation on muscle cells and neurons, it requires functioning arylsulfatases SUL‐2 and SUL‐3 (Fig 3C). These proteins are arylsulfatases, evolutionarily closer to human steroid sulfatases, which suggests that the sulphur groups of this unknown hormone need to be removed for receptor binding.

From our epistasis analysis, we saw that the steroid hormone produced by ASJ seems to be controlled by NHR‐1 and that this nuclear receptor regulates genes related to lipid metabolism, which in turn affects proteostasis in *C. elegans*. 

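For pod-2, fasn-1, the 4 elongase genes and the 3 desaturase genes, the effect of unc-1(vlt10) was tested for a difference with and without the nhr-1(vlt16) allele by the interaction term of edgeR's quasi-likelihood model. The interaction was positive for all 9 genes, with log2 values from 0.50 in fasn-1 to 2.37 in elo-6 and a median of 1.61. It was past an adjusted p of 0.05 for all 9 by edgeR with Benjamini-Hochberg adjustment, both over all genes tested and adjusted over the list alone, and past the 2-fold threshold for 5. In fat-7 the interaction of 1.63 comes with low levels in both single mutants, and not with a return of the double mutants towards 40Q.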

Our transcriptomic analysis of single and double *unc‐1* and *nhr‐1* mutants indicated that many genes involved in fatty acid synthesis are altered in *unc‐1* worms and that introducing *nhr‐1* loss‐of‐function alleles restores their expression to close to that of 40Q worms (Fig 5C and E). We validated this role of fat metabolism by reducing the function of *elo‐2* and *fat‐6*, whose silencing increases polyQ aggregation (Fig 5E). Because FAT‐6, together with FAT‐7, converts stearic acid into oleic acid, a protective lipid that promotes longevity and improve neuronal proteostasis (Goudeau *et al*, 2011; Imanikia *et al*, 2019), we examined oleic acid synthesis in these worms. 

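Of the genes that the paper names as needed for oleic acid, elo-2 was between 51.0 and 72.5 CPM in the 6 libraries of unc-1(vlt10), below the range of 154.7 to 186.8 CPM in 40Q. The gene fat-6 was between 220.7 and 254.1 CPM in unc-1(vlt10) and between 316.6 and 391.5 CPM in 40Q. In double mutants the libraries held 150.7 to 175.1 CPM of elo-2 and 300.4 to 355.8 CPM of fat-6. The gene fat-7 was between 6.149 and 9.134 CPM in unc-1(vlt10) and between 19.86 and 24.37 CPM in 40Q, and stayed below 40Q in double mutants, at 7.935 to 9.405 CPM.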

We showed that the enzymes involved in oleic acid synthesis are downregulated in *unc‐1* mutants and that oleic acid is effective in reducing polyQ aggregation, suggesting reduced oleic acid synthesis in these animals. However, this lipid had no effect over *nhr‐1* mutants (Fig 6J), suggesting that oleic acid may depend on functional NHR‐1 to produce the beneficial effects on proteostasis. While oleic acid production is controlled by NHR‐1, this result is still not surprising given that some nuclear receptors are controlled by feedback from the products of the enzymes they regulate (Bagamasbad & Denver, 2011). In support of both this and the transcriptomics analysis, an untargeted lipidomic assay showed that the *unc‐1* mutants tended to produce lower amounts of certain free‐fatty acids. Altogether, these results suggest that an altered neurohormonal signalling dysregulates fat metabolism, which in turns affects protein homeostasis.

Our data also strongly suggest that different steroid hormones and different signalling pathways exert opposing effects on protein homeostasis. In contrast with NHR‐1 disruptions, disrupting the nuclear receptor DAF‐12 (i.e., mutating *daf‐12* or culturing worms on dafadine A, a well‐known *daf‐9* inhibitor) enhanced polyQ aggregation; adding dafachronic acids produced a protective effect (Fig 4) (Martin *et al*, 2008, 2009). In agreement with our findings, Farina *et al* (2017) showed that the neurosteroids that activate DAF‐12 are neuroprotective in *C. elegans* models of polyQ‐induced toxicity. Moreover, other authors showed that *daf‐12* signalling promotes protein homeostasis by modulating the function of the ER stress response (Mark *et al*, 2016). In addition, *nhr‐1* is epistatic over *daf‐12*, suggesting that the two receptors compete to modulate protein homeostasis (Fig EV3, Appendix Fig S6).

To our knowledge, this is the first report showing that different steroid hormone signals have opposing modulator effects on protein homeostasis in animals, and it will be of interest to investigate if this is evolutionarily conserved between invertebrates and mammals. There is also evidence that neurosteroids may protect against neurodegenerative diseases that involve the dysregulation of protein homeostasis, such as for Alzheimer's, Parkinson's or HD (see review: Borowicz *et al*, 2011). These points are especially important for the development of drugs against inflammatory and metabolic and neurodegenerative diseases, as the wide range of metabolic processes regulated by nuclear receptors makes them outstanding druggable targets (see reviews: Schulman & Heyman, 2004; Saijo *et al*, 2010; Schulman, 2010; Skerrett *et al*, 2014; Moutinho *et al*, 2019). Inhibitors for many of the proteins in these signalling pathways have also been developed to treat different kinds of cancer and metabolic diseases, such as against sulfotransferases (Chapman *et al*, 2002; Rath *et al*, 2004), the cytochrome *daf‐9*/CYP2J2 (Chen *et al*, 2009), sulfatases (Mostafa & Taylor, 2013; Yue *et al*, 2016; Pérez‐Jiménez *et al*, 2021) and modulators of NHRs (Chen, 2008; Pinne & Raucy, 2014; Davis *et al*, 2018; Hong *et al*, 2018; Kang *et al*, 2018). Additionally, some attempts have been made to use fatty acid‐enriched diets to treat neurodegeneration, although the results were not very promising (see reviews: Shamim *et al*, 2018; Bono‐Yagüe *et al*, 2020). We expect that new approaches will focus on applying modulators of key enzymes of the lipid metabolism to modify the amount of protective lipids within the stressed tissue.

Overall, this work has provided the first evidence that nuclear receptors modulate proteostasis through the remodelling of lipid metabolism. Our findings transfer the attention to lipids to find potential pharmacological targets for treating pathological conditions produced by toxic mutant proteins that induce neurodegeneration.

## Materials and Methods

### Maintenance and culture of *C. elegans*

All strains were maintained under standard conditions (Brenner, 1974). Some strains used in this work were obtained from Caenorhabditis Genetics Center (CGC; Minneapolis, MN, USA). The CGC is funded by the National Institutes of Health's National Center for Research Resources (NGRRs). CW911 strain: *ssu‐1(fc73) V*; *unc‐1(e580) X* was kindly provided by Phillip G. Morgan (University of Washington, Seattle, USA). AX5828: dbEx804[*trx‐1p::YC3.60*, *unc‐122p::GFP*] was kindly provided by Mario de Bono. Appendix Table S4 provides a detailed list of strains used in this study. All strains were outcrossed at least three times and cultured at 20°C.

### Genetic manipulation of *C. elegans*

To generate vectors for gene expression in *C. elegans*, we took advantage of Gateway^®^ MultiSite Pro system (Invitrogen, Waltham, MA, USA). Primer sequences for cloning are listed at Appendix Table S5. Briefly, we amplified 1.7 kb from promoter region upstream of *rab‐3* gene using specific primers wild type gDNA. We cloned the attB1‐B2‐flanked PCR product into pDONR™ 221‐P1P5r to generate pDONR 221‐P1P5r‐*rab‐3p* (pAPG1). We amplified the cDNA of *unc‐1* to clone it into pDONR 221‐P5P2‐*unc‐1* (pAPG2). We used pDONR 221‐P1P5r‐*myo‐3p* kindly provided by Robyn Branicky. Plasmids containing each promoter region, were recombined with the cDNA of *unc‐1*, within a destination vector that contains the transcription terminator from the gene *unc‐54*, pHP2 (Walker *et al*, 2009), to generate the following destination constructs: pDEST HP2‐*rab‐3p::unc‐1::unc‐54t* (pAPG3) and pDEST HP2‐*myo‐3p::unc‐1::unc‐54t* (pAPG4). To induce *nhr‐1* expression in muscle cells and neurons we used pVD105 and pVD106, respectively (Burton *et al*, 2018).

To produce a dominant negative form of *unc‐1*, the *n494* allele, we introduced the mutation into a cDNA of *unc‐1* containing in pAPG2 to obtain pDONR 221 P5P2‐ *unc‐1(n494)* (pAPG5). Next, we used pAPG1 and pAPG5 as donor vectors and pHP2 as destination vector, to generate pAPG6 (*rab‐3p::unc‐1(n494)::unc‐54t*). To rescue *unc‐1* in IL2 neurons we obtained fusion PCR products using *osm‐3p* and *oig‐1p* (see more detailed Appendix Fig S8). DNA mixtures for injection consisted of 25–50 ng/μl of the interest DNA [except for *myo‐3p* or *unc‐54p* expression analysis (1–5 ng/μl)], a DNA marker (pCFJ90; *myo‐2p*::mCherry) at 2.5–5 ng/μl, together with the empty yeast plasmid pYES (Thermofisher, Waltham, MA, USA) as carrier DNA, at a total final concentration of 120 ng/μl.

### Cell‐specific RNA interference

To induce tissue‐specific RNAi we developed PCR fusion products using a promoter region to sense and antisense fragments of the interest gene (Appendix Fig S8). Therefore, simultaneous expression of these DNA constructs in a specific tissue, such as nervous system (which are refractory to RNAi), induce a double complementary strand RNA synthesis to activate RNAi mechanism in neurons. We amplified promoter regions (of *rab‐3*, *trx‐1*, *oig‐1*, *osm‐3*, *glr‐1*, *gpa‐9*) to allow us to express dsRNA in a tissue‐specific manner (nervous system, ASJ, IL2, PVQ neurons, respectively) (Appendix Fig S8, Appendix Table S5). In contrast with ASJ, there are not promoters, to our knowledge, that drive the expression of genes exclusively in IL2L and/or PVQR neurons (Chelur & Chalfie, 2007). We therefore used pairs of promoters, whose expression overlapped only in our neurons of interest, to drive expression of the two RNA strands, such that expression of dsRNA was restricted to IL2 or PVQ. In parallel, we amplified sense/antisense fragment from our genes of interest (*unc‐1*, *unc‐7*, *inx‐2*, *inx‐6* and *ssu‐1*), adding a sequence complementary to the specific promoter that we wanted to fuse with it (Appendix Fig S8, Appendix Table S5). Both PCR products were combined in a single PCR reaction to amplify fused PCR products, using appropriate external primers complementary to the promoter and gene (Appendix Fig S8, Appendix Table S5). We used a DNA fragment from the bacterial β‐Lactamase gene (which we named AMP^r^) as negative control in the tissue‐specific RNAi experiments. We injected 2.5 ng/μl of each construct (sense/antisense) together with pCFJ90 (encodes a pharynx‐expressed mCherry as a transgenic marker) as a reporter, and pYES (Thermofisher) as carrier DNA until 120 ng/μl.

### RNA interference by feeding

To induce ubiquitous and constitutive RNAi, we feed the animals with modified HT115 *Escherichia coli* strain expressing dsRNA of each gene. We generated RNAi vectors for these genes cloning a coding fragment that covers all isoforms of each gene, into an EcoRV site of pL4440 vector. The PCR product for each gene was amplified using Phusion polymerase (Thermofisher) and specific primers (see detailed sequence in Appendix Table S5). HT115 strains containing empty pL4440, as a control, and RNAi vectors (pAPG11‐*sul‐1*, pAPG12‐*sul‐2*, pAPG13‐*sul‐3*, pAPG52‐*elo‐2* and pAPG53‐*fat‐6*) were grown in liquid Luria‐Bertani medium containing 50 μg/ml carbenicillin over night at 37°C. Next, bacteria culture was induced by IPTG for 2 h at 37°C, before seeding RNAi plates. After drying plates, synchronised animals (L1 or L3; depending of the assay) were feed with HT115 bacteria containing empty vector or RNAi vectors until reaching L4 stage to be scored.

### Construction of knock‐in worms using CRISPR

We used CRISPR/Cas9 system to introduce point mutations into *nhr‐1* and deletions into *inx‐2* and *daf‐12* sequences. We based on our design and strategy from Julián Ceron Lab (IDIBELL Institute, Barcelona, Spain) (Vicencio *et al*, 2019). To introduce deletions into *inx‐2* and *daf‐12* genes, we used two crRNAs for each one, which are complementary to distal exon regions. We generated a full deletion of *inx‐2*, *vlt22*, using the following gRNAs: crRNA#1 5′ – ACCGGAGCTCTCCCACCAAA – 3′ and crRNA#2 5′ – GCACAATGAGAAACCAGTAT – 3′. We used the ssODN sequence to isolate mutant strains easier: 5′ – ACGTAGCGTTT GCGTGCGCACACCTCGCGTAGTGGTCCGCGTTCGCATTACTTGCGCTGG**GGAAA**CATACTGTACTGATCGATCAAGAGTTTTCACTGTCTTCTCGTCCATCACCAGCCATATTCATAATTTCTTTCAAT – 3′ (neutral nucleotides are marked in bold and it is useful to genotyping mutants) (Appendix Fig S9A). For *daf‐12*, we generated *vlt19* allele using the following crRNAs: crRNA#1 5′ – ATATTATGGATGTTACCATG – 3′ and gRNA#2 5′ – GGAATCGTTGTTCGGAGAGC – 3′. *vlt19* encodes a deletion of 500 pb inside of ligand binding domain (Appendix Fig S9B). We targeted *nhr‐1* to emulate *n6242* allele by the following crRNA: 5′ – CACCACTCCACACCGTCTTC – 3′. The ssODN sequence to induce knock‐in to generate the allele of interest was: 5′ – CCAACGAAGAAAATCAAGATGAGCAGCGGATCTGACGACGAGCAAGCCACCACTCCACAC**A**G**A**CT**C** *T*A**A**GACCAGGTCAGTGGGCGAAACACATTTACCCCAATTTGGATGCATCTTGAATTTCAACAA – 3′ to generate *vlt16* in *nhr‐1* (in bold are marked neutral changes and in italics are denoted the point‐nonsense mutation (C/T) (Appendix Fig S9C)). We isolated a new allele, *vlt15*, by an abnormal random recombination that encodes a premature stop codon later than *vlt16* (Appendix Fig S9C). To produce the mixture for injection, the crRNAs were suspended in 20 μl of IDTE nuclease free buffer to obtain 100 μM stock. ssODNs were suspended in the same buffer at 1 μg/μl. CRISPR components were added at the following final concentrations: Cas9: 4.5 μM; ALT‐R trackRNA: 32 μM; target gene crRNA: 35 μM; ssODN target gene: 175 ng/μl. For targeting deletions, we used final concentrations 17.5 μM for each crRNAs. We used disruption of *dyp‐10* gene as a selection marker.

### Quantitative PCR

The relative expression of genes was measured by RT–qPCR using the ViiA7 thermal cycler from Applied Biosystems (Waltham, MA, USA) using Taqman™ probes. To verify the expression of genes included within extrachromosomal arrays, we selected by hand worms expressing reporter (*myo‐2p::mCherry*) for RNA extraction (OMEGA Bio‐Tek, Norcross, GA, USA) using the M165FC dissecting microscope (Leica, Wetzlar, Germany). To evaluate expression of genes in mutants, we collected a synchronised population of young adult worms in RNA lysis buffer. Extracts were frozen at −80°C before RNA extraction. RNA samples were treated by DNAase treatment (Qiagen, Hilden, Germany). cDNA synthesis was done using 0.1–1 μg approximately of RNA following the manufacturer protocol (Takara Bio, Kusatsu, Japan). We used the 2xPrimeTime^®^ Gene Expression Master Mix (Takara Bio), and the PCR program was as follows: 1 cycle of 10 min at 50°C; 1 cycle of denaturalization at 95°C 15 s; 40 cycles of polymerisation at 60°C 1 min. To normalise relative expression, we used the housekeeping control, *pmp‐3* (Taqman probe from Applied biosystems, Ce02485188_m1). To measure expression of interest genes or transgenes we designed customised probes from IDTDNA. We considered all isoforms for each gene in the customised design. We included at least three technical replicates for each measuring.

### Western blot

We grew synchronised L1 worms until young adult stage to isolate total protein extract using RIPA buffer. The BCA kit was used to quantify total protein and after this, we added 4× SDS sample loading buffer and preserved the samples at −80°C. Total protein extracts were separated by 12% sodium dodecyl sulphated‐polyacrylamide gel electrophoresis (SDS‐PAGE) and transferred to polyvinylidene di‐fluoride (PVDF) membranes (Bio‐Rad Laboratories, Hercules, CA, USA) by semi‐dry blotting (Trans‐Blot Turbo, Bio‐Rad). Membrane blocking was done with 5% non‐fat milk, according to the specification of the following primary antibodies: mouse anti‐polyQ (1:1,000, Sigma Ref. #P1874) and mouse anti‐actin (1:500, Santa Cruz Biotechnologies ref. #sc‐47778) to normalise the results. PVDF membranes were stripped after detecting actin. Primary antibody incubation was done at 4°C and next we incubated the second antibody anti‐mouse conjugated to HRP at room temperature (1:10,000, Abcam, ref. #ab97023). PVDF membranes were stripped after detecting actin and next, polyQ was detected in the same membrane. Images were obtained using NZY Advanced ECL (Nzytech, ref. #MB40201). Quantification was done using the ImageJ software.

### Analysis of the effect of ∆^4^‐dafachronic acid and dafadine A on worms

Briefly, we grown synchronised L1 animals on Dafachronic acid 1 μM (DA dissolved in ethanol) (Martin *et al*, 2008, 2009) in M9 buffer containing 5 μg/ml cholesterol, 12.5 μg/ml nystatin, 50 μg/ml streptomycin and OP50 *E. coli* at 0.5 Optic density. Dafadine A (Sigma‐Aldrich‐Merck, St. Louis, MO, USA) was added at three dose (1, 5, 12.5 μM) Animals were growth in liquid medium at 60°C and moderate shaking until young adults. We evaluated the effect of both compounds at least three times in independent experiments over polyQ aggregation pattern.

### X‐34 and Oil Red O staining

X‐34 dye (Sigma‐Aldrich‐Merck) stains specifically amyloid deposits. One‐day synchronised adults were incubated in a drop containing 1 mM X‐34 and 10 mM TRIS pH 7.5 solution. Stained animals were washed with PBS‐Tween and transferred to fresh NGM plates. We used the Oil Red O (Sigma‐Aldrich‐Merck) dye to stain triglycerides and lipoproteins for semi‐quantitative purposes. Young adults were stained with diluted 3:2 Oil Red O stock solution for 2 h at room temperature in a rotator. After this, animals were washed two times with PBS‐Tween (0.1%) for 30 min. Stained animals were mounted in 2% agarose pads with sodium azide (0.05 M) to count amyloid deposits using a DM2500 fluorescent microscope (Leica). To quantify the stained area of worms, with the Oild Red O stain, we used a DMD108 microscope (Leica). We analysed the pictures obtained from these animals using the Image J software.

### Oleic acid treatment of worms

We generated NGM plates containing 2 mM oleic acid, which was added to molten NGM medium. Plates were conserved in the dark and seeded with OP50 before use it. Synchronised L1 animals were grown until they reached the L4 stage to score polyQ inclusion bodies.

### Quantification of polyQ inclusion bodies in muscle cells and neurons

The expression of the *40Q::YFP* transgene produces body inclusion formation in muscle cells in an age‐dependent manner. The average number of inclusion bodies were obtained by counting total number of polyQ::YFP inclusion bodies in muscle cells per animal *in vivo* using a dissecting microscope equipped with fluorescence (M165FC, Leica). PolyQ aggregation happens in an age‐dependent manner, so we analysed aggregation in specific developmental stages (L2, L4 and young adult). Animals were analysed from a heterogeneous population and, after scoring, they were removed to avoid undesired duplicates. Scoring was from at least three independent experiments, in which we counted at least, 10 animals per genotype and stage. Thirty animals or more were analysed for each genotype and stage in total.

To score neuronal polyQ aggregates we used a model that expresses 40 glutamines under the control of the promoter of the *F25B3.3* gene. Neuronal aggregation is more complex to follow, in whole animals, so we selected the Ventral Nerve Cord only to count inclusion bodies. Sixty young adults were analysed for each genotype in total, from three independent experiments. The number of neuronal polyQ aggregates was scored using the DM2500 Leica vertical microscope, equipped with fluorescence.

### Scoring of number of α‐synuclein::YFP aggregates in muscle cells

The *unc‐54p::α‐synuclein::YFP* transgene induces late aggregation, in contrast with polyQ aggregation. Moreover, unlike 40Q::YFP inclusion bodies, which are visible using a dissecting microscope, α‐synuclein::YFP aggregates are only detectable using upright microscopes (like, the DM2500, Leica). Since it is not feasible to perform a complete count of whole muscle tissue, we selected the area located between the positions of the two pharyngeal bulbs, to evaluate the aggregation pattern of α‐synuclein. Sixty 2‐day‐old adults were analysed for each genotype in total, from three independent experiments.

### Scoring of number of beta‐amyloid X‐34‐stained deposits in muscle cells

To evaluate β‐amyloid protein aggregation, we used a *C. elegans* model that expresses the human Aβ peptide constitutively in muscle cells. To detect β‐amyloid deposits, we stained 1‐day‐old adults with X‐34 dye (Sigma‐Aldrich‐Merk). Stained 2‐day‐old animals were analysed using an upright microscope equipped with fluorescence (DM2500, Leica). We selected the area between the positions of the two pharyngeal bulbs to evaluate the number of β‐amyloid deposits. Sixty 2‐day‐old adult animals were analysed for each genotype in total, from three independent experiments.

### Motility thrashing assay

We evaluated motility capacity of young adults by thrashing. This assay consists of scoring the number of thrashes that show an animal when swimming in M9 buffer. We have considered a thrash when animal moves simultaneous head and tail. Animals were acclimated for 30 s before scoring number of thrashes for the following 30 s. Each animal was collected independently in a well. The average number of thrashes was extrapolated for 1 min to show the mean of the values. At least 15–20 animals were analysed for each genotype and transgenic line in three independent experiments at 20°C. Animals damaged during handling were discarded in this study.

### Calcium imaging

Calcium imaging in ASJ was carried out as described previously (Kerr *et al*, 2000; Walker & Schafer, 2020). The ratiometric calcium indicator YC3.60 (Cameleon) was expressed in ASJ using the *trx‐1* promoter (Fenk & de Bono, 2015). Briefly, animals were glued onto 2% agarose pads and temperature stimuli were administered using perfusion of CTX buffer (25 mM KPO_4_ pH6, 1 mM CaCl_2_, 1 mM MgSO_4_). Images were recorded at 5 Hz using a Dualview beam splitter (Optical Insights) to simultaneously record two wavelengths and an iXon EM camera with IQ1.9 capture software (Andor Technology). Fluorescence was quantified and analysed in Matlab (Mathworks) using SpikeFinder and NeuronTracker, custom analysis scripts written by Rabinowitch *et al* (2013).

### Transcriptomic analysis

Synchronised L1 (40Q, 40Q; *unc‐1(vlt10)*, 40Q; *nhr‐1(vlt16)* and 40Q; *unc‐1(vlt10); nhr‐1(vlt16)*) were grown in NGM plates at 20°C until they reached young adult stage. They were subsequently collected in M9 buffer, frozen, thawed and mechanically lysed with 200 mg of glass beads (Sigma‐Aldrich‐Merck) for 30 s using a Fastprep shaker apparatus (Thermofisher Scientific, FP120 model). RNA was extracted using NZY total RNA isolation kit, Nzytech. Supernatant was recovered from lysate samples by centrifuging extracts at maximum speed for 1 min. The purified RNA was treated with DNAse, quantified and sent for sequencing by Novogene (Cambridge, UK). Six biological replicates, consisting of pooled bulk nematode RNA were sequenced for each genotype. 

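Whether any replicates came from the same library was tested by comparing the counts of each of the 60 pairs of libraries within a genotype, over genes with at least 20 counts in the pair. The chi-square statistic per gene ranged from 1.94 to 15.7, where sampling noise alone would give about 1, so all 60 pairs differed by more than the sampling noise and each library was counted as a replicate. The median Euclidean distance between libraries in log2 CPM was 46.5 within 40Q, 45.8 within unc-1(vlt10), 42.0 within nhr-1(vlt16) and 39.8 within double mutants.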

Briefly, after quality control, mRNA was enriched using oligo(dT) beads and randomly fragmented. cDNA was synthesised using random hexamers and reverse transcriptase. After first‐strand synthesis, a custom second‐strand synthesis buffer (Illumina) was added with dNTPs, RNase H and *E. coli* polymerase I in order to generate the second strand by nick‐translation. To prepare the final cDNA library, a round of purification, terminal repair, A‐tailing, ligation of sequencing adapters, size selection and PCR enrichment were performed. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies). Insert size was checked on an Agilent 2100 and quantified using quantitative PCR (Q‐PCR).

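In the count table, 27899 of the 46778 genes (59.6%) were at 0 in most of the libraries. The values are whole numbers of reads per gene, and the FPKM table holds the same genes and libraries. Whether the counting used the strand, and how it treated reads that match several genes, is not stated in the paper's text, so genes that overlap or share sequence with a copy are uncertain.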

Reads were aligned to the *C. elegans* genome assembly WBCel235 using HISAT2 (Kim *et al*, 2015) for alignment, HTSeq (Anders *et al*, 2015) for gene expression quantification and DESeq2 (Love *et al*, 2014) for differential expression analysis. 

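At this threshold, the authors' deposited table of unc-1(vlt10) against 40Q holds 955 genes (500 higher and 455 lower), and 782 of the 884 genes called by edgeR are among them. The authors' deposited table of nhr-1(vlt16) against 40Q holds 404 genes, which include 324 of the 402 called by edgeR. For double mutants against 40Q, the authors' deposited table holds 890 genes, of which 94.5% are higher, and it includes 232 of the 300 genes called by edgeR, of which 64% are higher.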

Genes with a fold change greater than 2 and a corrected *P*‐value lower than 0.05 were retained. EnhancedVolcano (Blighe *et al*, 2022) was used to plot fold change versus *P*‐values. Pathway enrichment analysis was performed using KEGG tool (www.genome.jp/kegg/) (Kanehisa, 2000). Heatmaps were performed in R (R Core Team, 2017) using the pheatmap package (Kolde, 2019). Read counts were centred and scaled for each gene to have mean zero and standard deviation one across the row.

### Untargeted lipidomics assay

Young adults synchronised wild type and *unc‐1(vlt10)* animals were collected in RIPA 1× buffer (Sigma‐Aldrich‐Merck) to obtain protein extract. We collected six biological samples per genotype in each independent experiment (*n* = 3 experiments and *n* = 10 cultures of worms per genotype). Total protein extract was quantified using the commercial kit (Pierce™ BCA Protein Assay kit #23225, Thermofisher) to normalise the lipid abundance of the samples. Samples were analysed using a liquid chromatography equipment coupled to a high‐resolution mass spectrometer with an orbitrap detector (UPLC‐Q‐Exactive Plus) and an electrospray source (ESI) following the procedures optimised in the Analytical Unit (internal method not published). Samples and quality controls were randomly injected into the chromatographic system to avoid variability within the analytical sequence, as well as to improve the quality and reproducibility of the study. Data were acquired in in Full MS, DIA (data independent analysis) and DDA (data dependent analysis) scan modes and processed using an in‐house script in the R software (v.3.6.1) with the XCMS and CAMERA packages for detection, filtering and alignment of spikes. The LipidMS library was used to identify candidate lipids (Alcoriza‐Balaguer *et al*, 2019).

### Imaging worms by microscopy

Fluorescence images were acquired using an SP5 confocal microscope and DM2500 vertical fluorescent microscope (Leica). Oil Red O images to analyse stained area per animal were taken with a digital dissecting microscope DMD108 (Leica). In all cases, animals were mounted on agarose pads (2% on water) containing one drop of sodium acid (0.05 M) to anaesthetise them. Nematode selection and manipulation were performed using dissecting microscopes without or with fluorescence (MS5 and M165FC, Leica).

### Statistics

Statistical analysis was performed using an analysis of variance test (one‐way ANOVA) combined with a Tukey test to perform multiple comparisons of different strains and/or conditions. To perform comparisons between two conditions we used a Mann Whitney *t*‐test to obtain the statistical significance of the data. In the graphs, we show the mean ± standard error (SEM). SEM is displayed as a bar, while asterisks show significant of the data (*P*‐value) (*P < 0.05; **P < 0.01; ***P < 0.001). The abbreviation “ns” means not significant.

## Author contributions

**Rafael P Vázquez‐Manrique:** Conceptualization; data curation; supervision; funding acquisition; investigation; visualization; methodology; writing – original draft; project administration; writing – review and editing. **Ana P Gómez‐Escribano:** Conceptualization; data curation; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Carlos Mora‐Martínez:** Conceptualization; resources; software; formal analysis; methodology; writing – review and editing. **Marta Roca:** Software; formal analysis; investigation; methodology; writing – review and editing. **Denise S Walker:** Formal analysis; investigation; methodology; writing – review and editing. **Joaquín Panadero:** Data curation; software; formal analysis; investigation. **Maria D Sequedo:** Investigation; methodology. **Ratni Saini:** Investigation. **Hans‐Joachim Knölker:** Investigation. **Jose Blanca:** Investigation. **Juan Burguera:** Conceptualization; investigation. **Agustin Lahoz:** Conceptualization; validation; investigation; writing – review and editing. **Joaquin Cañizares:** Investigation. **José M Millán:** Conceptualization; investigation; writing – review and editing. **Nick O Burton:** Conceptualization; investigation; writing – original draft; writing – review and editing. **William R Schafer:** Investigation; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

The transcriptomic data from this publication have been deposited to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE220662 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220662).

# Supplementary material for: Changes in lipid metabolism driven by steroid signalling modulate proteostasis in C. elegans
**Source:** EMBO Rep. 2023 Apr 27;24(6):e55556. doi: 10.15252/embr.202255556
**Supplement:** Supplementary file 1 — Appendix

# Appendix

## **Changes in lipid metabolism driven by steroid signalling modulate proteostasis in *C. elegans***

Gómez-Escribano AP, Mora-Martínez C, Roca M, Walker DS, Panadero J, Sequedo MD, Saini R, Knölker HJ, Blanca J, Burguera J, Lahoz A, Cañizares J, Millán JM, Burton NO, Schafer WR, Vázquez-Manrique RP\*

### Appendix – Table of content

|                                                       |    |
|-------------------------------------------------------|----|
| • Isolation of the <i>unc-1(vlt10)</i> mutation ..... | 2  |
| • Appendix Figure S1.....                             | 4  |
| • Appendix Figure S2.....                             | 5  |
| • Appendix Figure S3.....                             | 6  |
| • Appendix Figure S4.....                             | 7  |
| • Appendix Figure S5.....                             | 8  |
| • Appendix Figure S6.....                             | 9  |
| • Appendix Figure S7.....                             | 10 |
| • Appendix Figure S8.....                             | 11 |
| • Appendix Figure S9.....                             | 12 |
| • Appendix Table S1.....                              | 13 |
| • Appendix Table S2.....                              | 13 |
| • Appendix Table S3.....                              | 14 |
| • Appendix Table S4.....                              | 15 |
| • Appendix Table S5.....                              | 19 |
| • Appendix References.....                            | 22 |

### Isolation of the *unc-1(vlt10)* mutation

We induced random mutagenesis using 47 mM EMS (methanesulfonic acid ethyl ester, Sigma, St. Louis, Missouri, USA) in L4 animals of the AM141 strain. We incubated worms for 4 h at 20°C on this solution. After washing them they were pipetted onto NGM plates, seeded with OP50, and allowed them to lay the F1. F1 animals were bleached when they reached adulthood, and we searched among the F2 for animals uncoordinated and with abnormal aggregation patterns. Once isolated animals with the right phenotype (i.e. with abnormal motility and altered polyQ aggregation), they were outcrossed 5 times against the wild type background (N2, Bristol), before high-throughput sequencing of their genomic DNA. The reads provided by the sequencing service (Centre Nacional d'Anàlisi Genòmica – Centre de Regulació Genòmica, Barcelona, Spain) were mapped against the *C. elegans* WS245 reference using the mem algorithm implemented by the BWA software (Li, 2011, 2013). BAQ qualities were calculated and applied to the BAM alignments by using samtools calmd (Li, 2011). The SNP calling process was carried out by Freebayes (Garrison & Marth, 2012) with a minimum mapping quality of 57, a base quality threshold of 20, a minimum coverage of 6 and a minimum SNP quality of 20. A filtering process was established to look for the SNPs whose allelic frequencies were likely to have been affected by the selection process. SNPs were filtered out if they had more than one allele in all families, or if the reference allele was not present in any family, or if there were more than three mutant alleles when all families were considered. For the SNPs that passed all the filters a selection index was calculated. It consisted in the difference between the frequency of the most frequent allele in the back-crossed population and the frequency of that same allele in parental population, thus the SNPs with the highest differences between both populations would have had the highest selection index. The predicted effect of each SNP was calculated by SnpEff (Cingolani *et al*, 2012).

To determine the molecular identity of this allele we sequenced the whole genome of this strain after six outcrossing steps and also the genome of the original strain (RVM10). EMS causes random lesions through the chromosomes and after outcrossing RVM10, most of these mutations would be lost during outcrossing, except the DNA changes that lie around the allele responsible for the aggregation phenotype. We took advantage of this, and when we compared both genomes

we observed a region with dense amount of mutations that “peaked” around the left arm of chromosome X (Appendix Figure S1A). Detailed analysis of this region showed that the *unc-1* gene, of RVM10, had a nonsense mutation in homozygosis that gives rise to premature stop codon, which would produce a putative null (Appendix Figure S1B). *unc-1* encodes a homologue of the Stomatin-like protein family from mammals (Lapatsina *et al*, 2012; Rajaram *et al*, 1998). The product of this gene has been shown to be involved in modulation of the electrical synapse (Chen *et al*, 2007) and sensitivity to anaesthetics (Rajaram *et al*, 1998). Null alleles of this gene are well-known to cause strong uncoordination (Chen *et al*, 2007), similar to *vlt10* mutant from our screen.

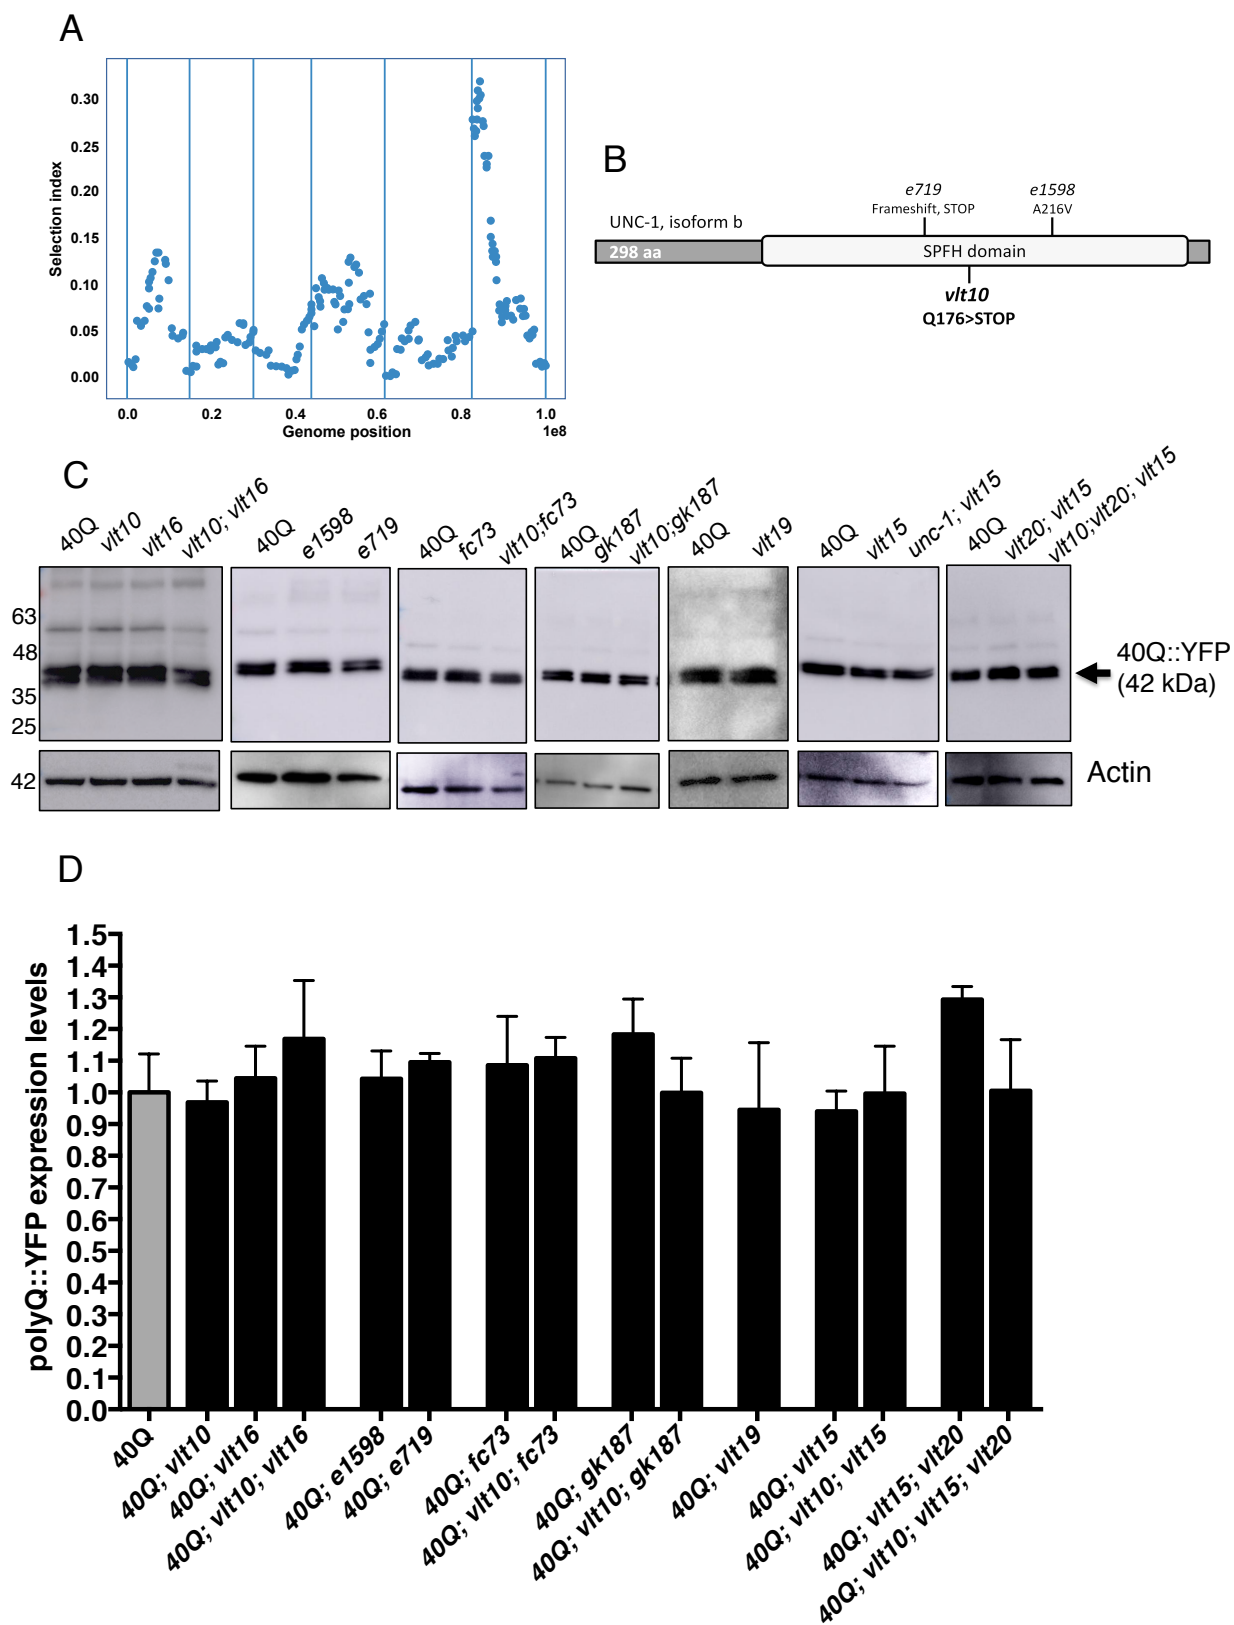

**Appendix Figure S1. *vlt10* allele produces a premature stop codon in *unc-1/Stoml3*, which enhances polyQ aggregation without altering *40Q::YFP* transgene expression.** (A) A map of SNPs used to determine the location of *vlt10* in the *C. elegans* genome. (B) Gene diagram showing the location in the SPFH domain of the premature stop codon (Q176 > STOP) produced by *vlt10* in *unc-1*, which likely produces a truncated UNC-1 and a putative loss of function protein. (C) Immunoblots showing the 40Q::YFP protein (42 kDa) in all genetic backgrounds. The double band identified by the anti-polyQ antibody most likely reflects proteolytic cleavage of 40Q::YFP. We used actin to normalize loading levels. (D) ImageJ quantification of 40Q::YFP protein levels in all genetic backgrounds, normalized to 40Q::YFP wild type (grey) to verify any changes according to transgene expression. All plotted data show the mean  $\pm$  standard error of the mean (SEM). We performed ANOVA test, with post-hoc Tukey test, which shows that there were not significant differences between samples. Three biological samples were evaluated for each strain.

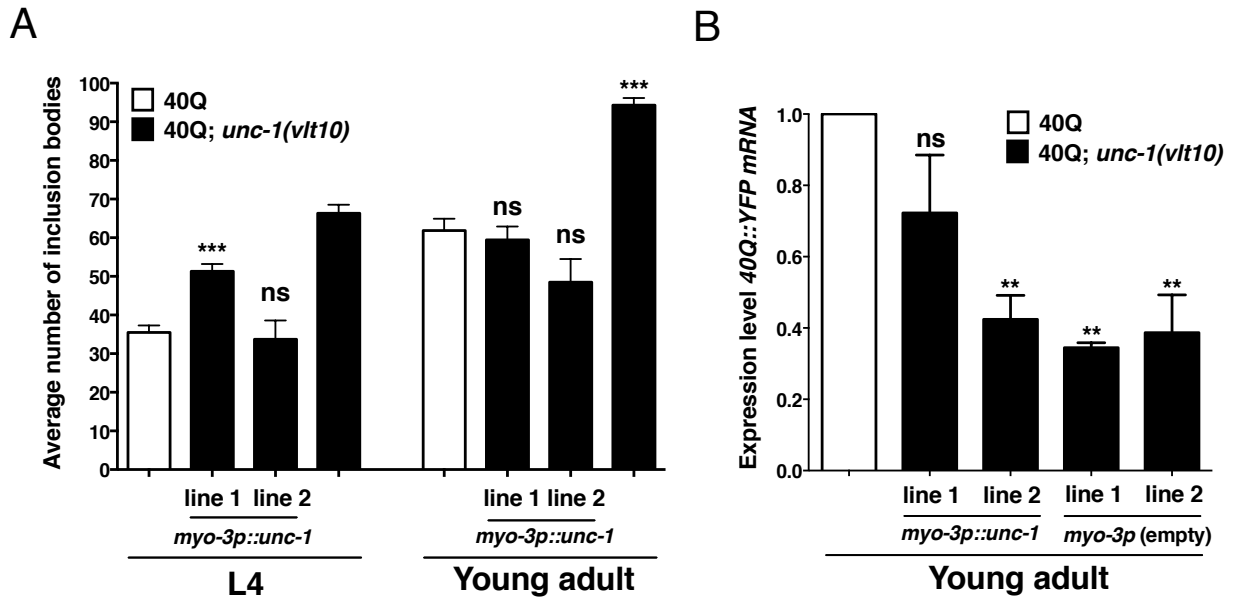

**Appendix Figure S2. Reintroduction of *unc-1* in muscle cells of *vlt10* mutants reduces *40Q::YFP* expression via a change in polyQ expression.** (A) The average number of polyQ inclusion bodies in muscle cells after introducing a construct containing the cDNA of *unc-1* under the control of the promoter of the *myo-3* gene in both transgenic stable lines (line 1 and line 2) expressing the *myo-3p::unc-1* (cDNA) transgene. (B) Relative expression levels of the *unc-54p::40Q::YFP* transgene in both transgenic stable lines (line 1 and line 2) expressing the *myo-3p::unc-1* (cDNA) or the *myo-3p* promoter-only control transgene.. Data information: The plotted data show mean  $\pm$  standard error of the mean (SEM). At least thirty animals were used and at least three independent experiments were performed per experiment and condition. \*\*\**P*

< 0.001; \*\* $P$  < 0.01; ns: not significant, as calculated using the one-way ANOVA with post-hoc Tukey test.

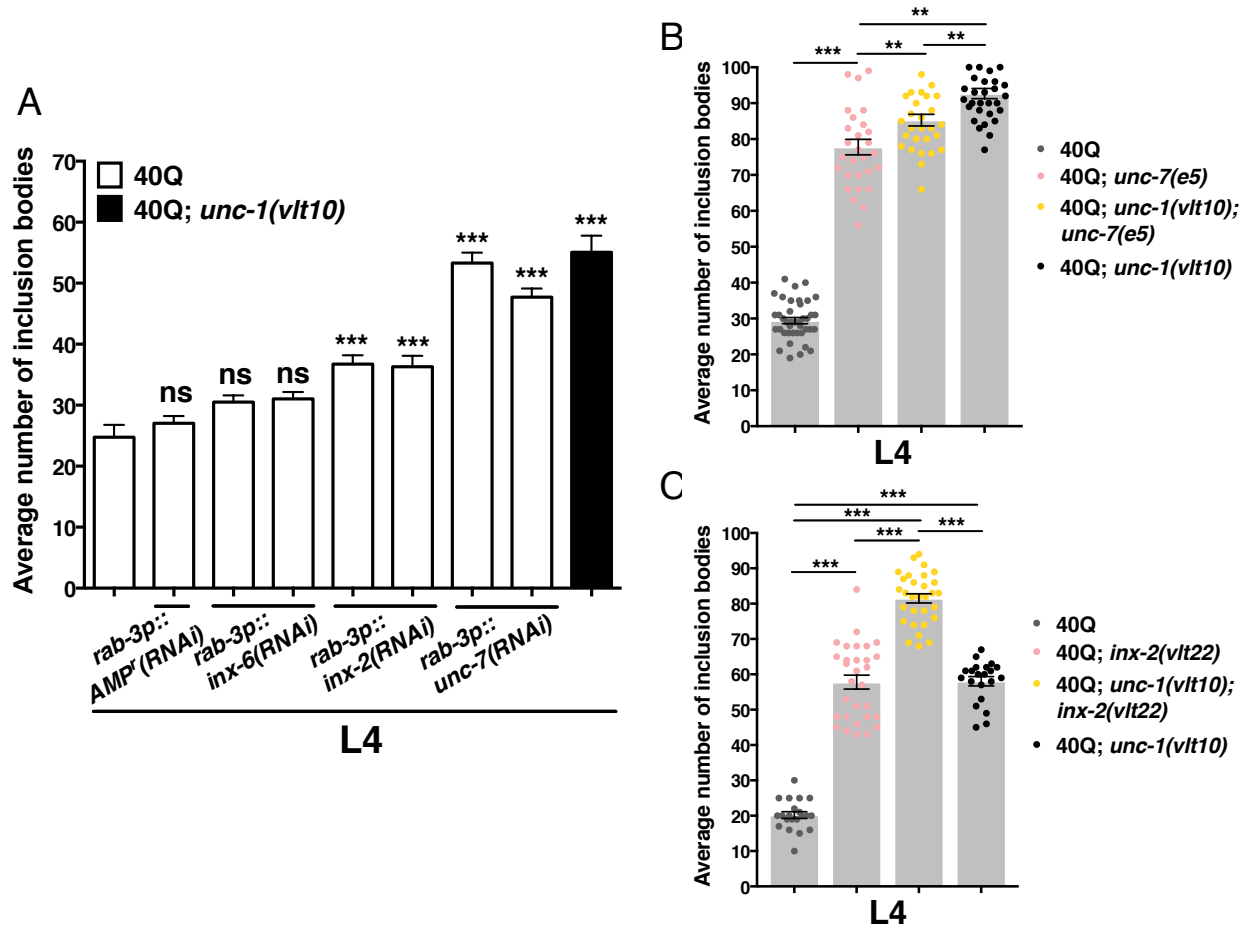

**Appendix Figure S3. Neuronal disruption of innexins INX-2 and UNC-7 enhances aggregation of polyQs in muscle cells.** (A) The average number of polyQ inclusion bodies after tissue-specific silencing of *inx-2*, *inx-6* and *unc-7* in neurons. (B) The average number of polyQ inclusion bodies in muscle cells for double mutant *unc-7(e5); unc-1(vlt10)* compared with the single mutants and wild type animals. (C) The average number of polyQ inclusion bodies for double mutant *unc-1(vlt10); inx-2(vlt22)* compared with the single mutants and wild type animals. Data information: The plotted data show mean  $\pm$  standard error of the mean (SEM). Thirty animals per condition and/or strain and per experiment were analysed. Each analysis has been reproduced at least three times. \*\*\* $P$  < 0.001; \*\* $P$  < 0.01; ns: not significant in reference to the wild type *40Q::YFP* strain (graph A), as calculated using the one-way ANOVA with post-hoc Tukey test.

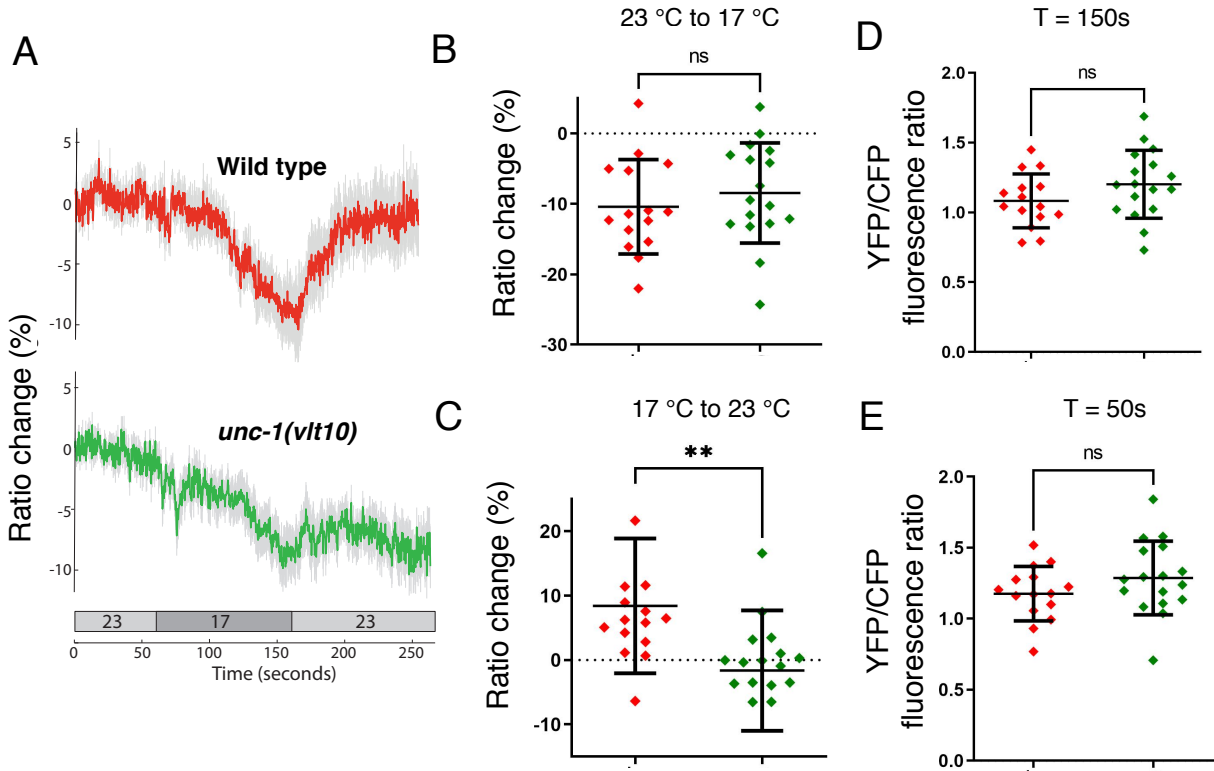

**Appendix Figure S4. Calcium imaging in ASJ of *unc-1* mutants.** (A–E) Calcium imaging in ASJ neurons with and without *unc-1(vlt10)* transgene in response to temperature shifts. (A) Mean traces of % YFP/CFP fluorescence ratio change. Grey trace indicates SEM, bar at the bottom indicates the perfusion temperature. (B) Scatter plot showing individual ratio changes in response to the temperature shift from 23°C to 17°C, made by comparing the mean YFP/CFP fluorescence ratio at T = 50s with T = 150s using a 20-frame window. (C) Scatter plot showing individual ratio changes in response to the temperature shift from 17°C to 23°C, made by comparing YFP/CFP fluorescence ratio at T = 150s with T = 50s. (D–E) Scatter plots showing the YFP/CFP fluorescence ratio at T = 150s (D) and T = 50s (E). Error bars show mean ± SEM. Data information: n = 15 (wild type), 17 (*unc-1(vlt10)*) animals, recorded over at least three days. \*\* P < 0.01, ns: not significant, as calculated using unpaired t-test.

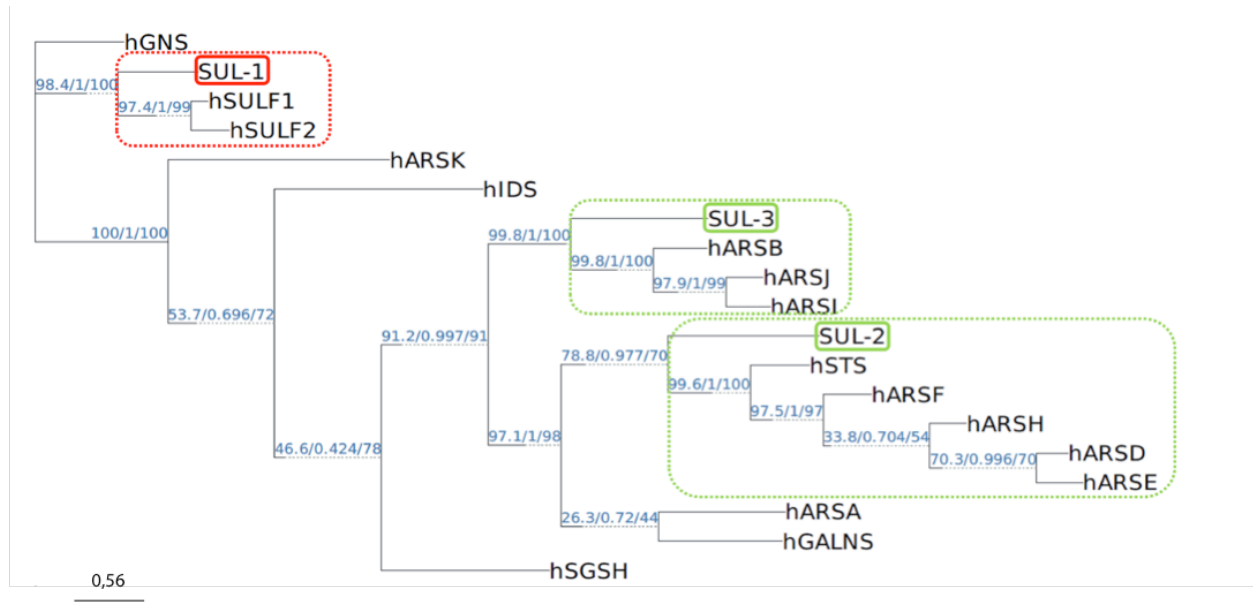

**Appendix Figure S5. Phylogenetic analysis of *C. elegans* and human sulfatases.** The diagram shows the phylogenetic tree of all *C. elegans* sulfatases (SUL-1, SUL-2 and SUL-3) obtained using the MUSCLE (Edgar, 2004) and IQ-TREE version 1.6.8 software (Chernomor *et al*, 2016; Li, 2013; Nguyen *et al*, 2015). The phylogenetic tree shows bootstrap values which provides confidence values for each node. This analysis suggests that SUL-2 and SUL-3 are closer to arylsulfatases, while SUL-1 is closer to hSULF1 and hSULF2.

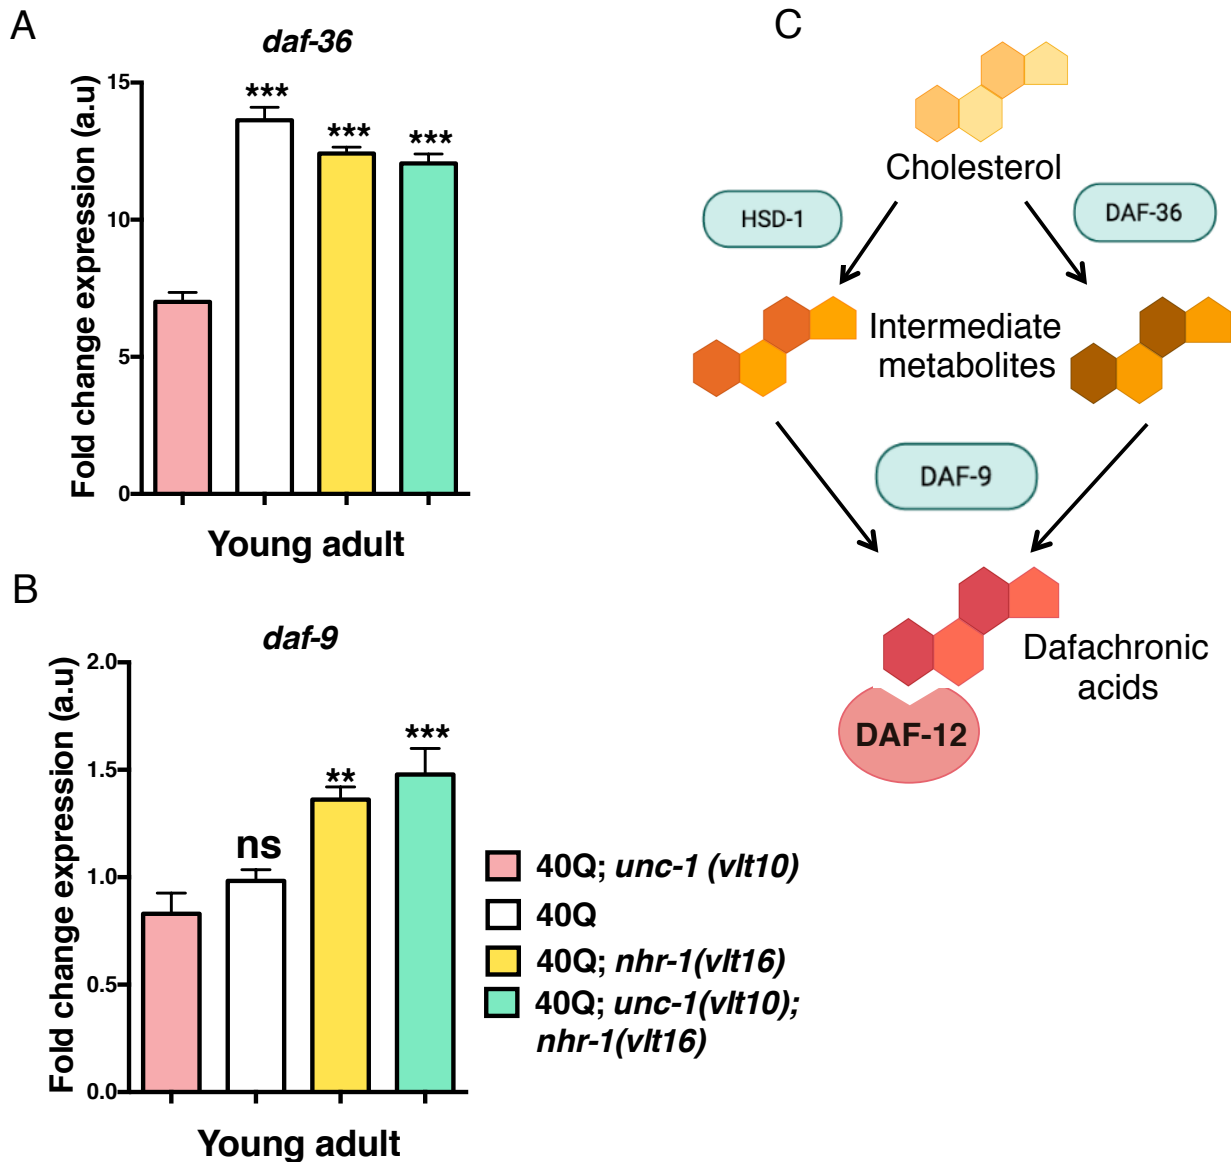

**Appendix Figure S6. NHR-1 regulates the expression of some genes related to DAF-12 signalling.** (A) Graph of the relative expression of *daf-36*, a gene that encodes an oxidoreductase enzyme involved in cholesterol processing, in *unc-1* and *nhr-1* single and double mutants compared to wild type worms. (B) Graph of the relative expression of *daf-9*, a cytochrome involved in dafachronic acids synthesis, in *unc-1* and *nhr-1* single and double mutants compared to wild type worms. (C) Diagram of parts of the synthesis pathway of dafachronic acids, placing the activity of the HSD-1, DAF-36 and DAF-9 enzymes. Data information: The plotted data show mean  $\pm$  standard error of the mean (SEM). Six biological replicates were analysed for each strain. \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ , as calculated using the one-way ANOVA with post-hoc Tukey test and compared to *unc-1* mutants

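The values behind Appendix Fig S6 are FPKM per library in the paper's source data, and they equal the deposited FPKM values of daf-36 within 3.63e-05. The source data also hold hsd-2, which the figure does not plot. Its level was 1.02 ± 0.210 FPKM in 40Q, 0.716 ± 0.128 FPKM in unc-1(vlt10), 1.01 ± 0.273 FPKM in nhr-1(vlt16) and 1.16 ± 0.144 FPKM in double mutants (SD, n = 6 libraries each). In counts, hsd-2 (WBGene00022498, chromosome X, 5005240 to 5007037) had a log2 fold change of -0.56 in unc-1(vlt10) against 40Q (standard error 0.185, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).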

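Counts gave the same directions for daf-9 as FPKM, at a low level. The gene was at 1.96 ± 0.252 CPM in 40Q, 1.58 ± 0.458 CPM in unc-1(vlt10), 2.65 ± 0.275 CPM in nhr-1(vlt16) and 2.85 ± 0.609 CPM in double mutants (SD, n = 6 libraries each). The log2 fold change against 40Q was -0.32 in unc-1(vlt10) (standard error 0.175, adjusted p = 0.137) and 0.44 in nhr-1(vlt16) (standard error 0.164, adjusted p = 0.0304, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of these changes reached 2-fold.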

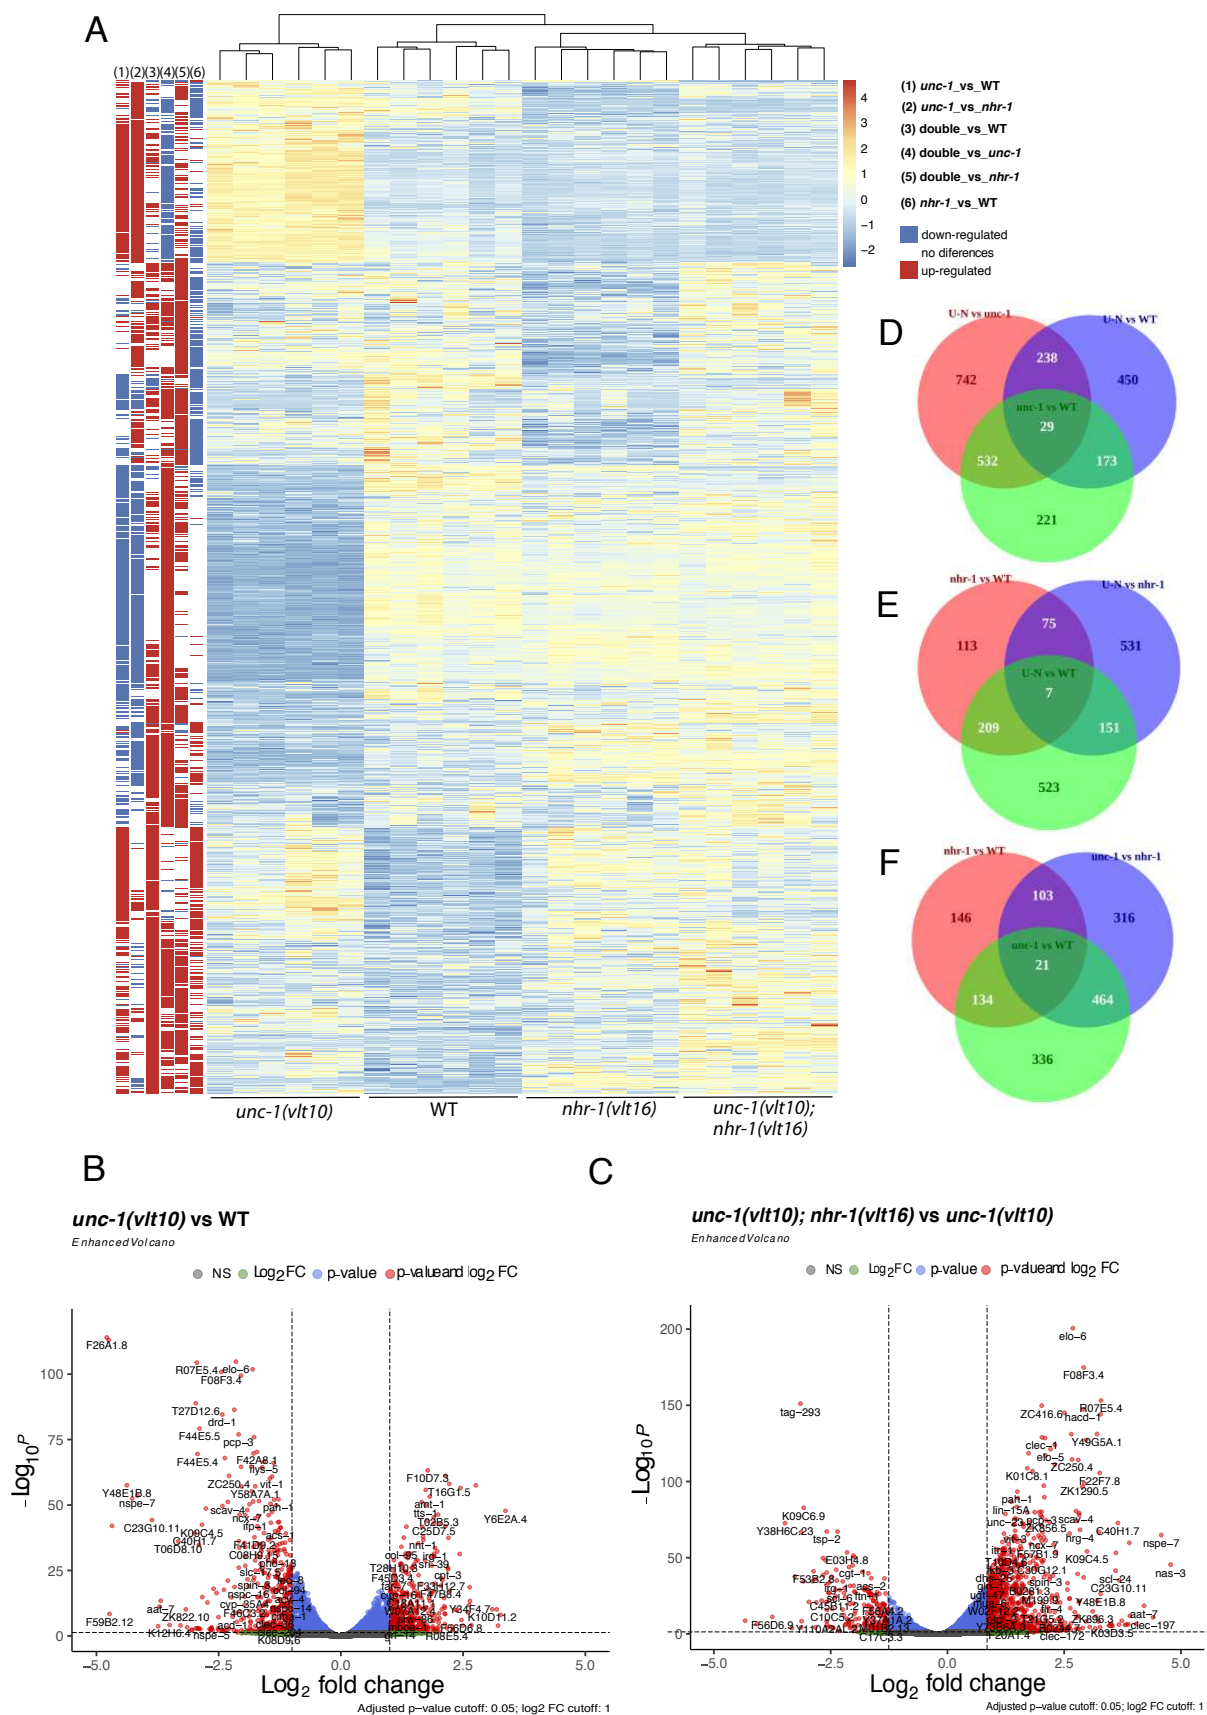

**Appendix Figure S7. Transcriptomic signature of *unc-1* and *nhr-1* mutants into a polyQ background.** (A) Heatmap showing DESeq2 normalized read counts of differentially expressed genes (corrected  $P < 0.05$  and fold change  $> 2$ , see Methods). Data were scaled and centred by gene. Heat map rows are based on Z-scores. The left side of the heatmap includes the statistically significant changes between genotypes [1: 40Q; *unc-1(vlt10)* vs 40Q; 2: 40Q; *unc-1(vlt10)* vs 40Q; *nhr-1(vlt16)*; 3: double mutant vs 40Q; 4: double mutant vs 40Q; *unc-1(vlt10)*; 5: double mutant vs 40Q; *nhr-1(vlt16)*; and 6: *nhr-1(vlt16)* vs 40Q]. (B–C) Volcano plots showing the log2 fold change versus the  $-\log_{10}$  of the DESeq2 corrected p-value for each pair of genotypes (40Q; *unc-1* vs 40Q and 40Q; *unc-1;nhr-1* vs 40Q; *unc-1*). (D–F) Venn diagrams showing the number of genes that are differentially expressed between genotypes. For example, graph D shows that there are 523 genes that are differentially expressed between double and 40Q; *unc-1* mutants and also between *unc-1* and 40Q, but not between double mutants and 40Q. This shows that these genes are rescued by the *vlt16* allele. In contrast, there are 173 differentially expressed genes that are specific to animals carrying the *vlt10* allele and that are not altered by *vlt16*.

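Between genotypes, the median Euclidean distance in log2 CPM to the libraries of 40Q was 74.1 for unc-1(vlt10), 59.4 for nhr-1(vlt16) and 55.7 for double mutants. The double mutants lay at a median distance of 73.1 from unc-1(vlt10) and of 49.3 from nhr-1(vlt16), so they were closer to nhr-1(vlt16) than to 40Q.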

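In the comparisons that do not involve 40Q, edgeR called 892 genes between double mutants and unc-1(vlt10) (534 higher and 358 lower in double mutants). Between double mutants and nhr-1(vlt16) it called 132 genes (100 higher and 32 lower), and between unc-1(vlt10) and nhr-1(vlt16) 865 genes (467 higher and 398 lower in unc-1(vlt10)). The genes called in both nhr-1(vlt16) and double mutants against 40Q numbered 174, and all 174 changed in the same direction in both.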

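Genes are named here by a rule on the size of the change, among genes with a mean log2 CPM of at least 1 and no overlap between the 6 and 6 libraries. Next to Y6E2A.4 and fipr-24, with log2 fold changes of 3.35 and 2.72, the genes most raised in unc-1(vlt10) against 40Q were F35E12.4 (WBGene00009428, 2.57) and ugt-18 (WBGene00013900, 2.41). The genes most reduced were nhx-6 (WBGene00003734), with 0.306 ± 0.147 CPM in unc-1(vlt10) and 12.9 ± 0.700 CPM in 40Q (SD, n = 6 libraries each), a log2 fold change of -5.38 (standard error 0.157, adjusted p = 2.05e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nas-3 (WBGene00003522, -5.10), nspe-1 (WBGene00012591, -4.93) and F26A1.8 (WBGene00017806, -4.88). In double mutants over unc-1(vlt10), the log2 fold changes of the 4 raised genes were -3.15 for Y6E2A.4, -2.65 for fipr-24, -3.08 for F35E12.4 and -1.40 for ugt-18. For the 4 reduced genes they were 2.18 for nhx-6, 4.75 for nas-3, 5.62 for nspe-1 and 2.99 for F26A1.8. Against 40Q, nhx-6, F26A1.8 and nas-3 were still lower in double mutants, at -3.20, -1.89 and -0.35, ugt-18 was still higher, at 1.02, and nspe-1 was higher, at 0.69 (adjusted p of at most 0.0238 by edgeR with Benjamini-Hochberg adjustment). For nspe-1, whose reads could be split with its copy nspe-2, the sum of both genes gave a log2 ratio of -4.84 in unc-1(vlt10) over 40Q. The adjusted p of all these changes in unc-1(vlt10) was at most 1.7e-12 by edgeR.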

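In the sets of Appendix Fig S7D, edgeR's calls gave 25 genes shared by all 3 comparisons and 98 genes shared only by the comparisons of double mutants with unc-1(vlt10) and with 40Q. A further 292 genes were called only between double mutants and unc-1(vlt10), 87 only between double mutants and 40Q, and 292 only between unc-1(vlt10) and 40Q. In the sets of Appendix Fig S7E, 168 genes were called in nhr-1(vlt16) and in double mutants against 40Q but not between these mutants, 29 were shared by both comparisons of double mutants alone, and 6 by all 3. In the sets of Appendix Fig S7F, 479 genes differed in unc-1(vlt10) from both 40Q and nhr-1(vlt16) but not between these, 126 were called in both single mutants against 40Q alone, and 22 in all 3.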

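Under the same definition, the calls in the authors' deposited tables give 532 genes, and 375 of them are among the 477 genes from edgeR's calls.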

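By the definition of the legend, 90 genes were called by edgeR in unc-1(vlt10) and in double mutants against 40Q but not between the double mutants and unc-1(vlt10). Of these, 64 were higher and 26 lower than in 40Q. Without a filter on low counts the number was 146, and with a filter of 1 CPM in 6 libraries it was 49. Of the 90 genes, 21 (23.3%) lie on the X chromosome, where both unc-1 and nhr-1 lie, compared with 14.3% of the other tested genes (two-sided Fisher's exact test, odds ratio 1.83, p = 0.0222).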

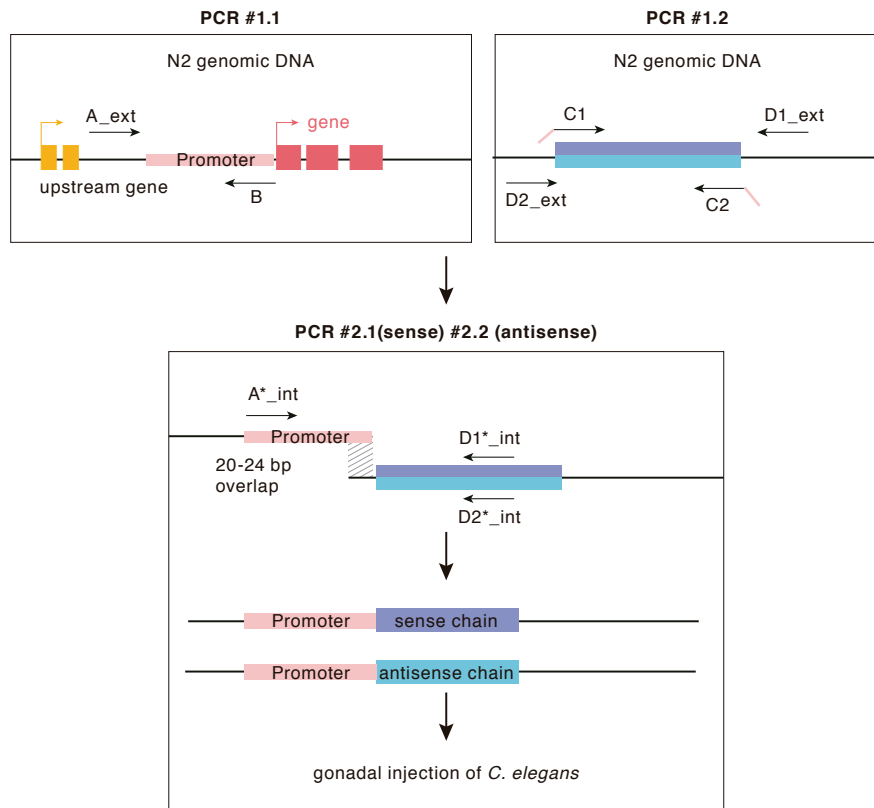

**Appendix Figure S8. Diagram showing the production of PCR-generated constructs to induce RNAi.** A promoter sequence for a gene fragment was assembled to promote tissue-specific RNAi via fusion PCR. External (ext) and internal (int) primers were used to amplify the promoter region (red), sense (purple) and antisense (blue) sequence from genomic DNA. The primers had 20 complementary nucleotides (red tail on primers) that allow fusion using nested primers.

**Appendix Figure S9. CRISPR strategies to modify gene expression.** (A) The *inx-2* gene was disrupted using two sgRNAs that cut all coding sequences of the gene. The *vlt22* allele obtained from this experiment represents a complete loss of the *inx-2* gene. (B) The *daf-12* gene was disrupted using a combination of two gRNAs that target exons 12 and 14. *vlt19* is a 500-bp deletion that affects the ligand-binding domain (LBD) in the C-terminal region of the DAF-12 protein. (C) Diagram to introduce the *vlt16* mutation in *nhr-1*, which emulates the allele *n6242* and the novel *vlt15* allele as a result of an abnormal homologous recombination containing duplicate insertions (yellow and blue shading). *vlt15* induces a frameshift (red pattern) that produces a change (C/T) and a premature TGA stop codon upstream. Both alleles, *vlt16* and *vlt15*, are putative nulls.

**Appendix Table S1. Modifier genes isolated in this work.**

| Gene           | Orthologue in mammals                               | Mutation                          | Type of modifier of polyQ aggregation |
|----------------|-----------------------------------------------------|-----------------------------------|---------------------------------------|
| <i>unc-1</i>   | Stomatin like protein 3                             | Putative null (nonsense mutation) | Enhancer                              |
| <i>tmem-24</i> | C2CD2                                               | Putative null (nonsense mutation) | Enhancer                              |
| <i>pqn-62</i>  | Prion-like protein (no orthologue known in mammals) | Putative null (nonsense mutation) | Enhancer                              |
| <i>sir-2.3</i> | SIRT4                                               | Putative null (nonsense mutation) | Suppressor                            |

**Appendix Table S2. Relative expression level of 40Q::YFP transgene.**

|       | 40Q | 40Q; <i>unc-1(vlt10)</i> +<br><i>myo-3p::unc-1(cDNA)</i><br>line 1 | 40Q; <i>unc-1(vlt10)</i> +<br><i>myo-3p::unc-1(cDNA)</i><br>line 2 | 40Q; <i>unc-1(vlt10)</i> +<br><i>myo-3p</i><br>line 1 | 40Q; <i>unc-1(vlt10)</i> +<br><i>myo-3p</i><br>line 2 |
|-------|-----|--------------------------------------------------------------------|--------------------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------|
| EXP_1 | 1   | 0.4                                                                | 0.521                                                              | 0.348                                                 | 0.553                                                 |

|       |   |       |       |       |       |
|-------|---|-------|-------|-------|-------|
| EXP_2 | 1 | 0.849 | 0.294 | 0.319 | 0.418 |
| EXP_3 | 1 | 0.919 | 0.457 | 0.367 | 0.189 |

**Table S3. Stomatin-like proteins and innexins are required to maintain protein homeostasis**

| Genotype            | Focis (%) <sup>1</sup> | P value <sup>2</sup> | Protein               | Function <sup>3</sup>                                                                                                  | Expression <sup>3</sup>                                   |
|---------------------|------------------------|----------------------|-----------------------|------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|
| <i>unc-1(vlt10)</i> | 171.7 ± 3.1            | ***                  | Stomatin-like protein | Locomotion<br>Sensitivity to volatile anaesthetics                                                                     | NS-WE <sup>4</sup>                                        |
| <i>unc-24(e138)</i> | 149.1 ± 3.8            | ***                  | Stomatin-like protein | Locomotion<br>Sensitivity to volatile anaesthetics                                                                     | NS-WE                                                     |
| <i>mec-2(e75)</i>   | 114.5 ± 5.2            | ns                   | Stomatin-like protein | Mechanosensation                                                                                                       | Mechanosensory neurons                                    |
| <i>unc-7(e5)</i>    | 178.7 ± 4.7            | ***                  | Innexin               | Locomotion<br>Sensitivity to volatile anaesthetics<br>Sensitivity to ivermectin                                        | NS <sup>4</sup><br>Glial cells<br>Mesoderm                |
| <i>unc-9(ec27)</i>  | 185.4 ± 2.7            | ***                  | Innexin               | Locomotion<br>Sensitivity to volatile anaesthetics<br>Sensitivity to ivermectin<br>Electrical coupling of muscle cells | NS-WE<br>Enteric muscles<br>RS <sup>4</sup><br>Hypodermis |

|                      |             |     |         |                                             |               |
|----------------------|-------------|-----|---------|---------------------------------------------|---------------|
|                      |             |     |         |                                             | Glial cells   |
|                      |             |     |         |                                             | Embryos       |
| <i>inx-2(vlt22)</i>  | 175.4 ± 4.3 | *** | Innexin | Role initial cellular proliferation stage   | NS-AVK neuron |
|                      |             |     |         |                                             | Pharynx       |
|                      |             |     |         |                                             | Intestine     |
|                      |             |     |         |                                             | Embryos       |
| <i>inx-7(ok2319)</i> | 98.7 ± 3.8  | ns  | Innexin | Unknown                                     | NS-WE         |
|                      |             |     |         |                                             | Pharynx       |
|                      |             |     |         |                                             | RS            |
|                      |             |     |         |                                             | Mesoderm      |
|                      |             |     |         |                                             | Embryos       |
| <i>inx-6(rr5)</i>    | 98.8 ± 4.1  | ns  | Innexin | Synchronized pharyngeal muscle contractions | Pharynx       |
|                      |             |     |         |                                             | Mesoderm      |
|                      |             |     |         |                                             | Embryos       |

<sup>1</sup> Average of inclusion bodies normalised with the background of wildtype siblings ±Standard Error of the Mean.

<sup>2</sup> ANOVA with post-hoc analysis of Tukey: \*\*\*p<0.001 referred to wild type; ns: no statistically significant.

<sup>3</sup> Function and expression according by the review of Altun et al., (Altun et al., 2009).

<sup>4</sup> NS-WE: nervous system-wide expression; NS: some neurons; RS: reproductive system.

**Appendix Table S4. *C. elegans* strains used in this work.**

| Strain <sup>1</sup> | Genotype                                                                                                    | Reference              |
|---------------------|-------------------------------------------------------------------------------------------------------------|------------------------|
| Bristol N2          | <i>Caenorhabditis elegans</i> wild type background                                                          | Brenner, 1974          |
| AM141               | <i>rmls133[unc-54p::40Q::YFP] X</i>                                                                         | Morley et al., 2002    |
| RVM10               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X</i>                                                         | This work              |
| CB719               | <i>unc-1(e719) X</i>                                                                                        | Park and Horvitz, 1986 |
| CB1598              | <i>unc-1(e1598) X</i>                                                                                       | Park and Horvitz, 1986 |
| RVM241              | <i>unc-1(vlt10) X</i>                                                                                       | This work              |
| RVM23               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(e719) X</i>                                                          | This work              |
| RVM20               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(e1598) X</i>                                                         | This work              |
| AM140               | <i>rmls132[unc-54p::35Q::YFP] X</i>                                                                         | Morley et al., 2002    |
| RVM21               | <i>rmls132[unc-54p::35Q::YFP]; unc-1(e1598) X</i>                                                           | This work              |
| RVM24               | <i>rmls132[unc-54p::35Q::YFP] X; unc-1(e719) X</i>                                                          | This work              |
| RVM26               | <i>rmls132[unc-54p::35Q::YFP] X; unc-1(vlt10) X</i>                                                         | This work              |
| NL5901              | <i>pkIs2386[unc-54p::α-synucleina::YFP + unc-119(+)] IV</i>                                                 | van Ham et al., 2008   |
| CL2006              | <i>dvIs2[pCL12(unc-54/Abeta human peptide 1-42 minigene)+pRF4]</i>                                          | Link, 1995             |
| RVM317              | <i>pkIs2386[unc-54p::α-synuclein::YFP + unc-119(+)] IV; unc-1(vlt10) X</i>                                  | This work              |
| RVM328              | <i>dvIs2[pCL12(unc-54/Abeta human peptide 1-42 minigene)+pRF4], unc-1(vlt10) X</i>                          | This work              |
| RVM47               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx47[myo-3p::unc-1(o/e); myo-2p::mCherry strain 1]</i>  | This work              |
| RVM155              | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx155[myo-3p::unc-1(o/e); myo-2p::mCherry strain 2]</i> | This work              |
| RVM158              | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx158[myo-3p(o/e); myo-2p::mCherry strain 1]</i>        | This work              |
| RVM159              | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx159[myo-3p(o/e); myo-2p::mCherry strain 2]</i>        | This work              |
| RVM44               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx44[rab-3p::unc-1(o/e); myo-2p::mCherry strain 1]</i>  | This work              |
| RVM48               | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx48[rab-3p::unc-1(o/e); myo-2p::mCherry strain 2]</i>  | This work              |
| RVM42               | <i>rmls133[unc-54p::40Q::YFP] X; vltEx42[rab-3p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 1]</i>      | This work              |
| RVM43               | <i>rmls133[unc-54p::40Q::YFP] X; vltEx43[rab-3p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 2]</i>      | This work              |
| RVM71               | <i>rmls133[unc-54p::40Q::YFP] X; vltEx71[rab-3p::unc-1(RNAi)]; myo-2p::mCherry strain 1]</i>                | This work              |
| RVM72               | <i>rmls133[unc-54p::40Q::YFP] X; vltEx72[rab-3p::unc-1(RNAi)]; myo-2p::mCherry strain 2]</i>                | This work              |
| RVM205              | <i>rmls133[unc-54p::40Q::YFP] X; vltEx205[rab-3p(o/e)]; myo-</i>                                            | This work              |

|        |                                                                                                                                       |                           |
|--------|---------------------------------------------------------------------------------------------------------------------------------------|---------------------------|
|        | <i>2p::mCherry strain 1]</i>                                                                                                          |                           |
| RVM206 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx206[rab-3p(o/e)]; myo-2p::mCherry strain 2]</i>                                                 | This work                 |
| RVM201 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx201[rab-3p::unc-1(o/e)]; myo-2p::mCherry strain 1]</i>                                          | This work                 |
| RVM221 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx221[rab-3p::unc-1(o/e)]; myo-2p::mCherry strain 2]</i>                                          | This work                 |
| RVM227 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx227[rab-3p::unc-1(n494)(o/e)]; myo-2p::mCherry strain 1]</i>                                    | This work                 |
| RVM230 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx230[rab-3p::unc-1(n494)(o/e)]; myo-2p::mCherry strain 2]</i>                                    | This work                 |
| RVM360 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx360[trx-1p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 1]</i>                               | This work                 |
| RVM361 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx361[trx-1p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 2]</i>                               | This work                 |
| RVM364 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx364[trx-1p::unc-1(RNAi)]; myo-2p::mCherry strain 1]</i>                                         | This work                 |
| RVM365 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx365[trx-1p::unc-1(RNAi)]; myo-2p::mCherry strain 2]</i>                                         | This work                 |
| RVM368 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx368[oig-1p::AMP<sup>r</sup>(RNAi); osm3p::AMP<sup>r</sup>(RNAi); myo-2p::mCherry strain 1]</i>  | This work                 |
| RVM369 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx369[oig-1p::AMP<sup>r</sup>(RNAi); osm-3p::AMP<sup>r</sup>(RNAi); myo-2p::mCherry strain 2]</i> | This work                 |
| RVM355 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx355[oig-1p::unc-1(RNAi); osm-3p::unc-1(RNAi); myo-2p::mCherry strain 1]</i>                     | This work                 |
| RVM356 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx356[oig-1p::unc-1(RNAi); osm-3p::unc-1(RNAi); myo-2p::mCherry strain 2]</i>                     | This work                 |
| RVM362 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx362[glr-1p::AMP<sup>r</sup>(RNAi); gpa-9p::AMP<sup>r</sup>(RNAi); myo-2p::mCherry strain 1]</i> | This work                 |
| RVM363 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx363[glr-1p::AMP<sup>r</sup>(RNAi); gpa-9p::AMP<sup>r</sup>(RNAi); myo-2p::mCherry strain 2]</i> | This work                 |
| RVM366 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx366[glr-1p::unc-1(RNAi); gpa-9p::unc-1(RNAi); myo-2p::mCherry strain 1]</i>                     | This work                 |
| RVM367 | <i>rmIs133[unc-54p::40Q::YFP] X; vltEx367[glr-1p::unc-1(RNAi); gpa-9p::unc-1(RNAi); myo-2p::mCherry strain 2]</i>                     | This work                 |
| RVM386 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1 (vlt10) X; vltEx386[oig-1p::unc-1(o/e); myo-2p::mCherry strain 1]</i>                          | This work                 |
| RVM387 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1 (vlt10) X; vltEx387[oig-1p::unc-1(o/e); myo-2p::mCherry strain 2]</i>                          | This work                 |
| RVM384 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1 (vlt10) X; vltEx384[osm-3p::unc-1(o/e); myo-2p::mCherry strain 1]</i>                          | This work                 |
| RVM385 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1 (vlt10) X; vltEx385[osm-3p::unc-1(o/e); myo-2p::mCherry strain 2]</i>                          | This work                 |
| AM101  | <i>rmIs110[F25B3.3-p::40Q::YFP]</i>                                                                                                   | Brignull et al., 2006     |
| RVM27  | <i>rmIs110[F25B3.3-p::40Q::YFP]; unc-1(vlt10) X</i>                                                                                   | This work                 |
| RVM445 | <i>rmIs110[F25B3.3-p::40Q::YFP]; unc-1(vlt10) X; vltEx445[osm-3p::unc-1(o/e); myo-2p::mCherry strain 1]</i>                           | This work                 |
| RVM446 | <i>rmIs110[F25B3.3-p::40Q::YFP]; unc-1(vlt10) X; vltEx445[osm-3p::unc-1(o/e); myo-2p::mCherry strain 2]</i>                           | This work                 |
| CB75   | <i>mec-2(e75) X</i>                                                                                                                   | Chalfie and Sulston, 1981 |

|        |                                                                                                                         |                                                               |
|--------|-------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------|
| CB138  | <i>unc-24(e138) IV</i>                                                                                                  | Brenner,<br>1974                                              |
| RVM208 | <i>rmls133[unc-54p::40Q::YFP] X; mec-2(e75) X</i>                                                                       | This work                                                     |
| RVM192 | <i>rmls133[unc-54p::40Q::YFP] X; unc-24(e138) IV</i>                                                                    | This work                                                     |
| CB5    | <i>unc-7(e5) X</i>                                                                                                      | Brenner,<br>1974                                              |
| FH85   | <i>unc-9(ec27) X</i>                                                                                                    | Sedensky<br>and<br>Meneely,<br>1987                           |
| MR127  | <i>inx-6(rr5) IV</i>                                                                                                    | Li et al.,<br>2003                                            |
| RB1792 | <i>inx-7(ok2319) IV</i>                                                                                                 | The C.<br>elegans<br>deletion<br>mutant<br>consortium<br>2012 |
| RVM209 | <i>rmls133[unc-54p::40Q::YFP] X; unc-7(e5) X</i>                                                                        | This work                                                     |
| RVM175 | <i>rmls133[unc-54p::40Q::YFP] X; unc-9(ec27) X</i>                                                                      | This work                                                     |
| RVM196 | <i>rmls133[unc-54p::40Q::YFP] X; inx-2(vlt22) X</i>                                                                     | This work                                                     |
| RVM197 | <i>rmls133[unc-54p::40Q::YFP] X; inx-6(rr5) IV</i>                                                                      | This work                                                     |
| RVM218 | <i>rmls133[unc-54p::40Q::YFP] X; inx-7(ok2319) IV</i>                                                                   | This work                                                     |
| RVM340 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx340[rab-3p::inx-6(RNAi)]; myo-2p::mCherry strain 1]</i>                           | This work                                                     |
| RVM341 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx341[rab-3p::inx-6(RNAi)]; myo-2p::mCherry strain 2]</i>                           | This work                                                     |
| RVM333 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx333[rab-3p::inx-2(RNAi)]; myo-2p::mCherry strain 1]</i>                           | This work                                                     |
| RVM342 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx342[rab-3p::inx-2(RNAi)]; myo-2p::mCherry strain 2]</i>                           | This work                                                     |
| RVM335 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx335[rab-3p::unc-7(RNAi)]; myo-2p::mCherry strain 1]</i>                           | This work                                                     |
| RVM337 | <i>rmls133[unc-54p::40Q::YFP] X; vltEx337[rab-3p::unc-7(RNAi)]; myo-2p::mCherry strain 2]</i>                           | This work                                                     |
| RVM346 | <i>rmls133[unc-54p::40Q::YFP] X; unc-7(e5) X</i>                                                                        | This work                                                     |
| RVM337 | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; unc-7(e5) X</i>                                                        | This work                                                     |
| RVM349 | <i>rmls133[unc-54p::40Q::YFP] X; inx-2(vlt22) X</i>                                                                     | This work                                                     |
| RVM348 | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; inx-2(vlt22) X</i>                                                     | This work                                                     |
| CW911  | <i>ssu-1(fc73) V; unc-1(e580) X; rol-6(su1006)</i>                                                                      | Carroll et al.,<br>2006                                       |
| RVM142 | <i>rmls133[unc-54p::40Q::YFP] X; ssu-1(fc73) V</i>                                                                      | This work                                                     |
| RVM143 | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(e580) X</i>                                                                      | This work                                                     |
| RVM144 | <i>rmls133[unc-54p::40Q::YFP] X; ssu-1(fc73) V; unc-1(e580) X</i>                                                       | This work                                                     |
| RVM188 | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx188[trx-1p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 1]</i> | This work                                                     |
| RVM189 | <i>rmls133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx189[trx-1p::AMP<sup>r</sup>(RNAi)]; myo-2p::mCherry strain 2]</i> | This work                                                     |

|        |                                                                                                                              |                                                |
|--------|------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|
| RVM176 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx176[trx-1p::ssu-1(RNAi)]; myo-2p::mCherry strain 1]</i>                | This work                                      |
| RVM232 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; vltEx232[trx-1p::ssu-1(RNAi)]; myo-2p::mCherry strain 2]</i>                | This work                                      |
| VC382  | <i>sul-2(gk187) V</i>                                                                                                        | The C. elegans deletion mutant consortium 2012 |
| RVM224 | <i>rmIs133[unc-54p::40Q::YFP] X; sul-2(gk187) V</i>                                                                          | This work                                      |
| RVM225 | <i>rmIs133[unc-54p::40Q::YFP] X; sul-2(gk187) V; unc-1(vlt10) X</i>                                                          | This work                                      |
| RVM320 | <i>rmIs133[unc-54p::40Q::YFP] X; daf-12(vlt19) X</i>                                                                         | This work                                      |
| AA292  | <i>daf-36(k114) V</i>                                                                                                        | Rottiers et al., 2006                          |
| RVM390 | <i>rmIs133[unc-54p::40Q::YFP] X; daf-36(k114) V; vltEx390[daf-36p::daf-36; myo-2p::mCherry]</i>                              | This work                                      |
| RVM288 | <i>rmIs133[unc-54p::40Q::YFP] X; nhr-1(vlt15) X</i>                                                                          | This work                                      |
| RVM289 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt15) X</i>                                                          | This work                                      |
| RVM293 | <i>rmIs133[unc-54p::40Q::YFP] X; nhr-1(vlt16) X</i>                                                                          | This work                                      |
| RVM294 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt16) X</i>                                                          | This work                                      |
| RVM290 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt15) X; vltEx290[unc-54p::nhr-1(o/e); myo-2p::mCherry strain 1]</i> | This work                                      |
| RVM291 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt15) X; vltEx291[unc-54p::nhr-1(o/e); myo-2p::mCherry strain 2]</i> | This work                                      |
| RVM449 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt15) X; vltEx290[rab-3p::nhr-1(o/e); myo-2p::mCherry strain 1]</i>  | This work                                      |
| RVM450 | <i>rmIs133[unc-54p::40Q::YFP] X; unc-1(vlt10) X; nhr-1(vlt15) X; vltEx290[rab-3p::nhr-1(o/e); myo-2p::mCherry strain 2]</i>  | This work                                      |
| SJ4005 | <i>zcls4[hsp-4::GFP] V</i>                                                                                                   | Calton et al., 2002                            |
| RVM373 | <i>zcls4[hsp-4::GFP] V; unc-1(vlt10) X</i>                                                                                   | This work                                      |
| RVM544 | <i>pkIs2386[unc-54p::α-synuclein::YFP + unc-119(+)] IV; nhr-1(vlt16) X</i>                                                   | This work                                      |
| RVM545 | <i>pkIs2386[unc-54p::α-synuclein::YFP + unc-119(+)] IV; unc-1(vlt10) X; nhr-1(vlt16) X</i>                                   | This work                                      |

<sup>1</sup>Strains are listed in order of appearance in the results.

**Appendix Table S5. Primers used in this work.**

| PCR product                                                                                   | Primer sequence (5' – 3')                                                                                                                                                                                                                                                                                       | Strategy                                         |
|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|
| <i>attB1::rab-3p</i><br><i>::attB5r</i>                                                       | Frw: <b>ggggacaagtttgatacaaaaagcaggct</b> atcttcagatgggagcagtgg                                                                                                                                                                                                                                                 | Gateway<br>MultiSite Pro                         |
|                                                                                               | Rev: <b>ggggacaacttttgatacaaaagttg</b> catctgaaaatagggtactgtagat                                                                                                                                                                                                                                                |                                                  |
| <i>attB5::unc-1</i><br><i>::attB2</i>                                                         | Frw: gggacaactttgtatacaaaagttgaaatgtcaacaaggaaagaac                                                                                                                                                                                                                                                             | Gateway<br>MultiSite Pro                         |
|                                                                                               | Rev: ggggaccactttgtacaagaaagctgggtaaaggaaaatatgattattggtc                                                                                                                                                                                                                                                       |                                                  |
| <i>unc-1(n494)</i>                                                                            | Frw: ctgatgaaagaactgaacat                                                                                                                                                                                                                                                                                       | Gateway<br>MultiSite Pro                         |
|                                                                                               | Rev: atgttcagttctttcatcaag                                                                                                                                                                                                                                                                                      |                                                  |
| <i>rab-3p</i>                                                                                 | A: M13F<br>B: catctgaaaatagggtactgtagat                                                                                                                                                                                                                                                                         | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>unc-1</i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:<br><i>rab-3p</i>           | C1: <b>atctacagtagccctat</b> <b>tttcagatg</b> atgtcaacaaggaaagaacagag<br>D1: M13R<br>C2: <b>atctacagtagccctat</b> <b>tttcagatg</b> ttattggtctttttcataaatgctcc<br>D2: M13F<br>A*: atcttcagatgggagcagtgg<br>D1*: aaggaaaatatgattattggtc<br>D2*: aaatgtcaacaaggaaagaac                                             | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>AMP<sup>r</sup></i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:<br><i>rab-3p</i> | C1: <b>atctacagtagccctat</b> <b>tttcagatg</b> gcacatcttacggatggcatgacag<br>D1: acagagttcttgaagtgggtggc<br>C2: <b>atctacagtagccctat</b> <b>tttcagatg</b> cgtttggtatggcttcattcagc<br>D2: gcttacagacaagctgtgaccg<br>A*: atcttcagatgggagcagtgg<br>D1*: cgtttggtatggcttcattcagc<br>D2*: gcacatcttacggatggcatgacag    | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>inx-2</i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:<br><i>rab-3p</i>           | C1: <b>atctacagtagccctat</b> <b>tttcagatg</b> gttaccactgtccttctttccaag<br>D1: gtcaaggaaatgttcagaagaacc<br>C2: <b>atctacagtagccctat</b> <b>tttcagatg</b> gttcaaggaaatgttcagaagaacc<br>D2: gtaccactgtccttctttccaag<br>A*: atcttcagatgggagcagtgg<br>D1*: atttgcaaatgcaattgacaa<br>D2*: ctgccatgtttgtgctccctta      | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>inx-6</i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:<br><i>rab-3p</i>           | C1: <b>atctacagtagccctat</b> <b>tttcagatg</b> gttcaactttgtgaaccagtact<br>D1: aatgtatacagatggacgtcct<br>C2: <b>atctacagtagccctat</b> <b>tttcagatg</b> aatgtatacagatggacgtcct<br>D2: gtcaactttgtgaaccagtact<br>A*: atcttcagatgggagcagtgg<br>D1*: tcgaaagctgctagccgagtttg<br>D2*: tgttcactcgaccagcaactagc          | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-7</i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:<br><i>rab-3p</i>           | C1: <b>atctacagtagccctat</b> <b>tttcagatg</b> ctttgagcactcaaagaaaaactct<br>D1: tcagtctatcgcccttgaccgtgt<br>C2: <b>atctacagtagccctat</b> <b>tttcagatg</b> tcagtctatcgcccttgaccgtgt<br>D2: ctttgagcactcaaagaaaaactct<br>A*: atcttcagatgggagcagtgg<br>D1*: tccgcatccaaaattgcgtcgg<br>D2*: actataattcaaaagcaacctaag | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>trx-1p</i>                                                                                 | A: aaccaattgagttggcacttcg<br>B: aaccttggtgagagacatgatg                                                                                                                                                                                                                                                          | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>ssu-1</i><br><i>_sense/antise</i><br><i>nse</i><br>overlapping:                            | C1: <b>catcatgtctctaccaag</b> <b>gtt</b> ccagagctctgtgtgcaatcgc<br>D1: catgtttcgcgtattttctgc<br>C2: <b>catcatgtctctaccaag</b> <b>gtt</b> ccttatacacagcattttcc<br>D2: cgtggcgggacccaaaatctc                                                                                                                      | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |

|                                                                                 |                                                                                                                                                                                                                                                                               |                                                  |
|---------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|
| <i>trx-1p</i>                                                                   | A*: agaatggatacctgatcatt<br>D1*: ccttatacacagcattttcc<br>D2*: ccagagctctgtgtgcaatcgc                                                                                                                                                                                          |                                                  |
| <i>AMP<sup>r</sup></i><br>_sense/antise<br>nse<br>overlapping:<br><i>trx-1p</i> | C1: <b>catcatgtctctaccaaggtt</b> gcatcttacggatggcatgacag<br>D1: acagagttcttgaagtgggtggc<br>C2: <b>catcatgtctctaccaaggtt</b> cgtttggtatggcttcattcagc<br>D2: gcttacagacaagctgtgaccg<br>A*: agaatggatacctgatcatt<br>D1*: cgtttggtatggcttcattcagc<br>D2*: gcatcttacggatggcatgacag | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-1</i><br>_sense/antise<br>nse<br>overlapping:<br><i>trx-1p</i>           | C1: <b>catcatgtctctaccaaggtt</b> atgtcaacaaggaaagaacagag<br>D1: M13R<br>C2: <b>catcatgtctctaccaaggtt</b> tattggtctttttcataaatgctcc<br>D2: M13F<br>A*: agaatggatacctgatcatt<br>D1*: aaggaaaatattgatttgggtc<br>D2*: aaatgtcaacaaggaaagaac                                       | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>oig-1p</i>                                                                   | A: agagcaagcagtcagtgaaaatgt<br>B: agtcgaacgttttgagaattatg                                                                                                                                                                                                                     | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>osm-3p</i>                                                                   | A: gcttaaatccggctaaaattca<br>B: tccgacgcatagctggaaattttg                                                                                                                                                                                                                      | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>glr-1p</i>                                                                   | A: aacaagaaagtcgtagttgttac<br>B: tgtgaatgtgtcagattgggtgcc                                                                                                                                                                                                                     | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>gpa-9p</i>                                                                   | A: gatgggtccggaaaacatcatcg<br>B: cccattgcatatttcattaaac                                                                                                                                                                                                                       | Tissue-specific<br>RNAi PCR #1.1                 |
| <i>unc-1</i><br>_sense<br>overlapping:<br><i>oig-1p</i>                         | C1: <b>cataattctgcaaaacgttcgact</b> atgtcaacaaggaaagaacagag<br>D1: M13R<br>A*: aacatgttttgagcatatttcgcg<br>D1*: aaggaaaatattgatttgggtc                                                                                                                                        | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-1</i><br>_antisense<br>overlapping:<br><i>osm-3p</i>                     | C2: <b>caaaatttcagctatgcgtcggat</b> tattggtctttttcataaatgctcc<br>D2: M13F<br>A*: aattaaattgcctgaaaatccg<br>D2*: aaatgtcaacaaggaaagaac                                                                                                                                         | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-1</i><br>_sense<br>overlapping:<br><i>glr-1p</i>                         | C1: <b>ggcacccaatctgacacattcaca</b> atgtcaacaaggaaagaacagag<br>D1: M13R<br>A*: aataattataagagacgtgtag<br>D1*: aaggaaaatattgatttgggtc                                                                                                                                          | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-1</i><br>_antisense<br>overlapping:<br><i>gpa-9p</i>                     | C2: <b>gtttaatgaaatgcaatgggtt</b> attggtctttttcataaatgctcc<br>D2: M13F<br>A*: accgaatcaaaatattctgaat<br>D2*: aaatgtcaacaaggaaagaac                                                                                                                                            | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>AMP<sup>r</sup></i><br>_sense<br>overlapping:<br><i>oig-1p</i>               | C1: <b>cataattctgcaaaacgttcgact</b> gcatcttacggatggcatgacag<br>D1: acagagttcttgaagtgggtggc<br>A*: aacatgttttgagcatatttcgcg<br>D1*: cgtttggtatggcttcattcagc                                                                                                                    | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>AMP<sup>r</sup></i><br>_antisense<br>overlapping:<br><i>osm-3p</i>           | C2: <b>caaaatttcagctatgcgtcggac</b> gtttggtatggcttcattcagc<br>D2: gcttacagacaagctgtgaccg<br>A*: aattaaattgcctgaaaatccg<br>D2*: gcatcttacggatggcatgacag                                                                                                                        | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1 |
| <i>AMP<sup>r</sup></i><br>_sense<br>overlapping:                                | C1: <b>ggcacccaatctgacacattcacag</b> catcttacggatggcatgacag<br>D1: acagagttcttgaagtgggtggc<br>A*: aataattataagagacgtgtag                                                                                                                                                      | Tissue-specific<br>RNAi<br>PCR #1.2              |

|                                                                          |                                                                                                                                                            |                                                    |
|--------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------|
| <i>glr-1p</i>                                                            | D1*: cgtttggtatggcttcattcagc                                                                                                                               | *PCR #2.1                                          |
| <i>AMP<sup>r</sup></i><br>_antisense<br>overlapping:<br><i>gpa-9p</i>    | C2: <b>gtttaatgaaat</b> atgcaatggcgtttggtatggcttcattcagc<br>D2: gcttacagacaagctgtgaccg<br>A*: accgaatcaaaatatctgaat<br>D2*: gcatcttacggatggcatgacag        | Tissue-specific<br>RNAi<br>PCR #1.2<br>*PCR #2.1   |
| <i>unc-1(cDNA)</i><br>:: <i>unc-54t</i><br>overlapping:<br><i>oig-1p</i> | C1: <b>cataattctgcaaaacgttcgact</b> atgtcaaacaaggaaagaacagag<br>D1: aaacagttatgtttggtatattg<br>A*: aacatgttttgagcatatttcgcg<br>D1*: aatgtattctgtcatttaaggc | Tissue-specific<br>Rescue<br>PCR #1.2<br>*PCR #2.1 |
| <i>unc-1(cDNA)</i><br>:: <i>unc-54t</i><br>overlapping:<br><i>osm-3p</i> | C1: <b>caaaatttcagctatgcgtcgg</b> aatgtcaaacaaggaaagaacagag<br>D1: aaacagttatgtttggtatattg<br>A*: aattaaattgcctgaaaatccg<br>D1*: aatgtattctgtcatttaaggc    | Tissue-specific<br>Rescue<br>PCR #1.2<br>*PCR #2.1 |
| <i>sul-1</i>                                                             | Frw: ttcagctctggaatgctactac<br>Rev: tctttttgtacttcaagtagtgc                                                                                                | Feeding RNAi                                       |
| <i>sul-2</i>                                                             | Frw: gctcacctagcagagctggattc<br>Rev: gtctctcgttgatcttgtgcc                                                                                                 | Feeding RNAi                                       |
| <i>sul-3</i>                                                             | Frw: ttacatacaccacccctccggc<br>Rev: ttgaagtaacccgtttgtgtcc                                                                                                 | Feeding RNAi                                       |
| <i>elo-2</i>                                                             | Frw: tcatgcactggtatcatcatgcc<br>Rev: gcgcaaccaggaacagaatcag                                                                                                | Feeding RNAi                                       |
| <i>fat-6</i>                                                             | Frw: cgtaagcatccacaagttaagg<br>Rev: ggtaattgaggaatcgtatggc                                                                                                 | Feeding RNAi                                       |
| <i>skn-1</i>                                                             | Frw: gatcgcgagagttgtccactgg<br>Rev: ggctttaataaggtttcgaccgag                                                                                               | Feeding RNAi                                       |

## Appendix References

- Altun ZF, Chen B, Wang Z-W & Hall DH (2009) High resolution map of *Caenorhabditis elegans* gap junction proteins. *Dev Dyn* 238: 1936–1950
- Brenner S (1974) The genetics of *Caenorhabditis elegans*. *Genetics* 77: 71–94
- Brignull HR, Moore FE, Tang SJ & Morimoto RI (2006) Polyglutamine Proteins at the Pathogenic Threshold Display Neuron-Specific Aggregation in a Pan-Neuronal *Caenorhabditis elegans* Model. *Journal of Neuroscience* 26: 7597–7606
- Calfon M, Zeng H, Urano F, Till JH, Hubbard SR, Harding HP, Clark SG & Ron D (2002) IRE1 couples endoplasmic reticulum load to secretory capacity by processing the XBP-1 mRNA. *Nature* 415: 92–96
- Carroll BT, Dubyak GR, Sedensky MM & Morgan PG (2006) Sulfated Signal from ASJ Sensory Neurons Modulates Stomatin-dependent Coordination in *Caenorhabditis elegans*. *J Biol Chem* 281: 35989–35996
- Chalfie M & Sulston J (1981) Developmental genetics of the mechanosensory neurons of *Caenorhabditis elegans*. *Developmental Biology* 82: 358–370
- Chernomor O, von Haeseler A & Minh BQ (2016) Terrace Aware Data Structure for Phylogenomic Inference from Supermatrices. *Syst Biol* 65: 997–1008
- Cingolani P, Platts A, Wang LL, Coon M, Nguyen T, Wang L, Land SJ, Lu X & Ruden DM (2012) A program for annotating and predicting the effects of single nucleotide polymorphisms, SnpEff: SNPs in the genome of *Drosophila melanogaster* strain w1118; iso-2; iso-3. *Fly (Austin)* 6: 80–92
- Garrison E & Marth G (2012) Haplotype-based variant detection from short-read sequencing. *arXiv:12073907 [q-bio]*
- van Ham TJ, Thijssen KL, Breitling R, Hofstra RMW, Plasterk RHA & Nollen EAA (2008) C. elegans Model Identifies Genetic Modifiers of  $\alpha$ -Synuclein Inclusion Formation During Aging. *PLoS Genet* 4: e1000027
- Lapatsina L, Brand J, Poole K, Daumke O & Lewin GR (2012) Stomatin-domain proteins. *European Journal of Cell Biology* 91: 240–245
- Li H (2011) Improving SNP discovery by base alignment quality. *Bioinformatics* 27: 1157–1158
- Li H (2013) Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. *arXiv:13033997 [q-bio]*
- Li S, Dent JA & Roy R (2003) Regulation of Intermuscular Electrical Coupling by the *Caenorhabditis elegans* Innexin *inx-6*. *MBoC* 14: 2630–2644
- Link CD (1995) Expression of human beta-amyloid peptide in transgenic *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences* 92: 9368–9372
- Morley JF, Brignull HR, Weyers JJ & Morimoto RI (2002) The threshold for polyglutamine-expansion protein aggregation and cellular toxicity is dynamic and influenced by aging in *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences* 99: 10417–10422
- Nguyen L-T, Schmidt HA, von Haeseler A & Minh BQ (2015) IQ-TREE: A Fast and Effective Stochastic Algorithm for Estimating Maximum-Likelihood Phylogenies. *Molecular Biology and Evolution* 32: 268–274
- Park EC & Horvitz HR (1986) Mutations with dominant effects on the behavior and morphology of the nematode *Caenorhabditis elegans*. *Genetics* 113: 821–852
- Rajaram S, Sedensky MM & Morgan PG (1998) *unc-1*: A stomatin homologue controls sensitivity to volatile anesthetics in *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences* 95:

8761–8766

Rottiers V, Motola DL, Gerisch B, Cummins CL, Nishiwaki K, Mangelsdorf DJ & Antebi A (2006) Hormonal Control of *C. elegans* Dauer Formation and Life Span by a Rieske-like Oxygenase. *Developmental Cell* 10: 473–482

Sedensky M & Meneely P (1987) Genetic analysis of halothane sensitivity in *Caenorhabditis elegans*. *Science* 236: 952–954

The *C. elegans* Deletion Mutant Consortium (2012) Large-Scale Screening for Targeted Knockouts in the *Caenorhabditis elegans* Genome. *G3* 2: 1415–1425

# Supplementary material for: Changes in lipid metabolism driven by steroid signalling modulate proteostasis in C. elegans
**Source:** EMBO Rep. 2023 Apr 27;24(6):e55556. doi: 10.15252/embr.202255556
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

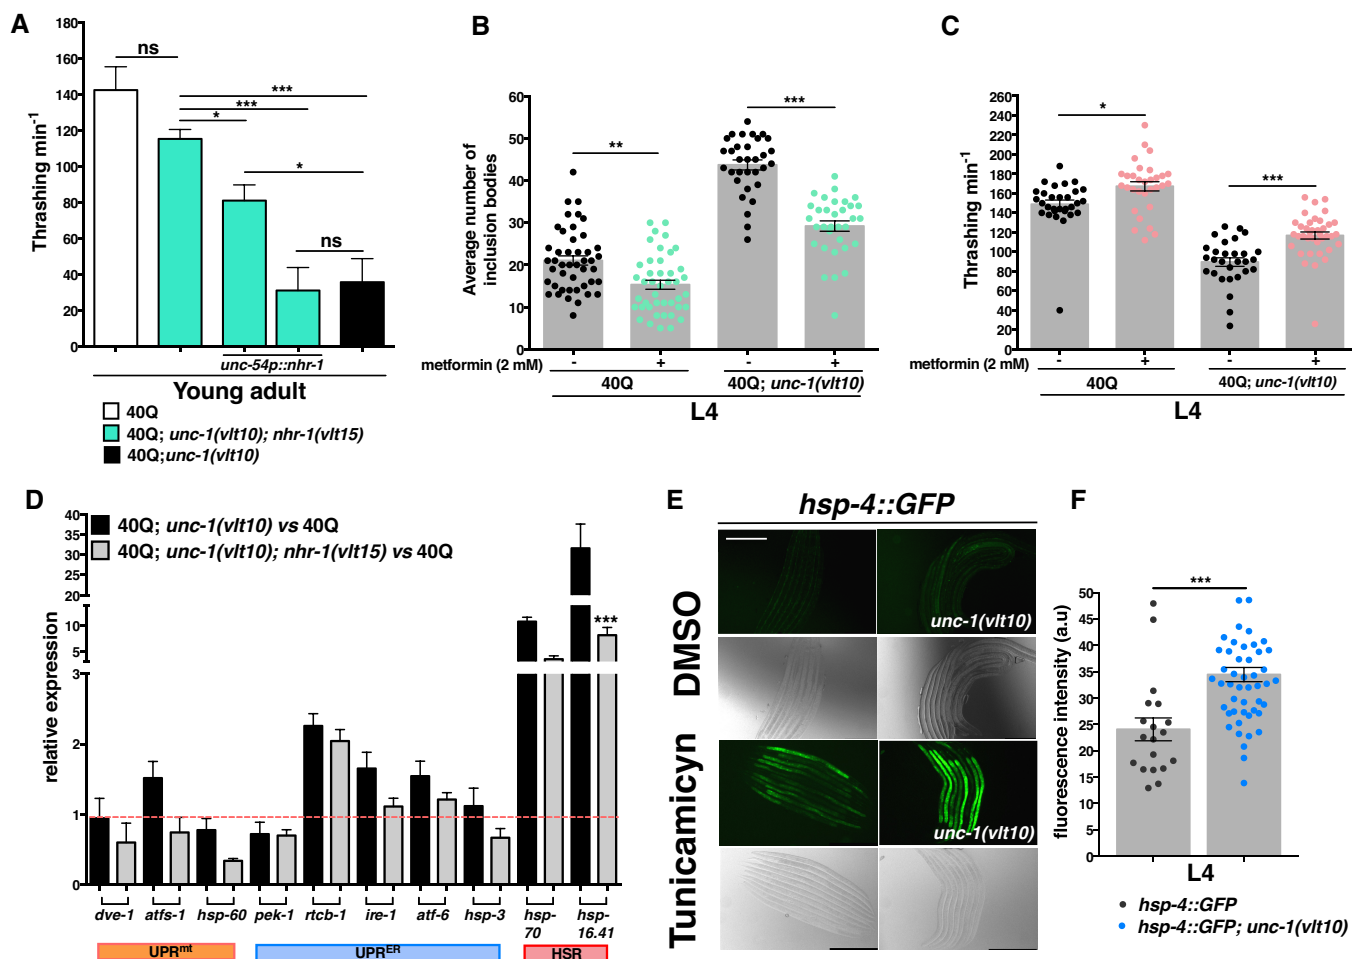

**Figure EV1. Ablating *nhr-1* improves movement and health span and reduces *unc-1(vlt10)*-associated stress.**

- A Motility measurement after the muscle-specific restoration of NHR-1 in *unc-1(vlt10); nhr-1(vlt16)* young adults compared to non-rescued double mutants.
- B, C The effects of metformin treatment in *unc-1* mutants as measured by the average number of polyQ inclusion bodies in muscle cells (B) and motility (C).
- D The average expression levels of several genes related to the UPR in the endoplasmic reticulum, cytosol and mitochondria in 40Q; *unc-1(vlt10)* and 40Q; *unc-1(vlt10); nhr-1(vlt15)* mutants as compared to 40Q (discontinuous red line).
- E Representative images from wild type and *unc-1(vlt10)* animals expressing the *hsp-4::GFP* transgene, which induces stress in the endoplasmic reticulum. The expression of this transgene is activated by a mild treatment with tunicamycin (1  $\mu\text{g}/\text{ml}$ ). scale bar: 250  $\mu\text{m}$ .
- F Measured fluorescence intensity of the animals imaged in (E).

Data information: All plotted data show the mean  $\pm$  standard error of the mean (SEM). At least 15 worms were analysed for thrashing assay and more than 30 animals were analysed for scoring inclusion bodies. UPR-stress gene expression was evaluated from three biological replicates and ER-stress reporter intensity was measured in more than 40 worms. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; ns: not significant, as calculated using the one-way ANOVA with *post-hoc* Tukey test (graphs A–D) and the Mann–Whitney U-test (graph F).

Source data are available online for this figure.

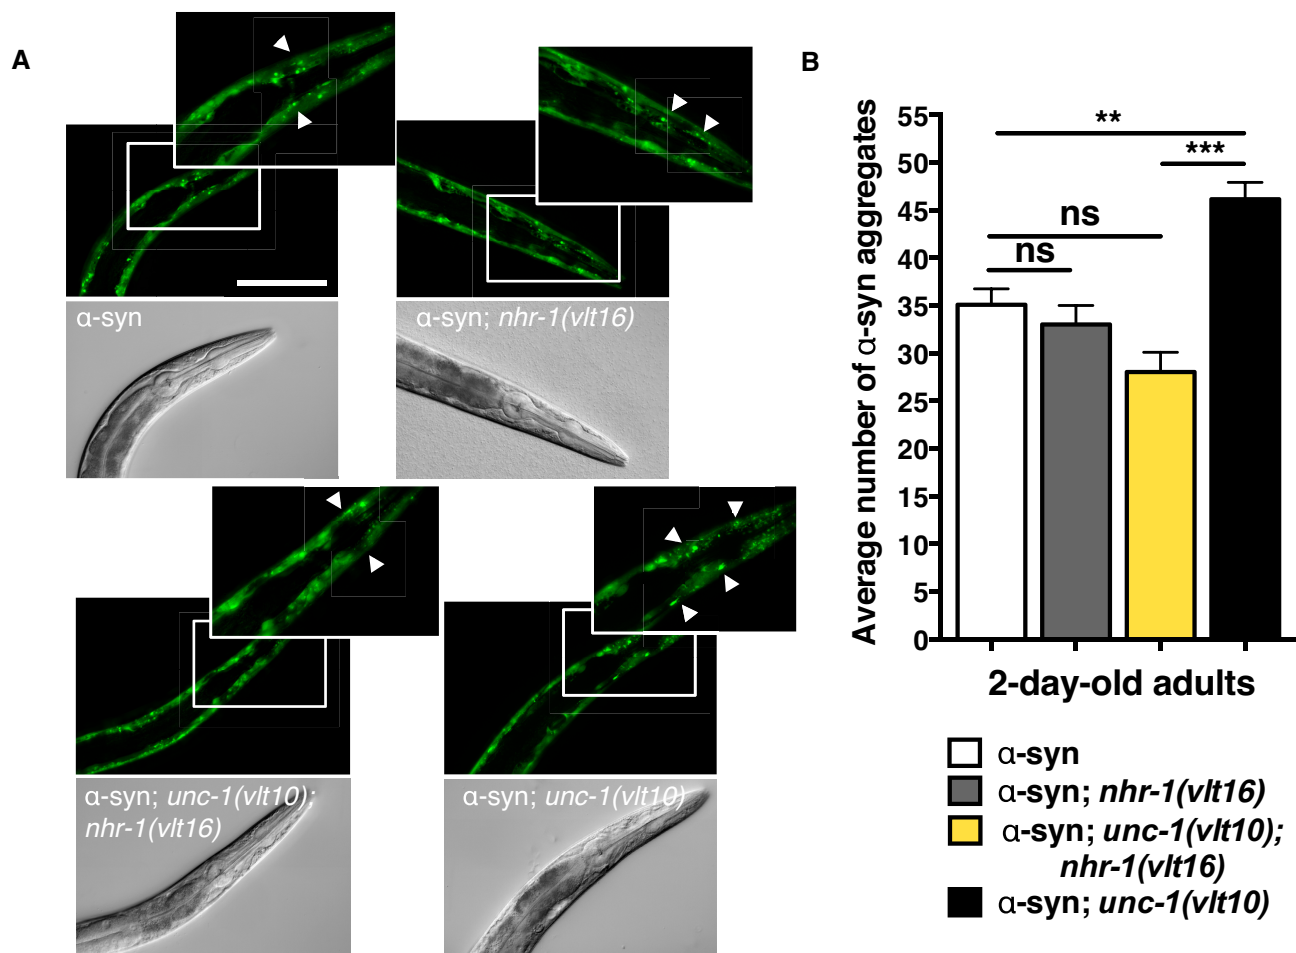

**Figure EV2. NHR-1 modulates  $\alpha$ -synuclein aggregation.**

A Representative images of muscle pharyngeal cells of mutants containing *vlt10* and *vlt16* alleles in a  $\alpha$ -synuclein background. Magnified insets show the two pharyngeal bulbs from which the  $\alpha$ -synuclein aggregates (white arrows) were measured. Scale bar: 100  $\mu$ m.

B The mean number of  $\alpha$ -synuclein aggregates in *unc-1* animals bearing *nhr-1* loss of function alleles *vlt15* and *vlt16*.

Data information: The plotted data show the mean  $\pm$  standard error of the mean (SEM). At least 30 animals were analysed in a three independent experiments.

\*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; ns: not significant, as calculated using the one-way ANOVA with *post-hoc* Tukey test.

Source data are available online for this figure.

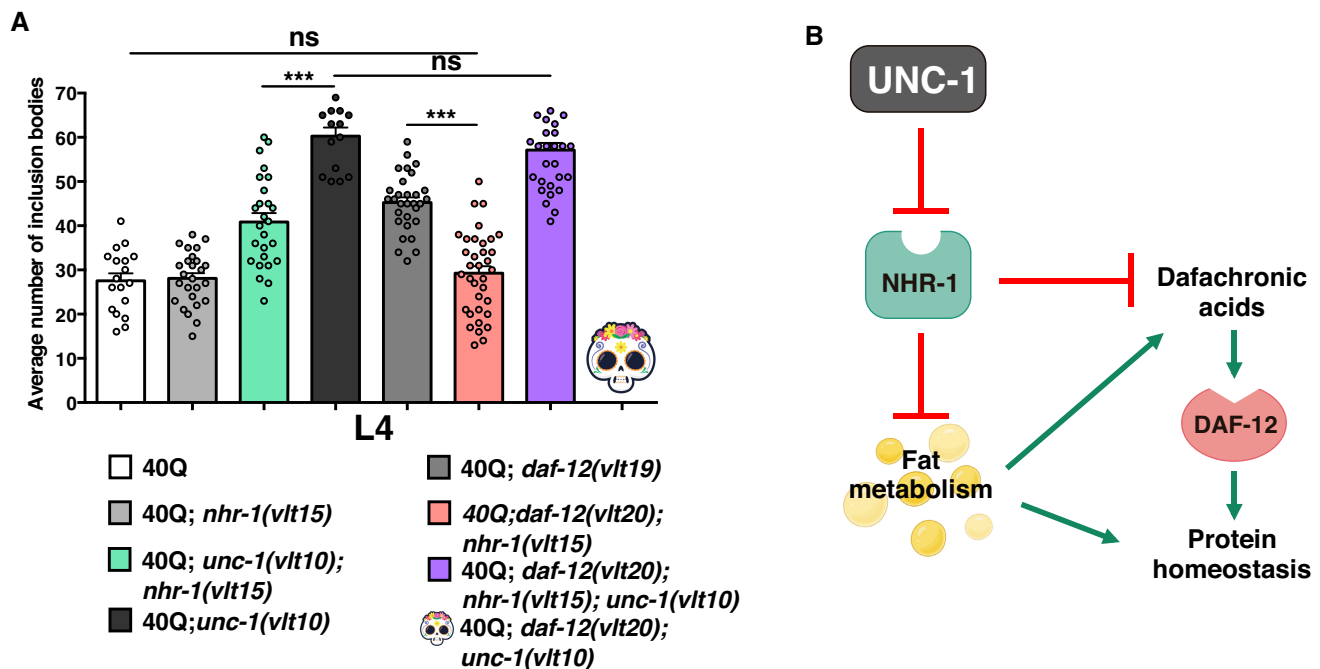

**Figure EV3. NHR-1 and DAF-12 antagonization regulates protein homeostasis.**

A The average number of polyQ inclusion bodies in muscle cells after *nhr-1* ablation in *daf-12* and *daf-12; unc-1* double mutants.

B A diagram showing the relationship between NHR-1 and DAF-12 in modulating protein homeostasis through fat metabolism changes and steroid hormonal signaling. The activation of NHR-1 represses the expression of genes involved in fat metabolism and dafachronic acid synthesis.

Data information: The plotted data show the mean  $\pm$  standard error of the mean (SEM). At least 20 animals were analysed in a three independent experiments.

\*\*\* $P < 0.001$ ; ns: not significant, as calculated using the one-way ANOVA with *post-hoc* Tukey test.

Source data are available online for this figure.

**Figure EV4. Ablation of *unc-1* modifies downregulated and upregulated genes in *ssu-1*.**

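Among the genes of Fig EV4A, the largest difference was in Y6E2A.4 (WBGene00012398, chromosome V, 15712207 to 15716779), at 7.62 ± 1.51 FPKM in unc-1(vlt10) and 0.707 ± 0.250 FPKM in 40Q (SD, n = 6 libraries each), a difference of 3.30 on the log2(FPKM + 0.1) scale. The gene fipr-24 (WBGene00007992, chromosome I, 14157611 to 14158078) was at 22.5 ± 3.39 FPKM in unc-1(vlt10) and 3.27 ± 0.683 FPKM in 40Q, a difference of 2.76. Both had an adjusted p of 0.00415, the smallest that the exact permutation tests with Benjamini-Hochberg adjustment gave here, as did sod-5, F15E6.4, T23F2.4, mtl-1, fipr-22, fipr-23, cnc-11, lea-1 and fipr-26, with differences of 0.66 to 2.33. The genes hsp-12.6 and C54F6.5 were higher by 0.81 and 0.47 with overlap between the genotypes (adjusted p = 0.0107 and 0.0266, exact tests). For ant-1.2, R09E10.13, C37A5.5 and D1086.9 the higher mean in unc-1(vlt10) was within the spread of the libraries. Of these, C37A5.5 was listed at 0 in all 6 libraries of 40Q and in 4 of unc-1(vlt10), and D1086.9 in all 6 of 40Q and in 5 of unc-1(vlt10). The 4 genes with a lower mean in unc-1(vlt10) were F08H9.4, F08H9.3, djr-1.2 and clx-1, with differences between -0.32 and -0.19 (exact permutation tests, p of 0.182 to 0.582). The gene clx-1 was listed at 0 in all 6 libraries of unc-1(vlt10) and in 3 of 40Q. The genes fipr-22, fipr-23 and C37A5.5 lie within 14151841 to 14156336 on chromosome I next to fipr-24, and reads could be split between related copies. The FPKM values of the source data of Fig EV4 equal the deposited ones within rounding.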

A Relative expression levels of genes that are not expressed in *ssu-1(fc73)* mutants or are downregulated but are upregulated in *unc-1(vlt10)* mutants.

B Genes that are upregulated in *ssu-1(fc73)* but are downregulated in *unc-1(vlt10)* mutants.

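In unc-1(vlt10), gpdh-1 (WBGene00009824, chromosome I, 14075837 to 14078211) was at 33.5 ± 3.26 FPKM, against 52.2 ± 4.25 FPKM in 40Q (SD, n = 6 libraries each). The difference was -0.64 on the log2(FPKM + 0.1) scale, with every unc-1(vlt10) library below every 40Q library (exact permutation test, Benjamini-Hochberg adjusted p = 0.00415). For acdh-2 (WBGene00015894, chromosome II, 5544778 to 5547492), the levels were 22.4 ± 3.82 FPKM and 32.4 ± 4.84 FPKM, a difference of -0.54, with 5 of 6 unc-1(vlt10) libraries below every 40Q library (exact permutation test, Benjamini-Hochberg adjusted p = 0.00766).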

Data information: The plotted data show the mean  $\pm$  standard error of the mean (SEM). FPKM values are from the transcriptomic analysis ( $N = 6$  for each mutant strain) in Fig 5. \* $P < 0.05$ ; \*\* $P < 0.01$ ; ns: not significant. The statistical analysis was done using a Mann–Whitney *U*-test.

Source data are available online for this figure.

## A Downregulated genes in 40Q; *ssu-1(fc73)*

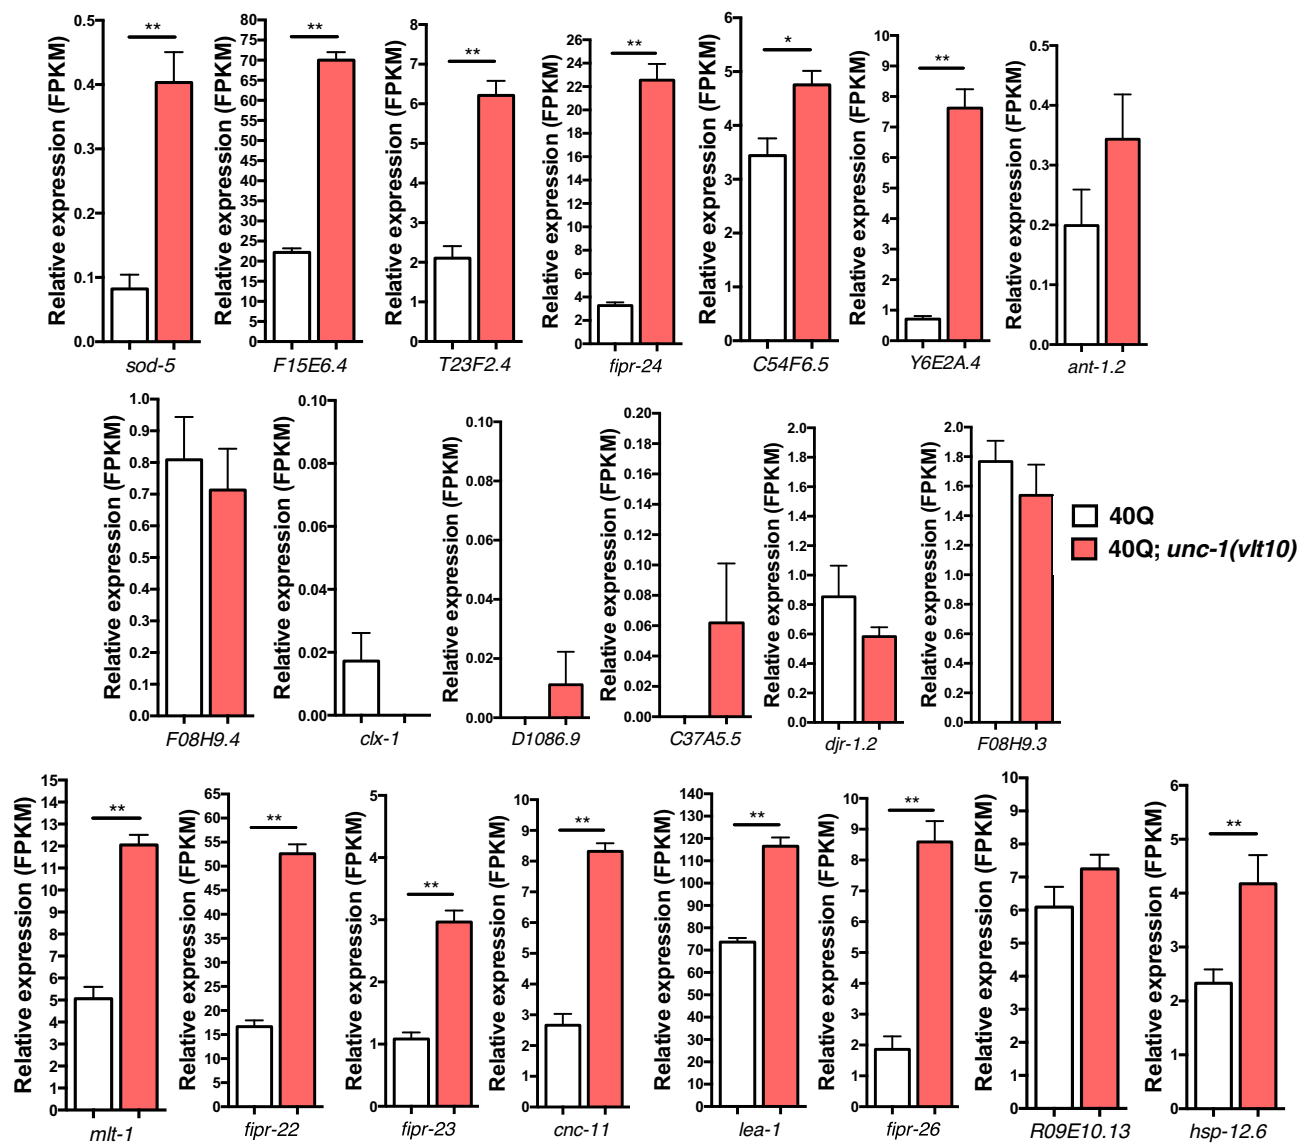

## B Upregulated genes in 40Q; *ssu-1(fc73)*

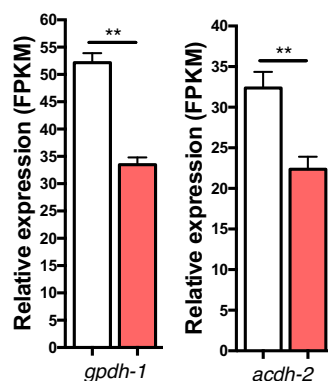

Figure EV4.

|                                 | <i>unc-1(vlt10)</i> | Wild type |
|---------------------------------|---------------------|-----------|
| ■ Phosphatidylcholines          | 55.8%               | 56.2%     |
| ■ Phosphatidyletanolamines      | 11.2%               | 12.5%     |
| ■ Monoacylglycerols *           | 8.4%                | 4.3%      |
| ■ Triglycerides *               | 6.6%                | 10.3%     |
| ■ Fatty acids                   | 5.7%                | 5.5%      |
| ■ Lysophosphatidylcholines      | 3.8%                | 3.7%      |
| ■ Carnitines                    | 2.2%                | 1.6%      |
| ■ Lysophosphatidylethanolamines | 1.5%                | 1.3%      |
| ■ Sphingomyelins                | 0.9%                | 1.0%      |
| ■ Phosphoinositides             | 0.9%                | 0.6%      |
| ■ Phosphatidylglycerols         | 0.8%                | 0.4%      |
| ■ Ceramides                     | 0.5%                | 1.5%      |
| ■ Sphingosine                   | 0.4%                | 0.1%      |
| ■ Bile acids                    | 0.4%                | 0.3%      |
| ■ Phosphatidylserines           | 0.4%                | 0.4%      |
| ■ Lysophosphatidylinositols     | 0.3%                | 0.4%      |
| ■ Diacylglycerols *             | 0.1%                | 0.1%      |

\* Neutral Lipids

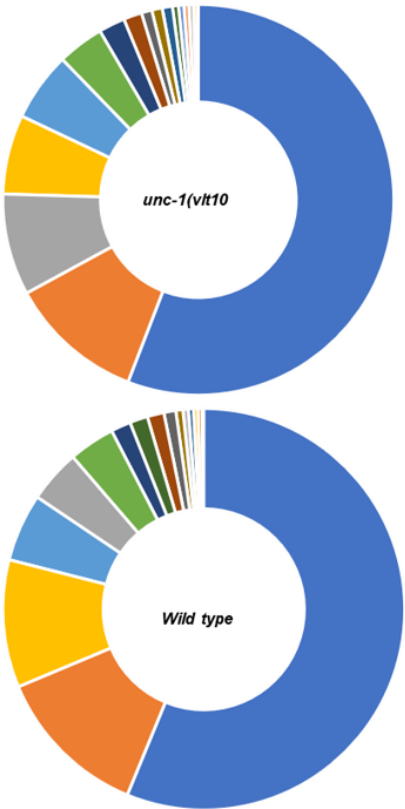

**Figure EV5. Lipid abundance in *unc-1* mutants.**

List of lipid classes detected in lipidomic assay in wild type and *unc-1(vlt10)* mutants. Asterisks show neutral lipids.  
Data information: At least 12 worm biological samples containing more than 2000 animals per sample were analysed.  
Source data are available online for this figure.

# Supplementary material for: Changes in lipid metabolism driven by steroid signalling modulate proteostasis in C. elegans
**Source:** EMBO Rep. 2023 Apr 27;24(6):e55556. doi: 10.15252/embr.202255556
**Supplement:** Supplementary file 3 — Source Data for Expanded View and Appendix

WB_1: *vlt10* and *vlt16* alleles: Representative images to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

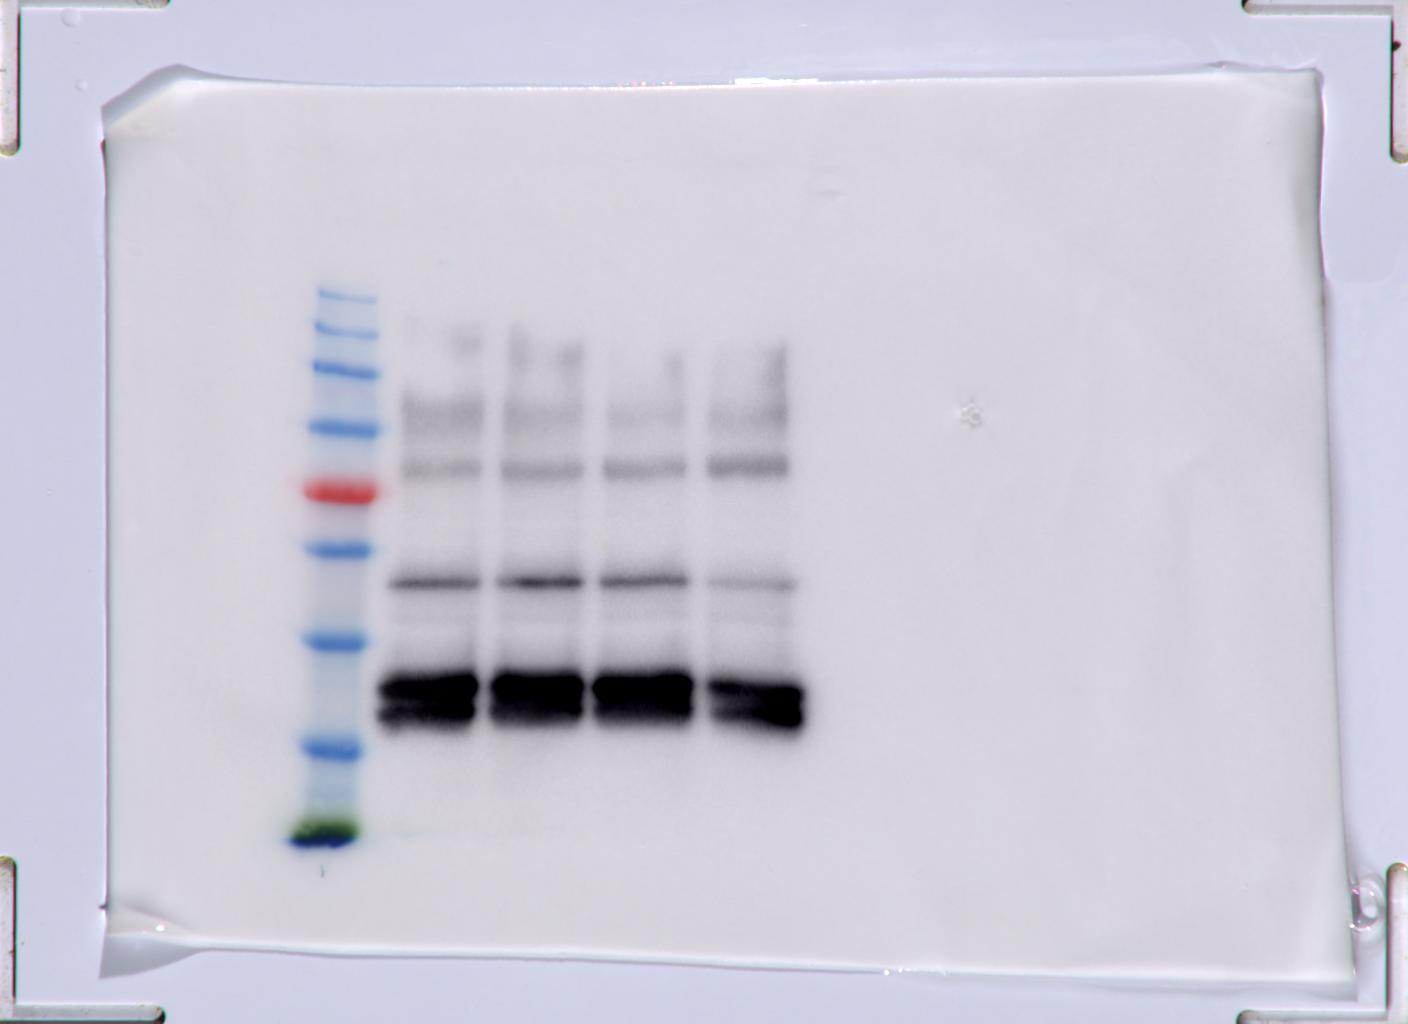

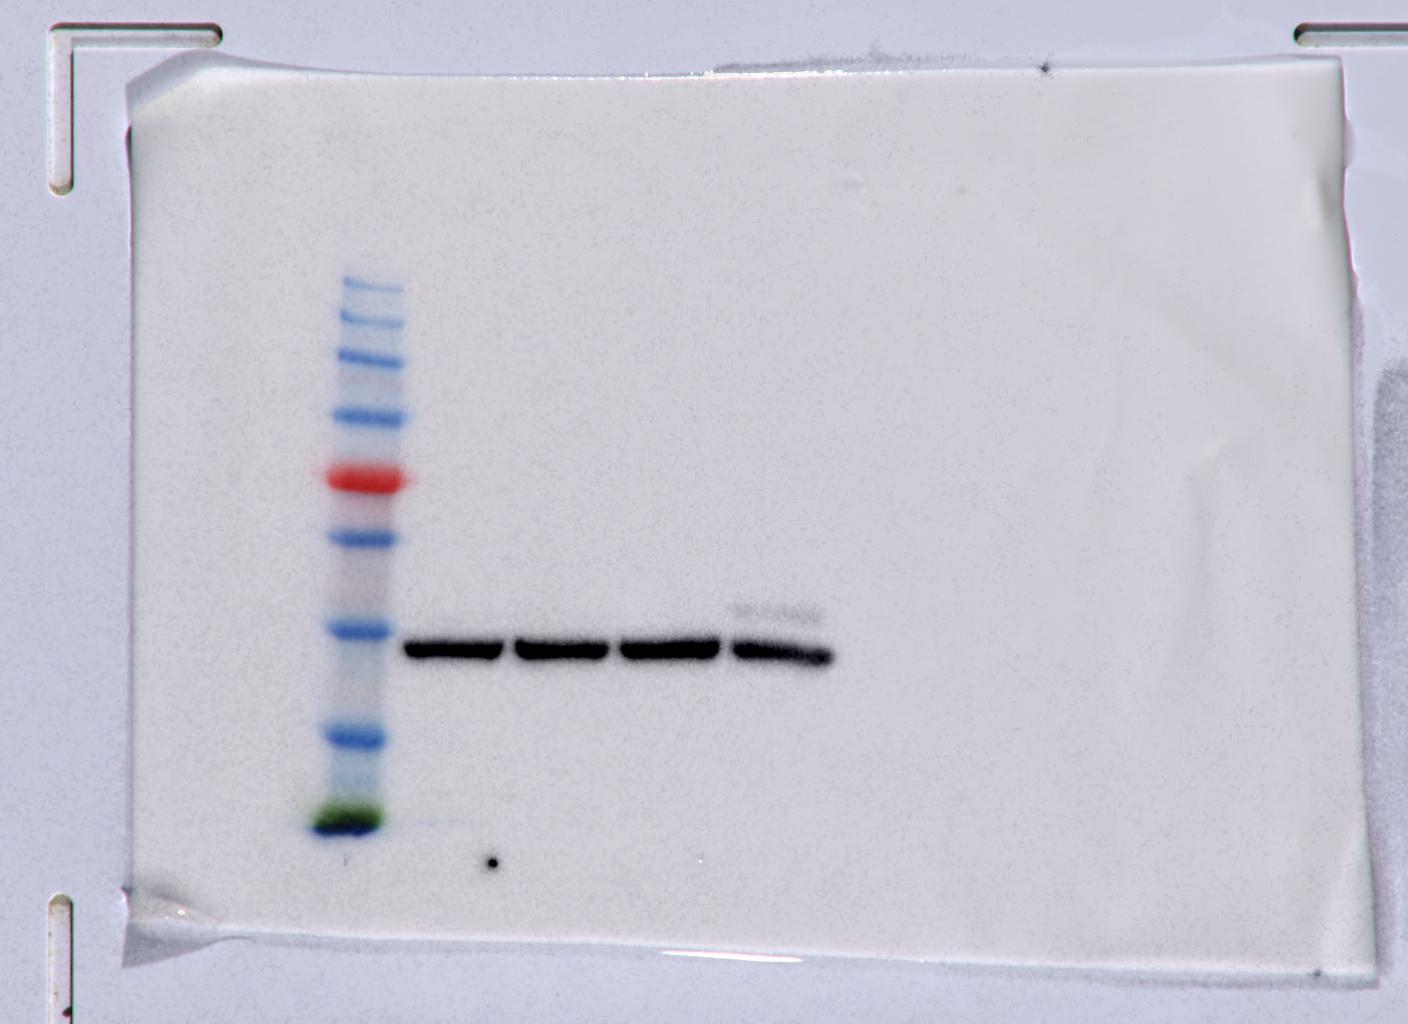
Lane 1: 40Q

Lane 2: 40Q; *unc-1(vlt10)*

Lane 3: 40Q; *nhr-1(vlt16)*

Lane 4: 40Q; *unc-1(vlt10); nhr-1(vlt16)*

WB_2: *vlt10* and *vlt16* alleles

anti-actin (1:500) anti-polyQ (1:1000)

**
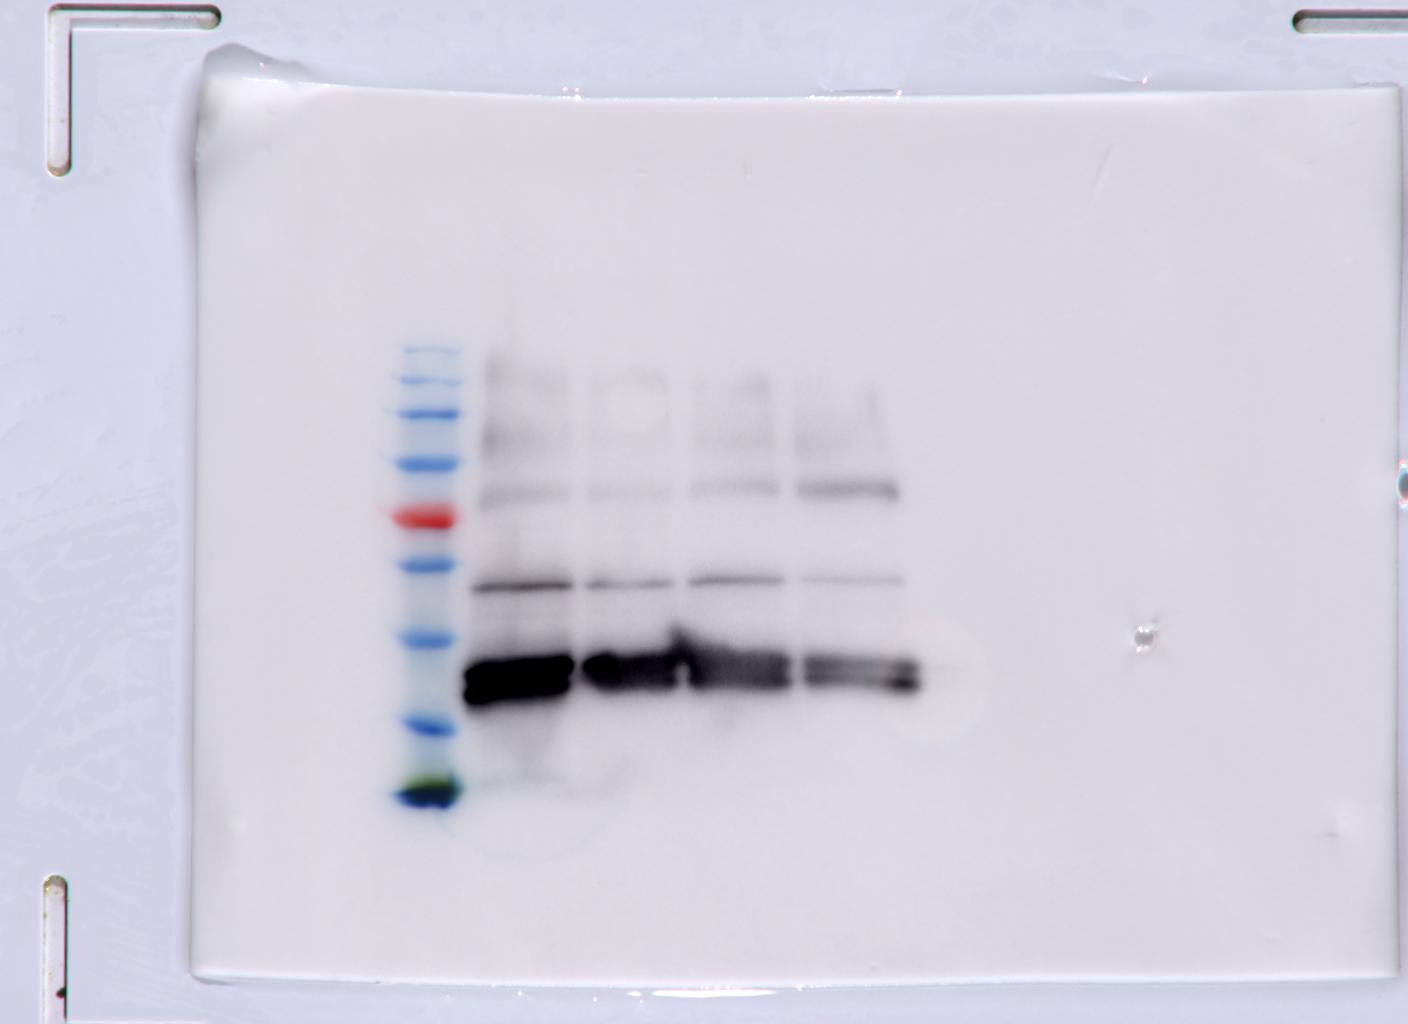
**

**
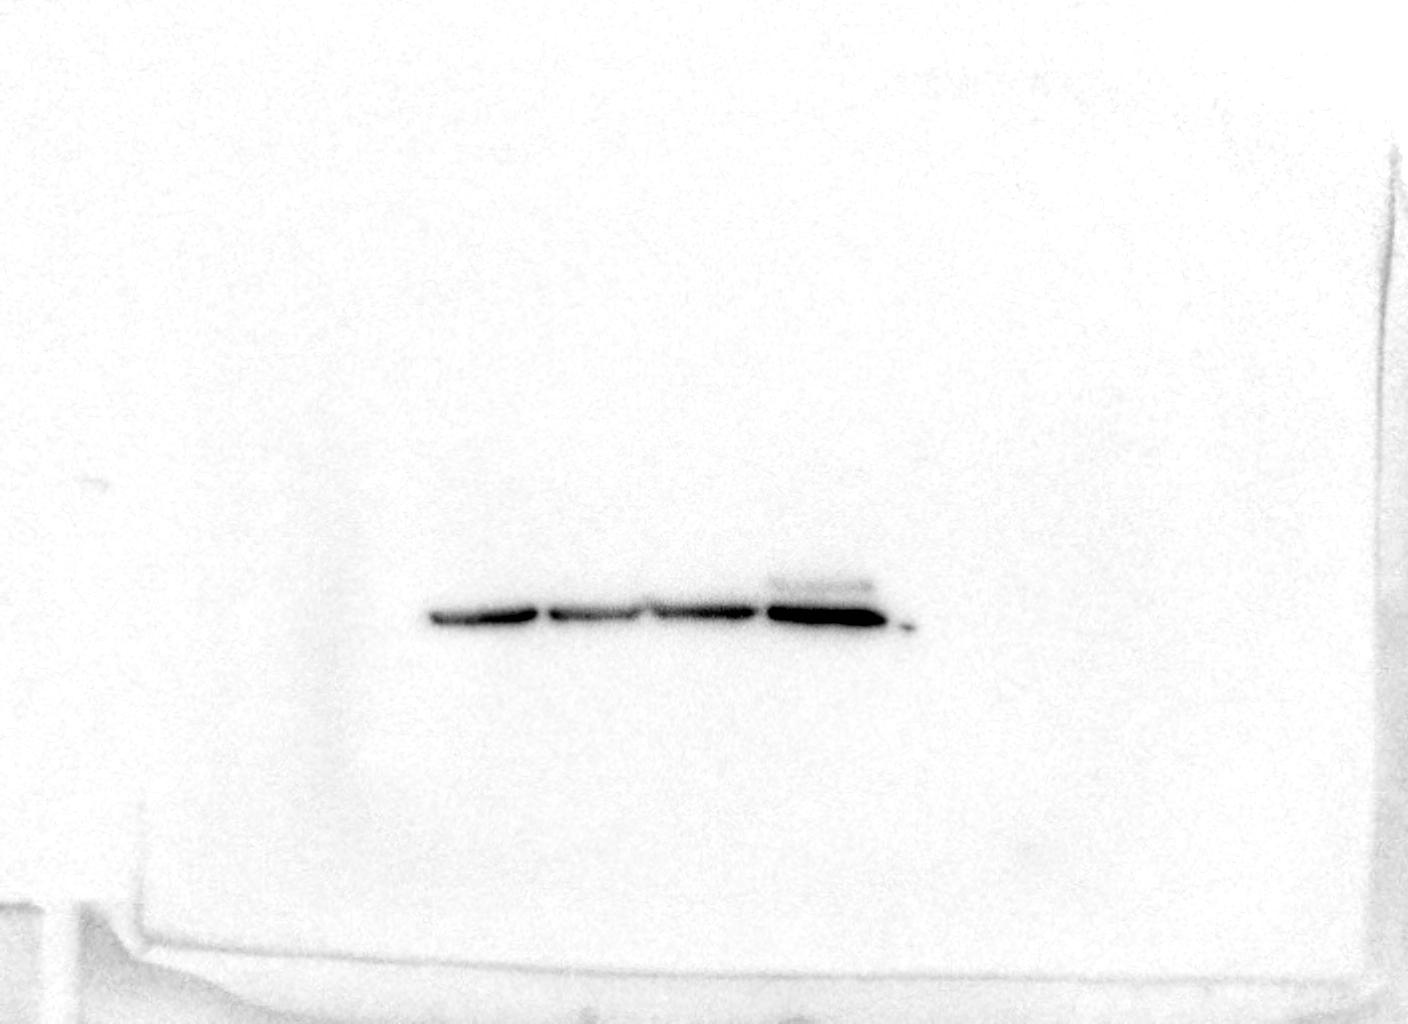
**Lane 1: 40Q

Lane 2: 40Q; *unc-1(vlt10)*

Lane 3: 40Q; *nhr-1(vlt16)*

Lane 4: 40Q; *unc-1(vlt10); nhr-1(vlt16)*

WB_3: *vlt10* and *vlt16* alleles

anti-actin (1:500) anti-polyQ (1:1000)

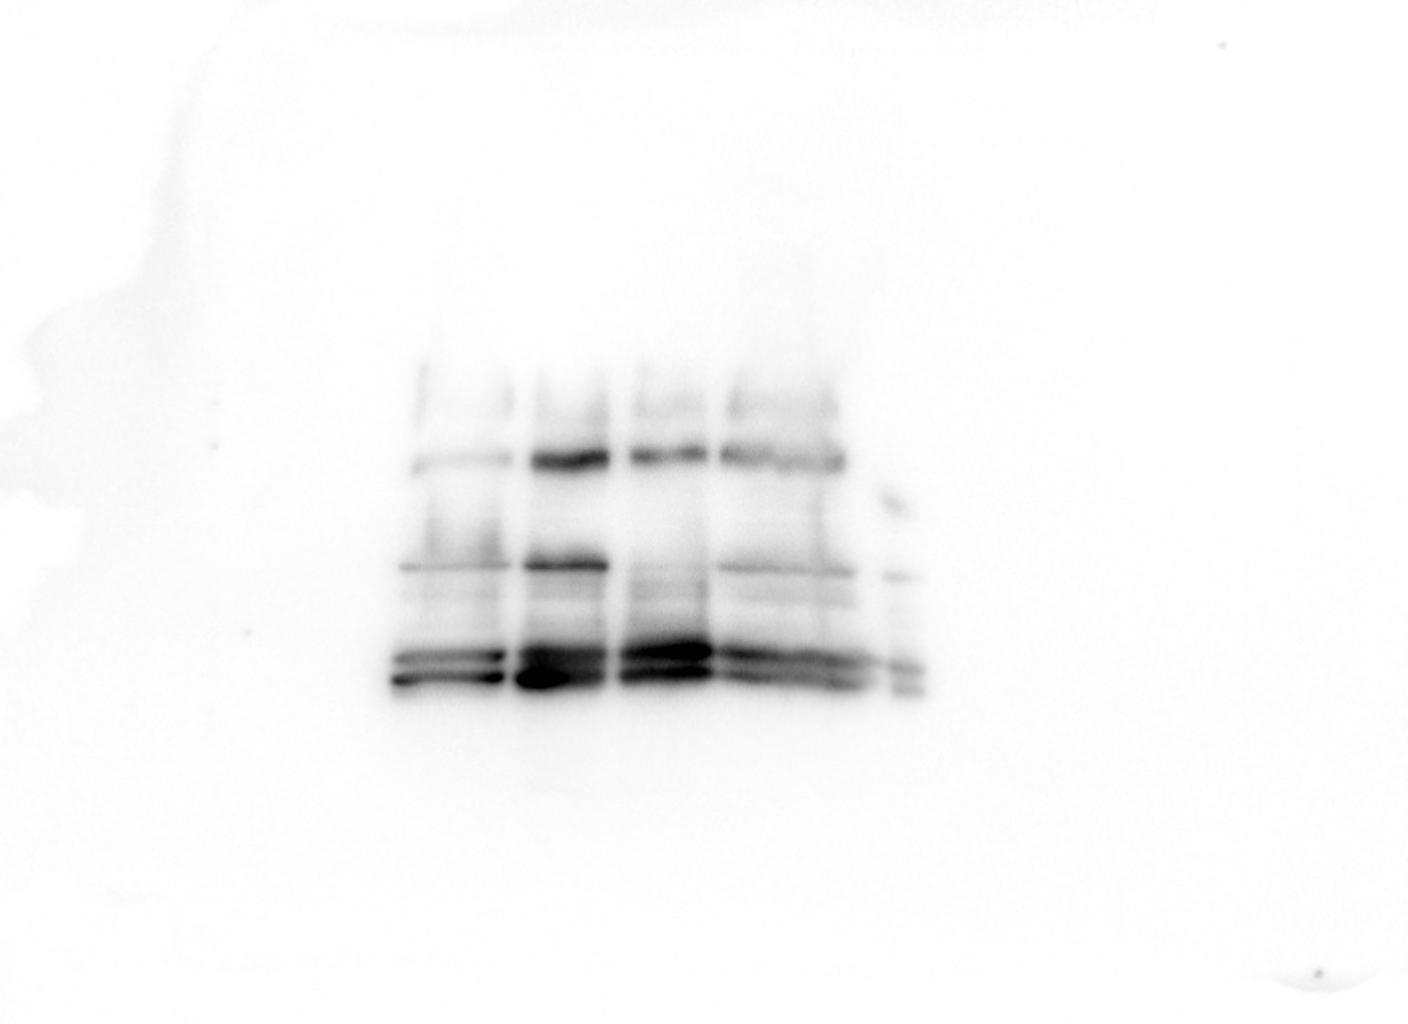

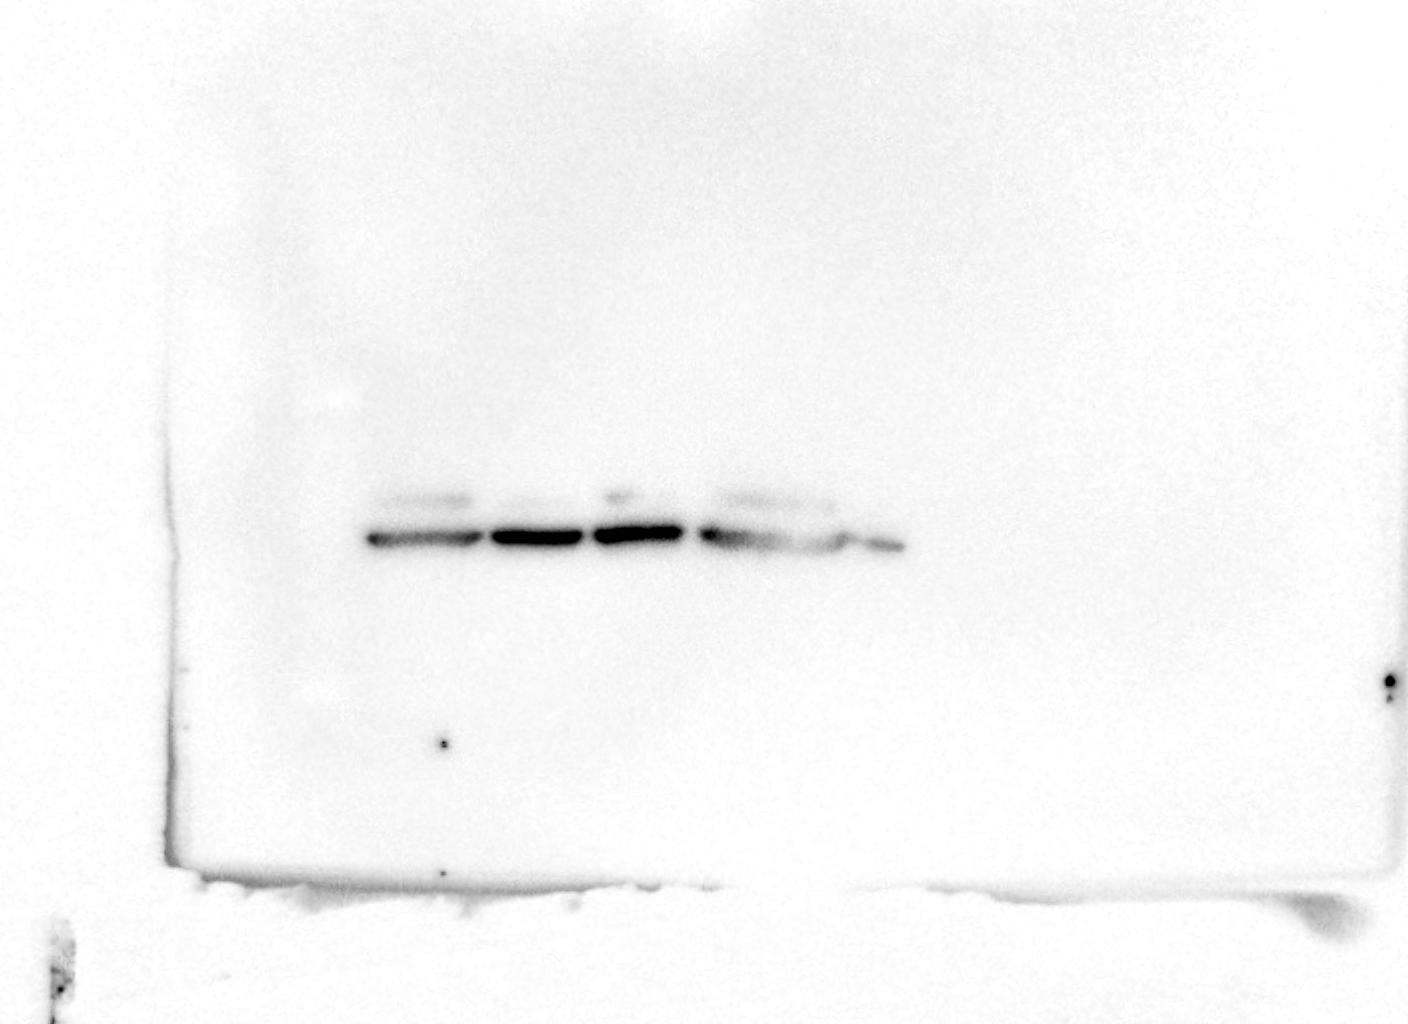

Lane 1: 40Q

Lane 2: 40Q; *unc-1(vlt10)*

Lane 3: 40Q; *nhr-1(vlt16)*

Lane 4: 40Q; *unc-1(vlt10); nhr-1(vlt16)*

WB_1: *e1598* and *e719* alleles. Representative images to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

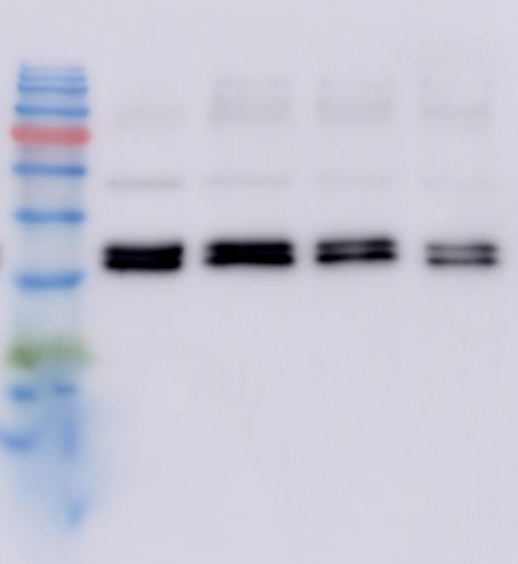

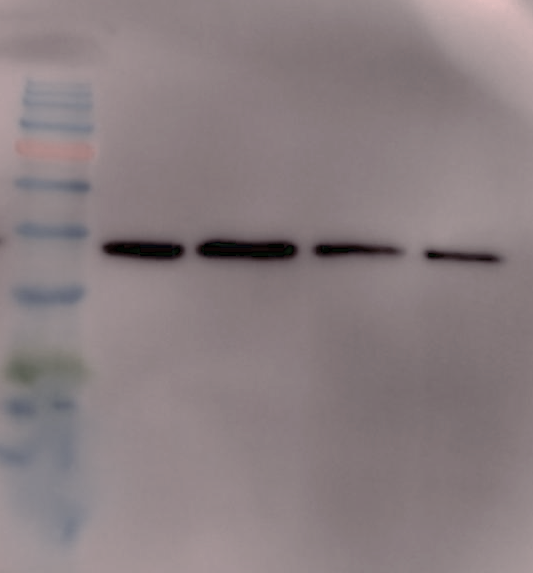

Lane 1: 40Q

Lane 2: 40Q; *unc-1(e1598)*

Lane 3: 40Q; *unc-1(e719)*

WB_2: *e1598* and *e719* alleles.

anti-actin (1:500) anti-polyQ (1:1000)

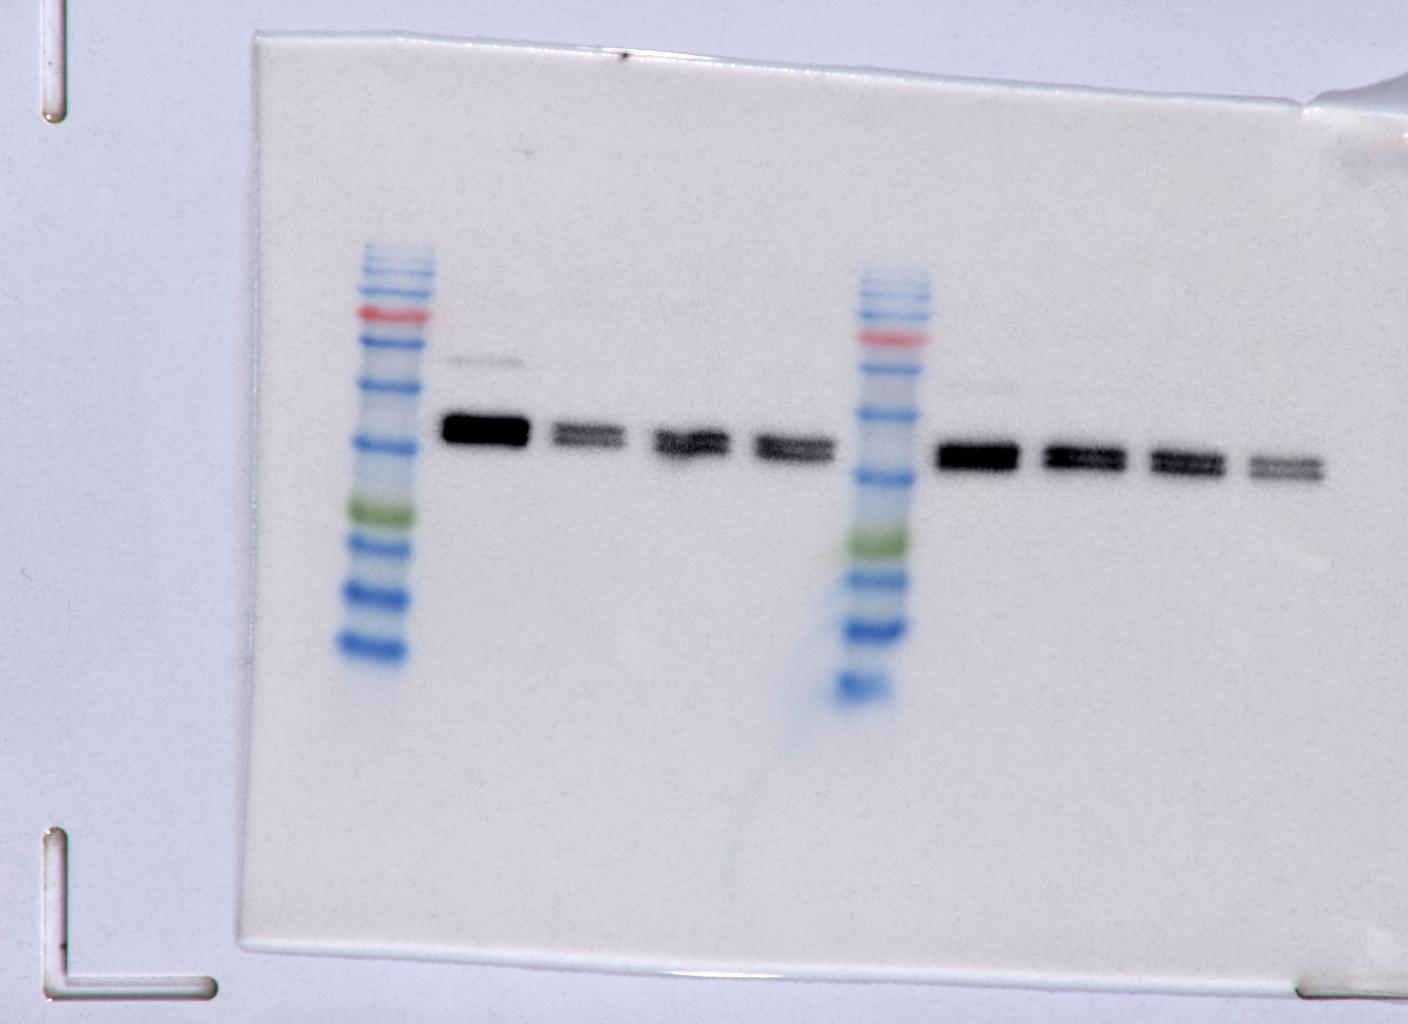

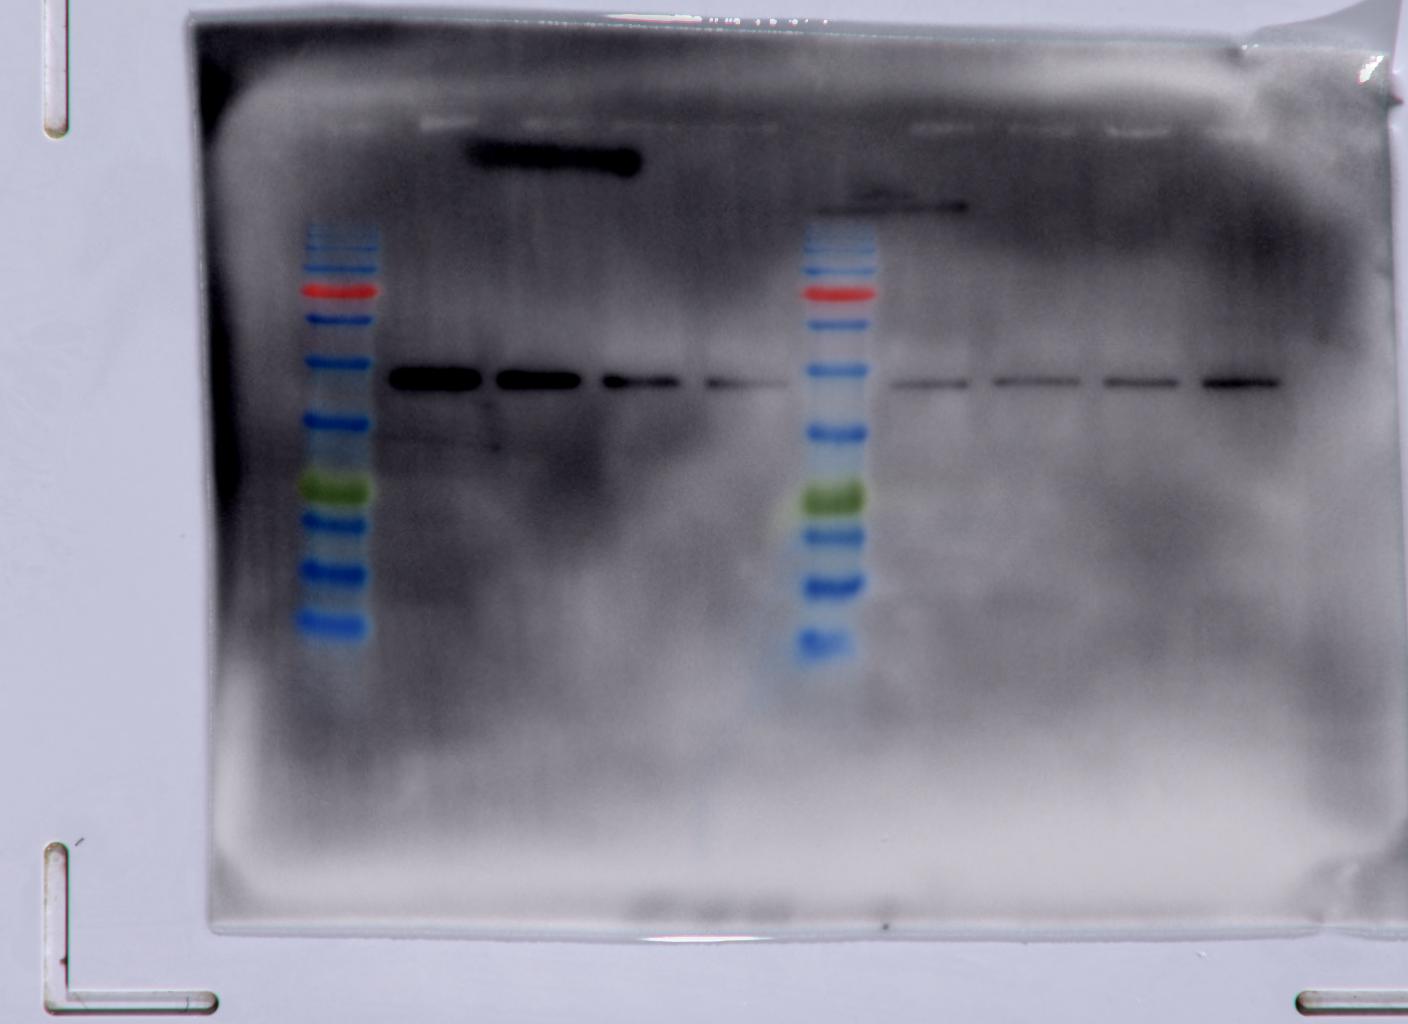

Lane 1: 40Q

Lane 2: 40Q; *unc-1(e1598)*

Lane 3: 40Q; *unc-1(e719)*

WB_3: *e1598* and *e719* alleles.

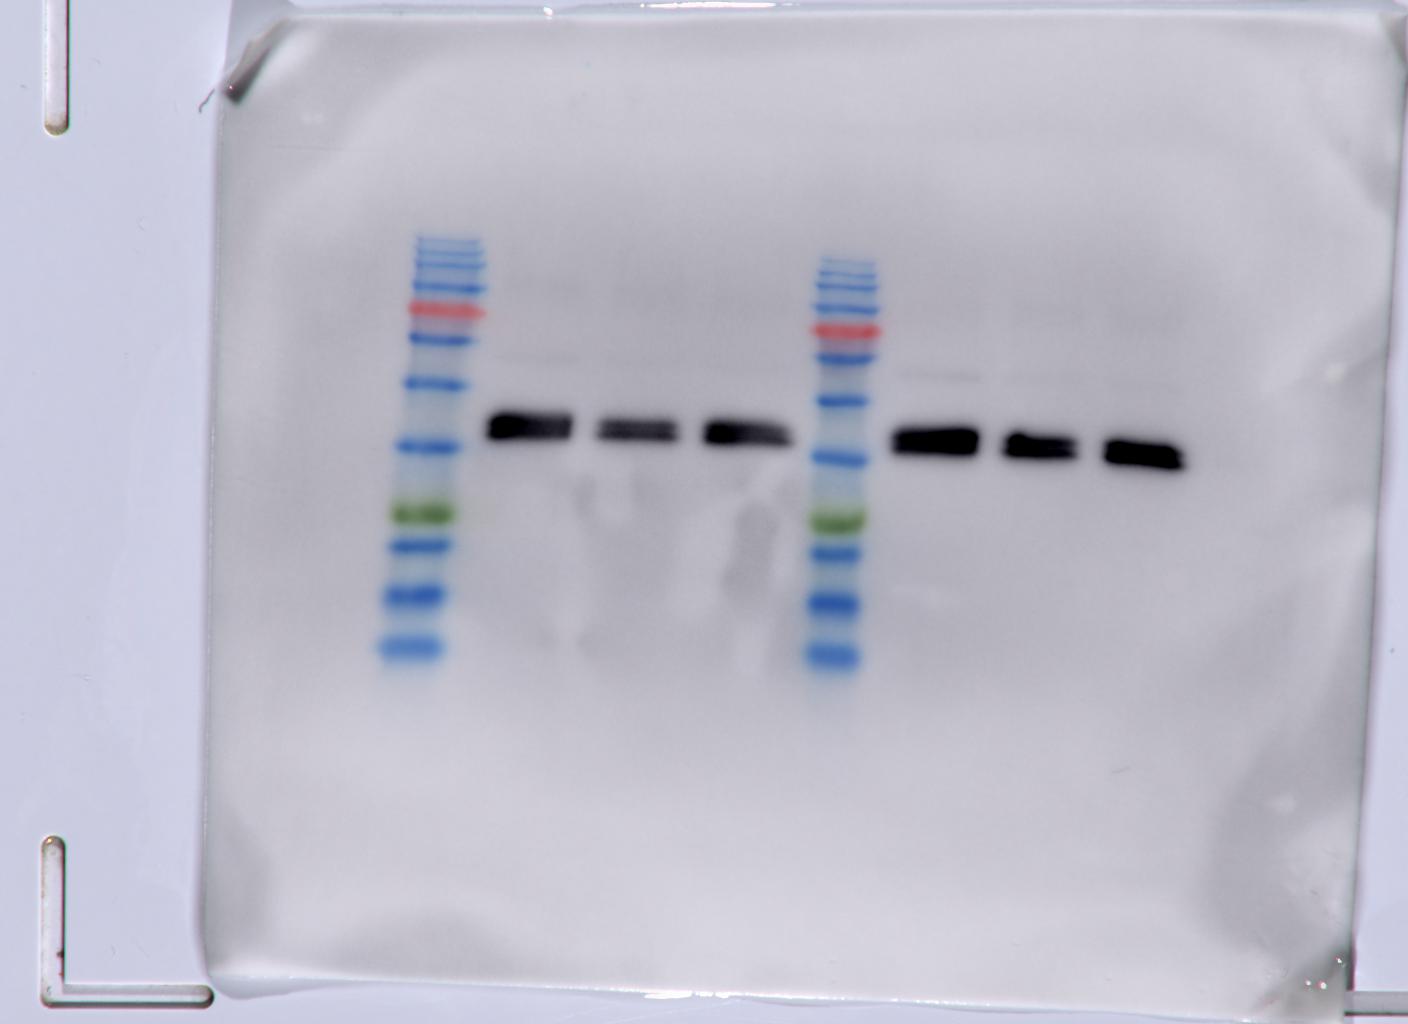
 anti-actin (1:500) anti-polyQ (1:1000)

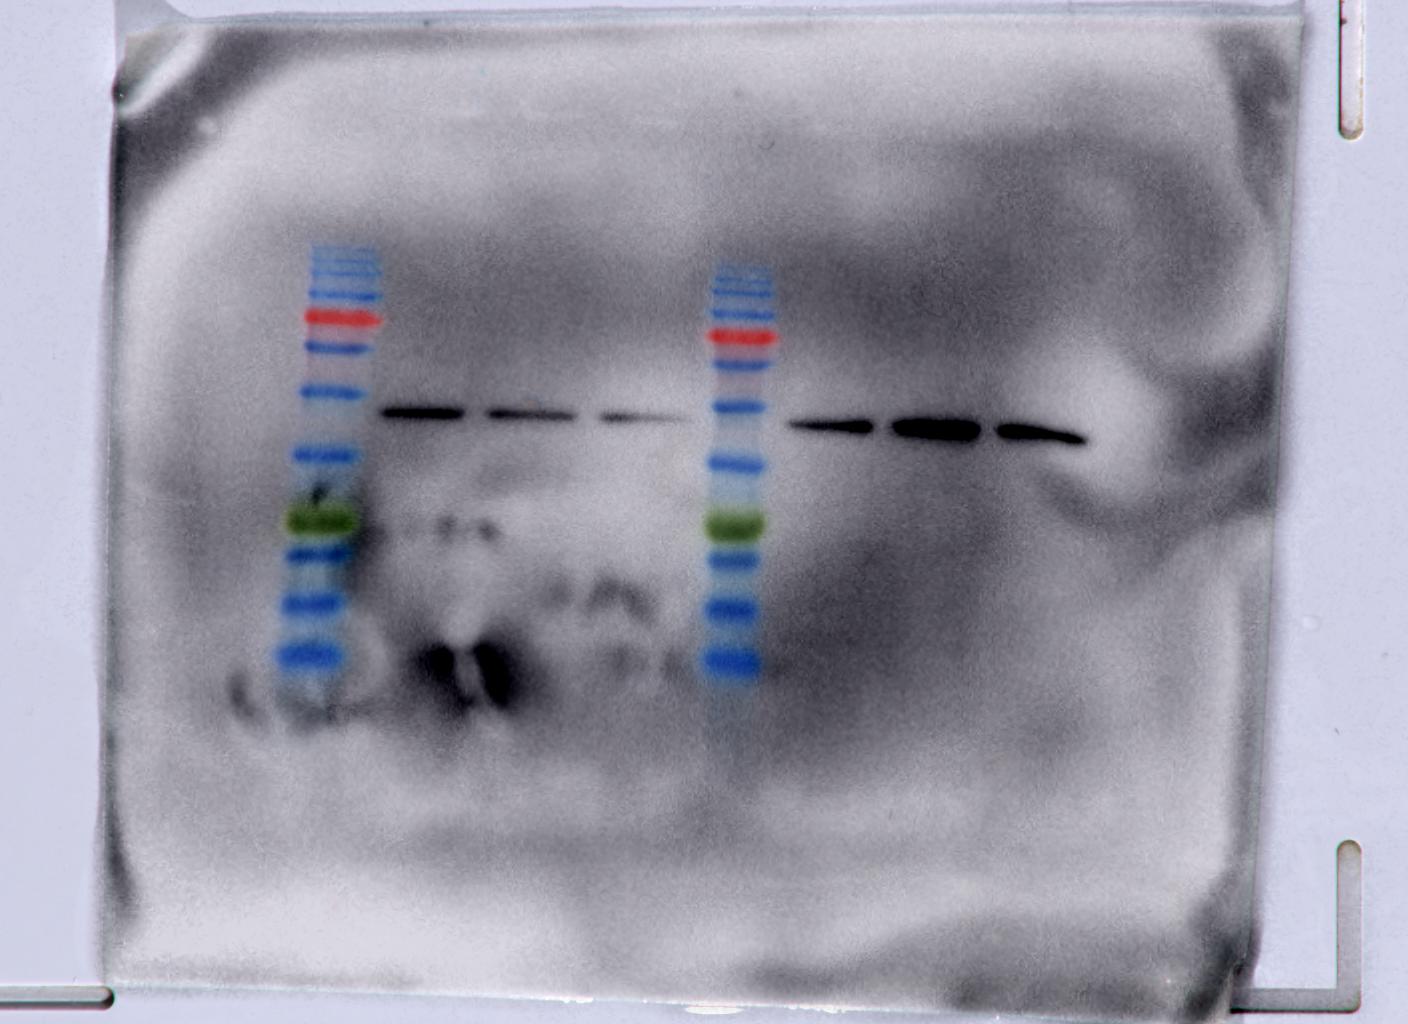

Lane 1: 40Q

Lane 2: 40Q; *unc-1(e1598)*

Lane 3: 40Q; *unc-1(e719)*

WB_1-2: *vlt10* and *fc73* alleles. Representative images (sample 1) to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

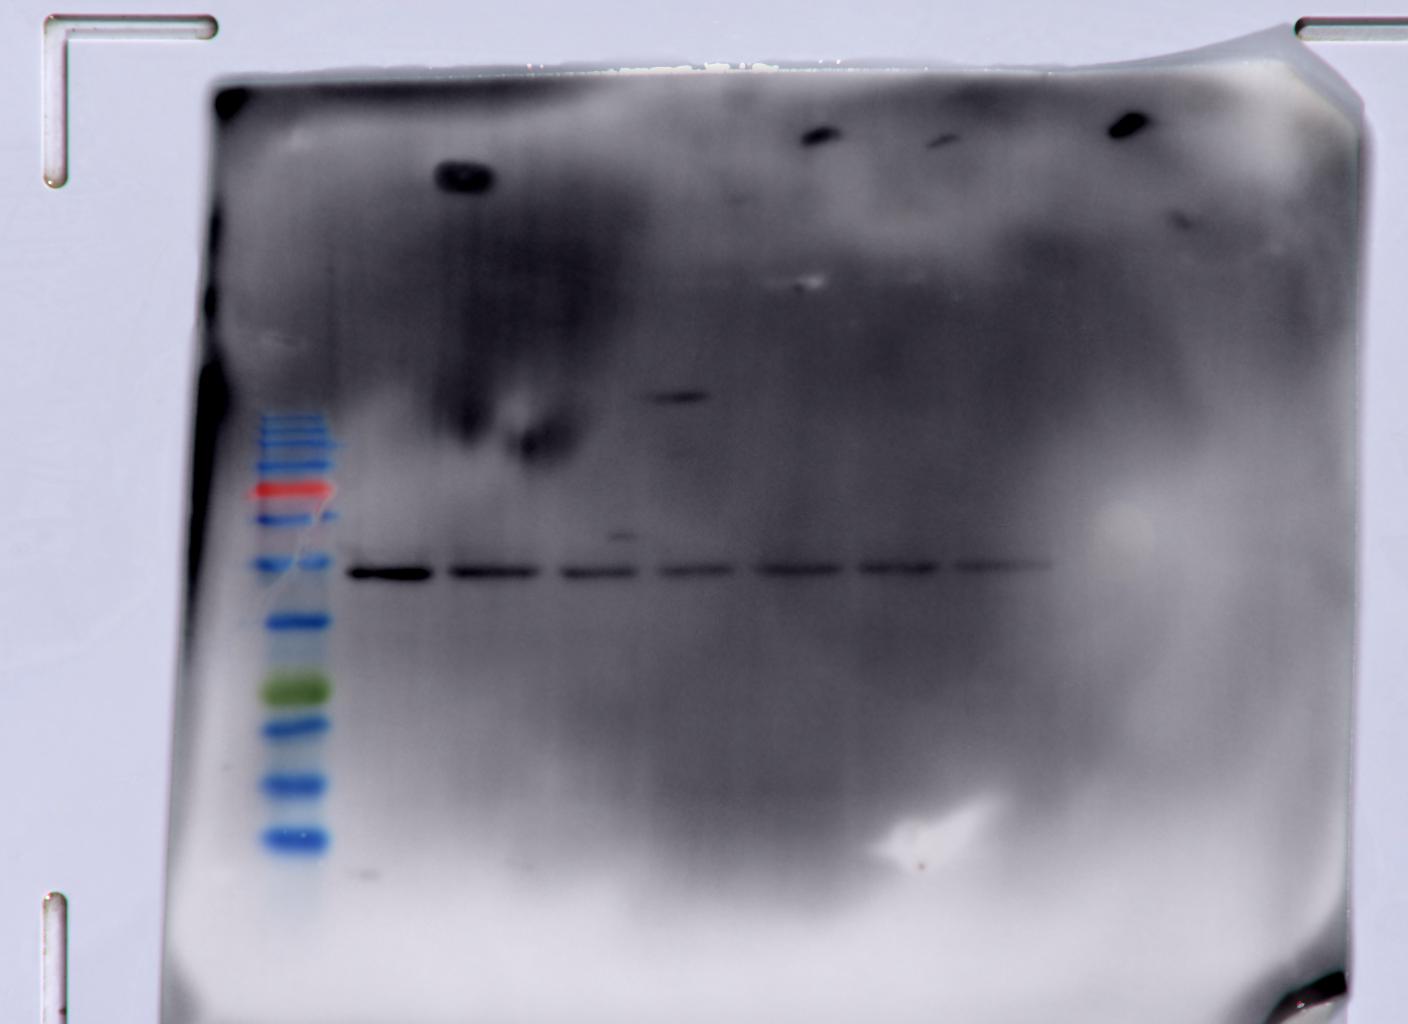

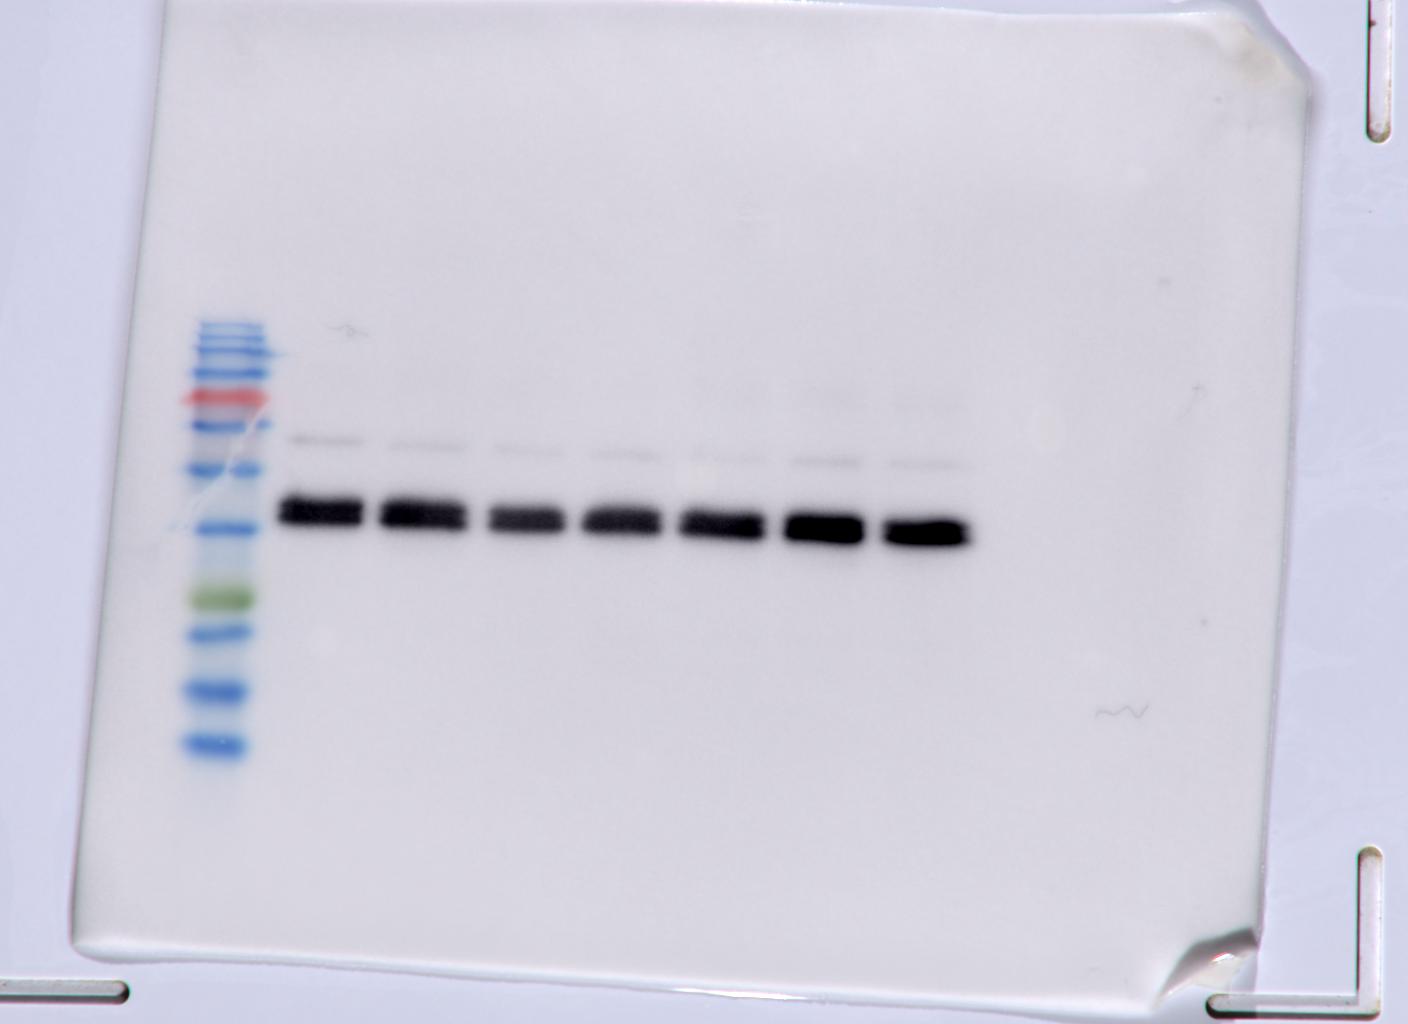

Lane 1: 40Q

Lane 2: 40Q; ssu-1(fc73)_sample 1

Lane 3: 40Q; unc-1(vlt10); ssu-1(fc73)_ sample 1

Lane 4: 40Q; ssu-1(fc73)_sample 2

Lane 5: 40Q; unc-1(vlt10); ssu-1(fc73)_ sample 2

WB_3: *vlt10* and *fc73* alleles

anti-actin (1:500) anti-polyQ (1:1000)

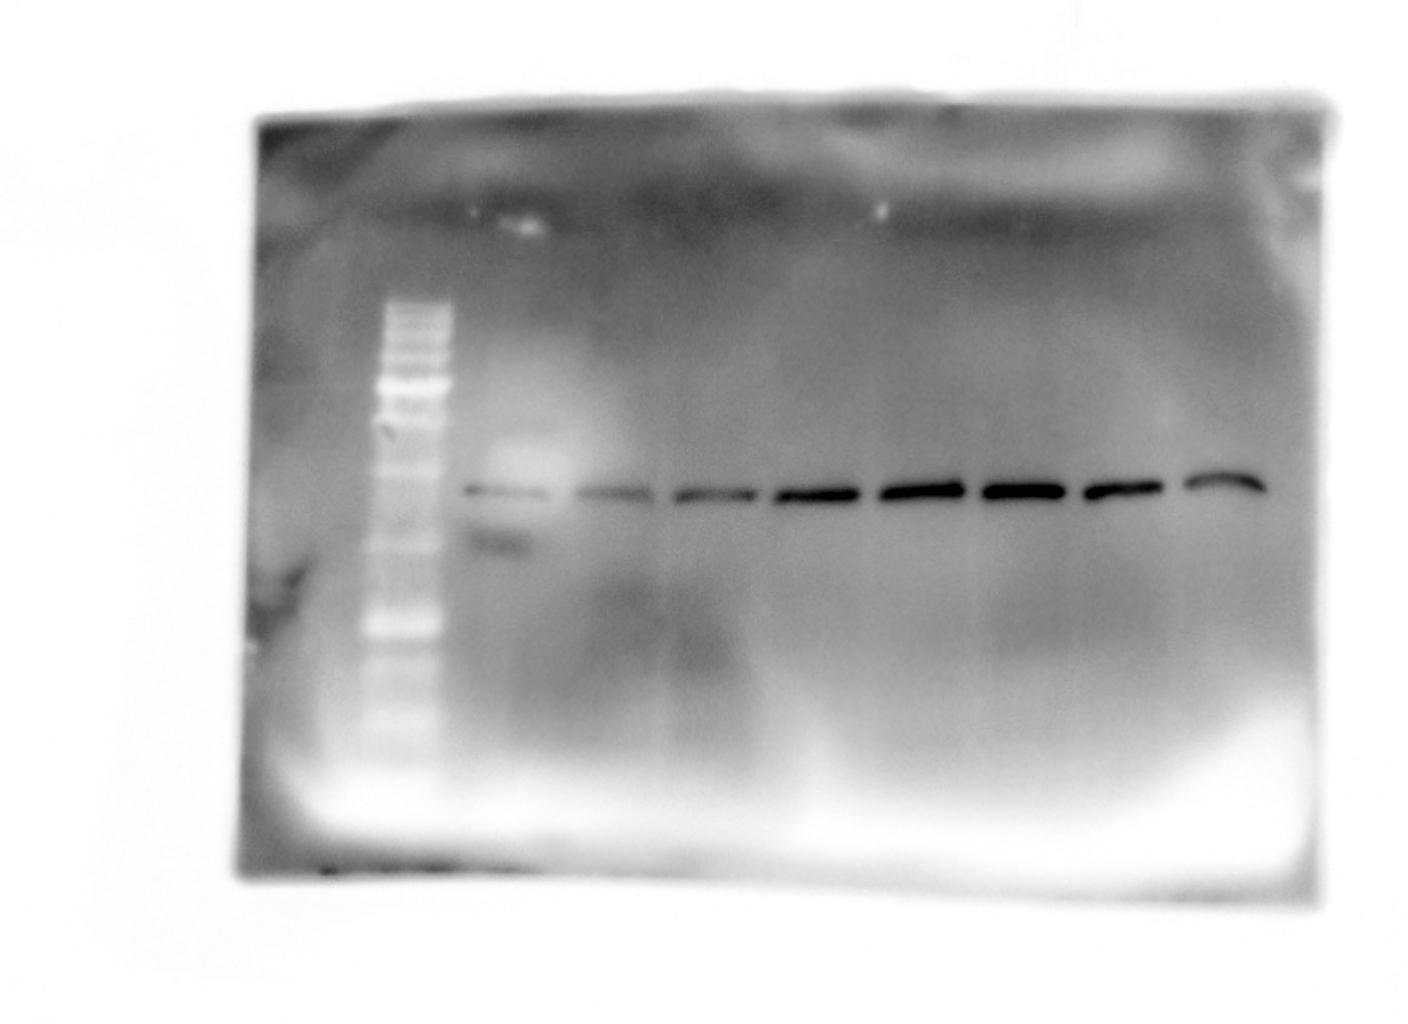

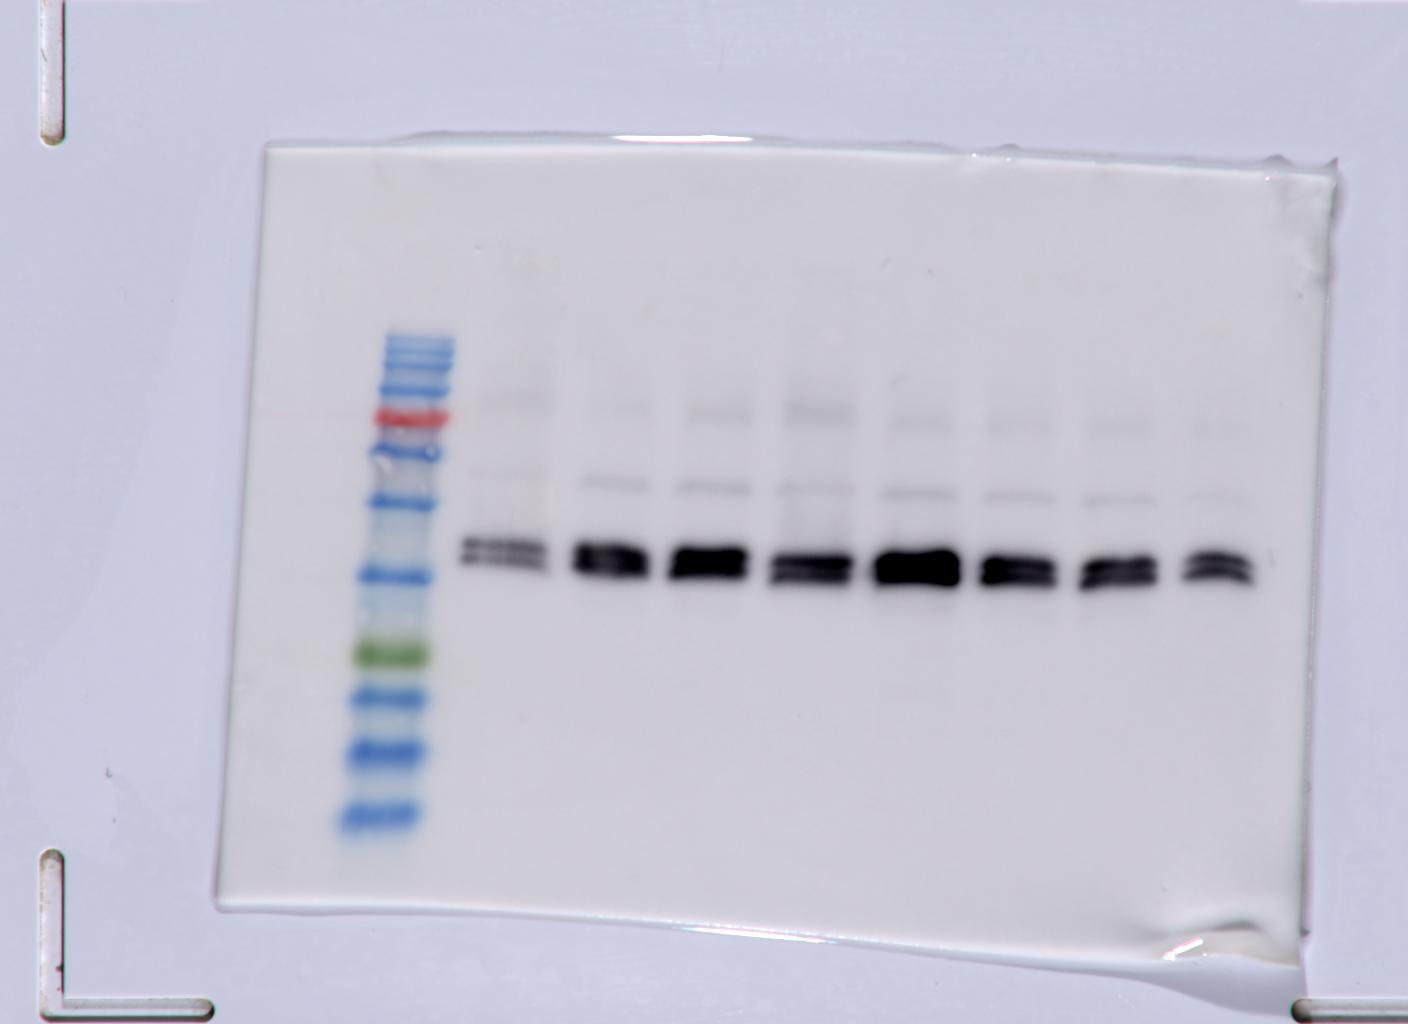

Lane 4: 40Q

Lane 5: 40Q; *ssu-1(fc73)*_

sample 3

Lane 6: 40Q; *unc-1(vlt10); ssu-1(fc73)*_ sample 3

WB_1-3: *vlt10* and *gk187* alleles. Representative images (sample 2) to EV1C.

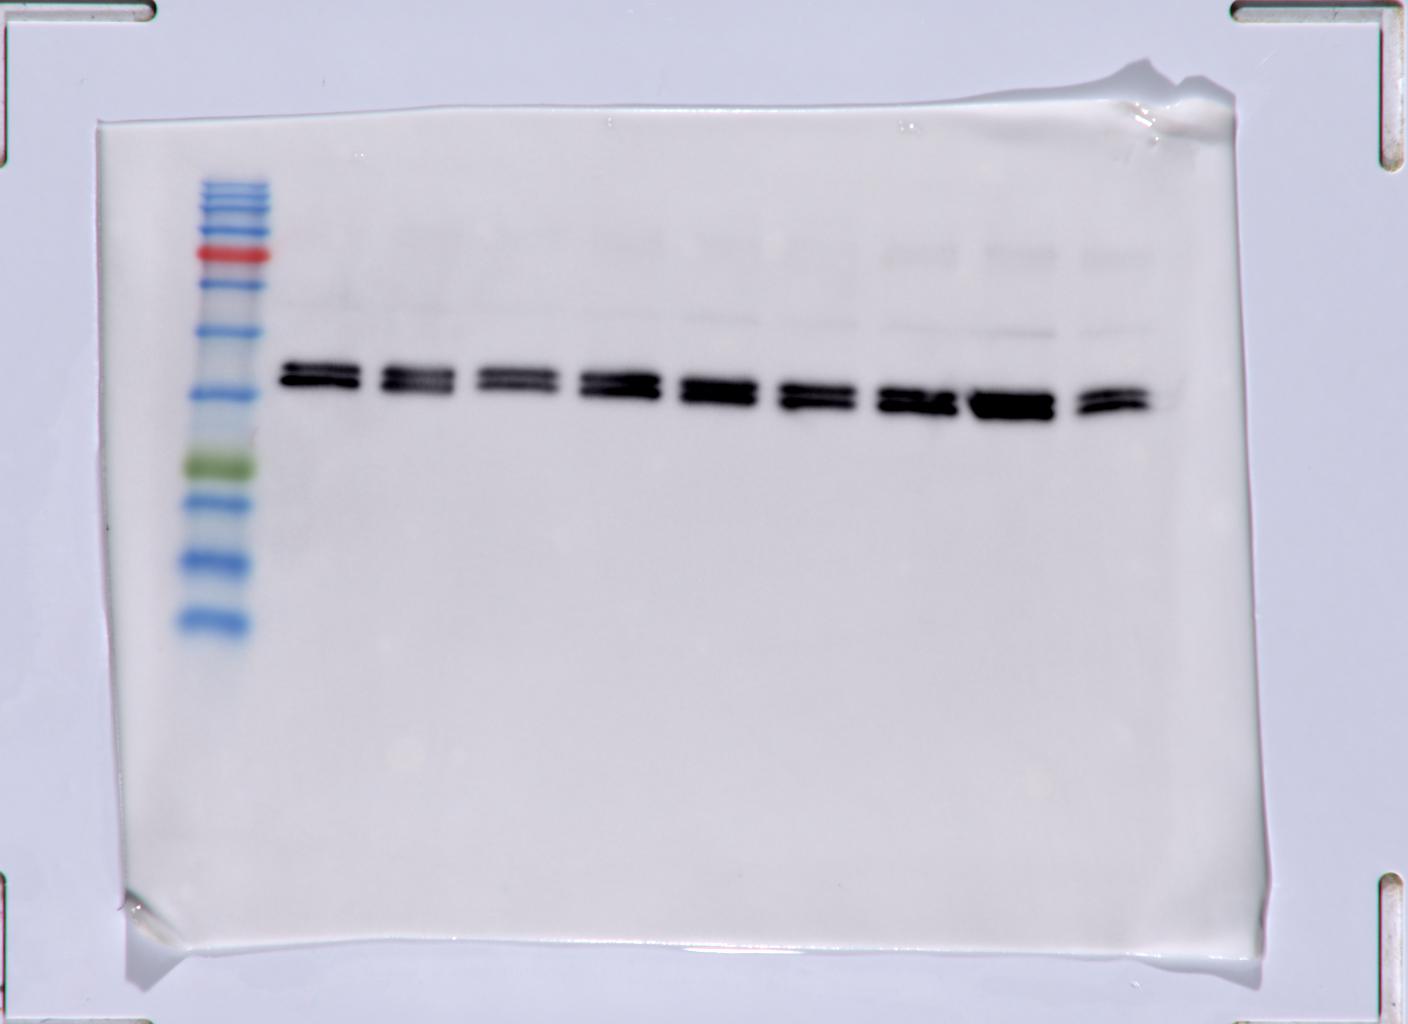

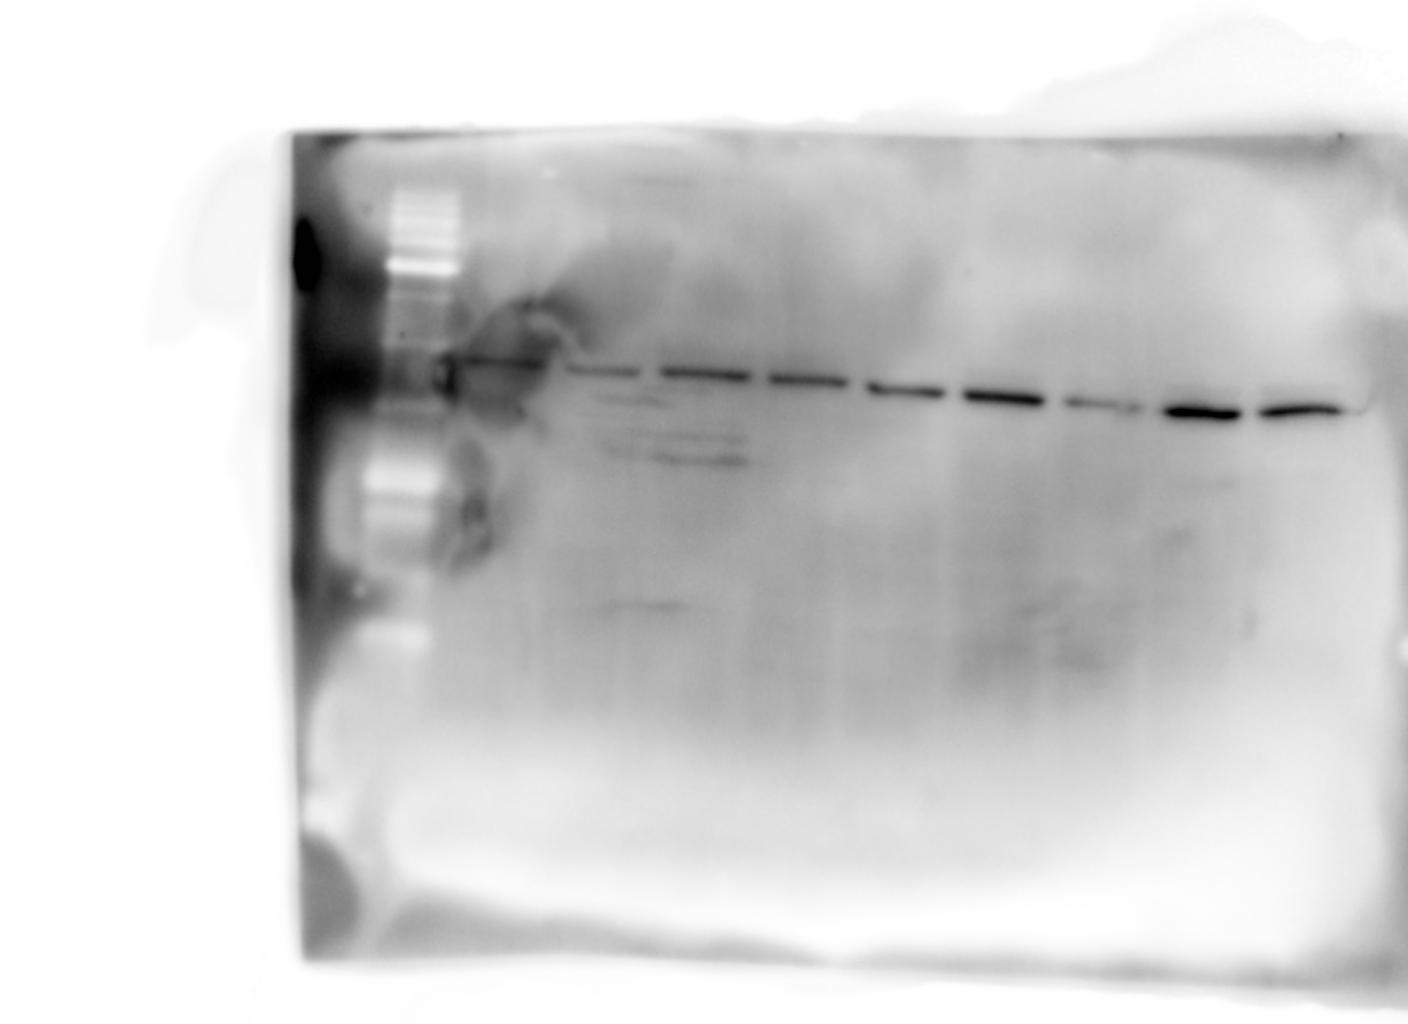
 anti-actin (1:500) anti-polyQ (1:1000)

Lane 2: 40Q;*sul-2(gk187)*_sample 1

Lane 3: 40Q;*unc-1(vlt10); sul-2(gk187)*_sample 1

Lane 4: 40Q

Lane 5: 40Q;*sul-2(gk187)*_sample 2

Lane 6: 40Q;*unc-1(vlt10); sul-2(gk187)*_sample 2

Lane 8: 40Q;*sul-2(gk187)*_sample 3

Lane 9: 40Q;*unc-1(vlt10); sul-2(gk187)*_sample 3

WB_1-3: *vlt19* allele. Representative images (sample 3) to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

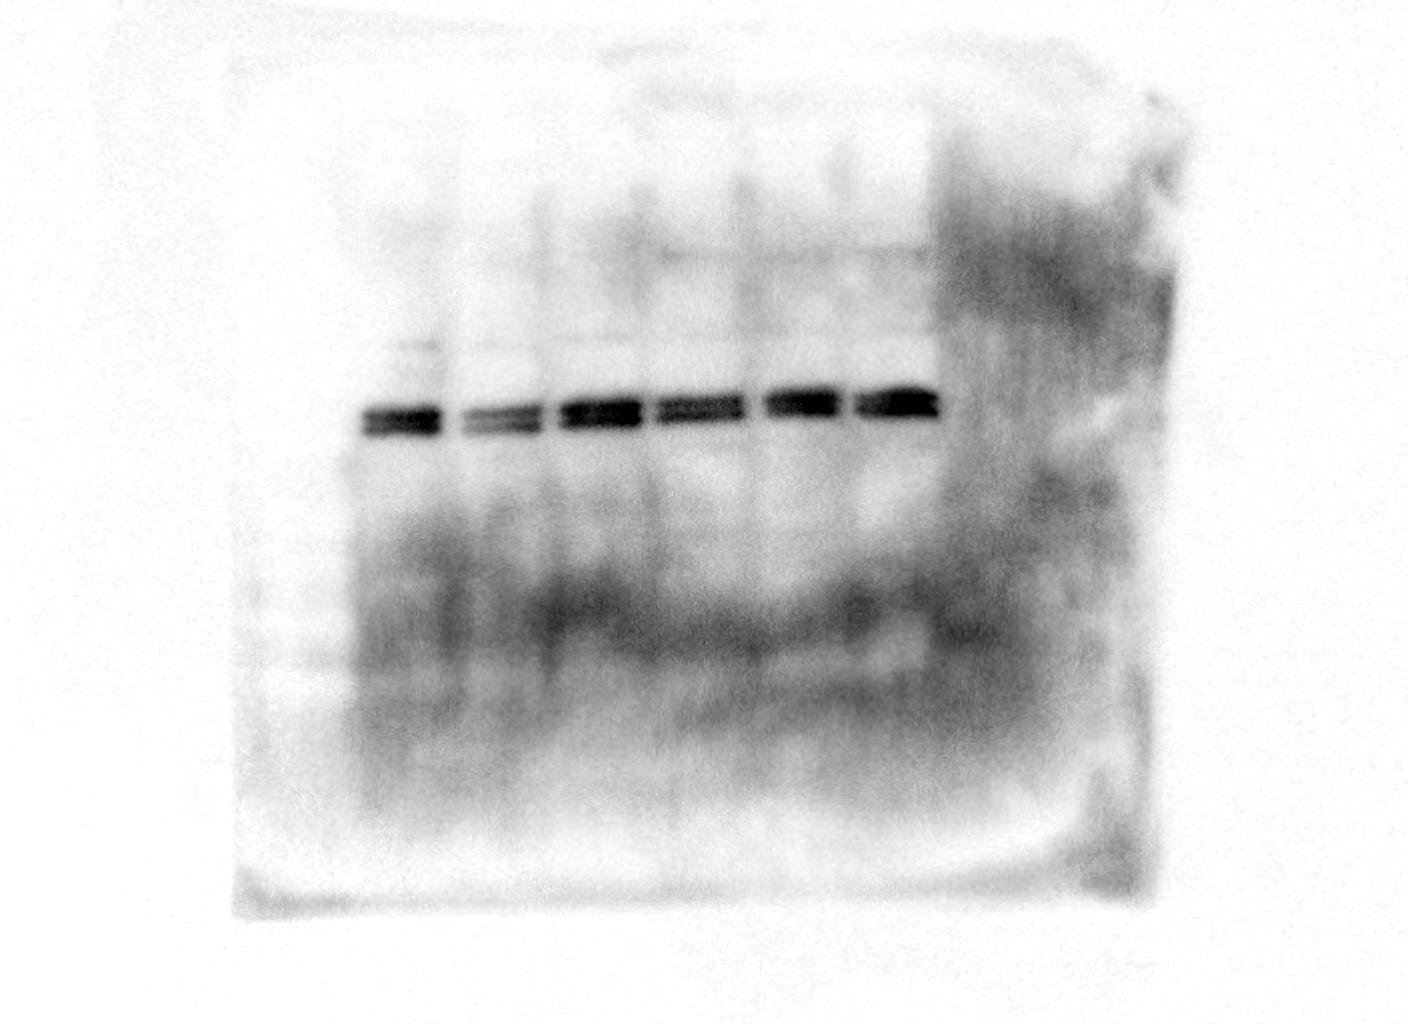

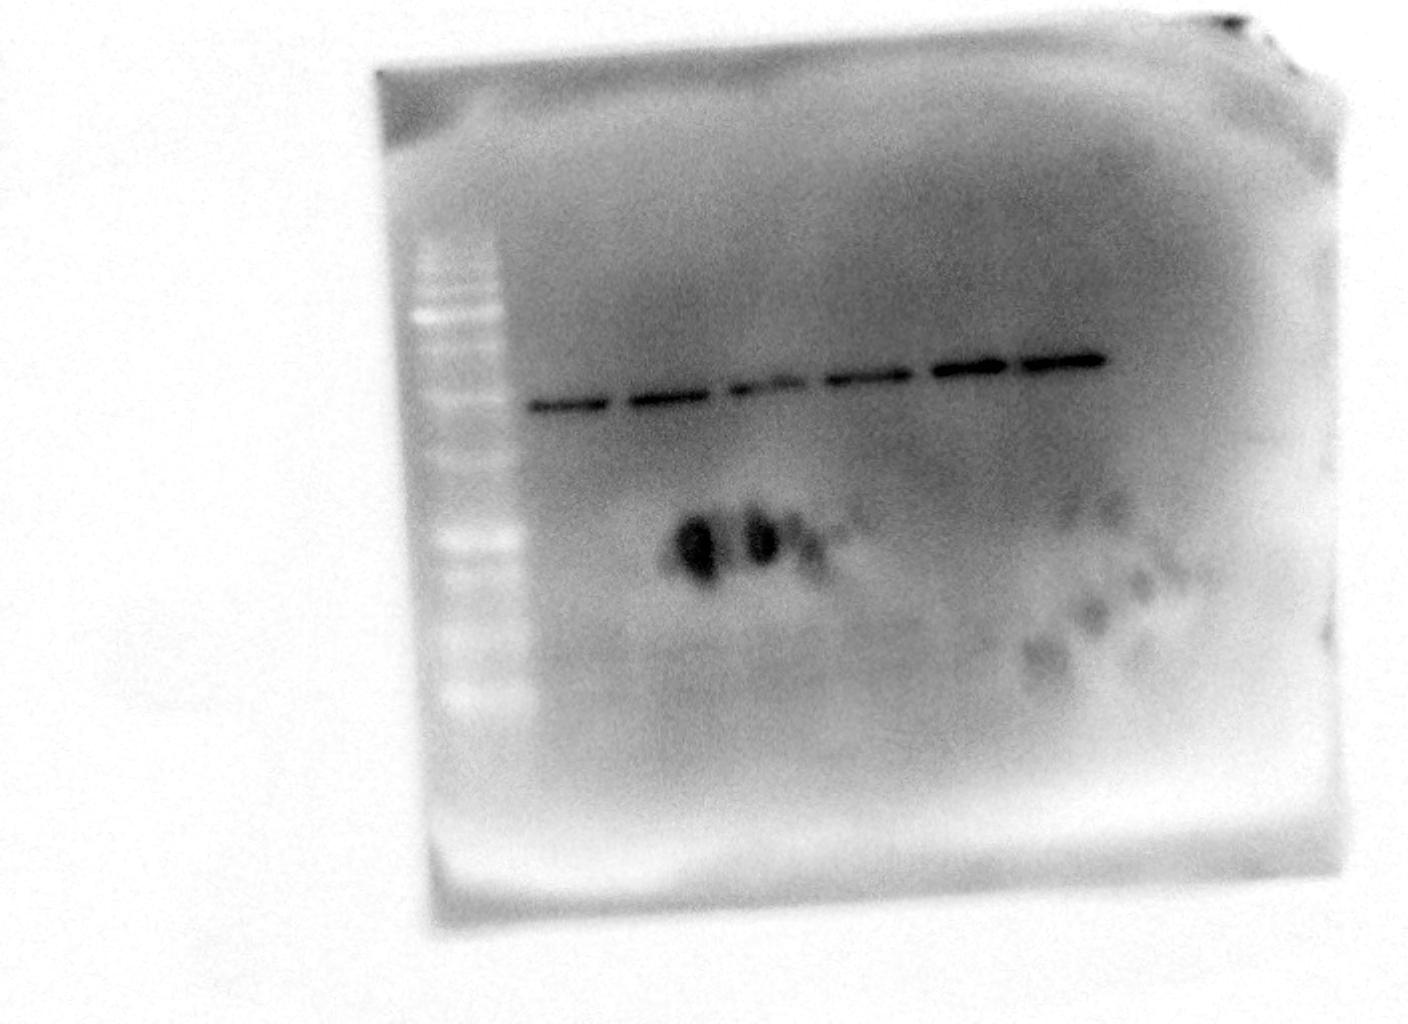

Lane 1: 40Q_sample 1

Lane 2: 40Q; *daf-12(vlt19)*_ sample 1

Lane 3: 40Q_sample 2

Lane 4: 40Q; *daf-12(vlt19)*_ sample 2

Lane 5: 40Q_sample 3

Lane 6: 40Q; *daf-12(vlt19)*_ sample 3

WB_1-3: *vlt15* and *vlt10* alleles. Representative images (sample 3) to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

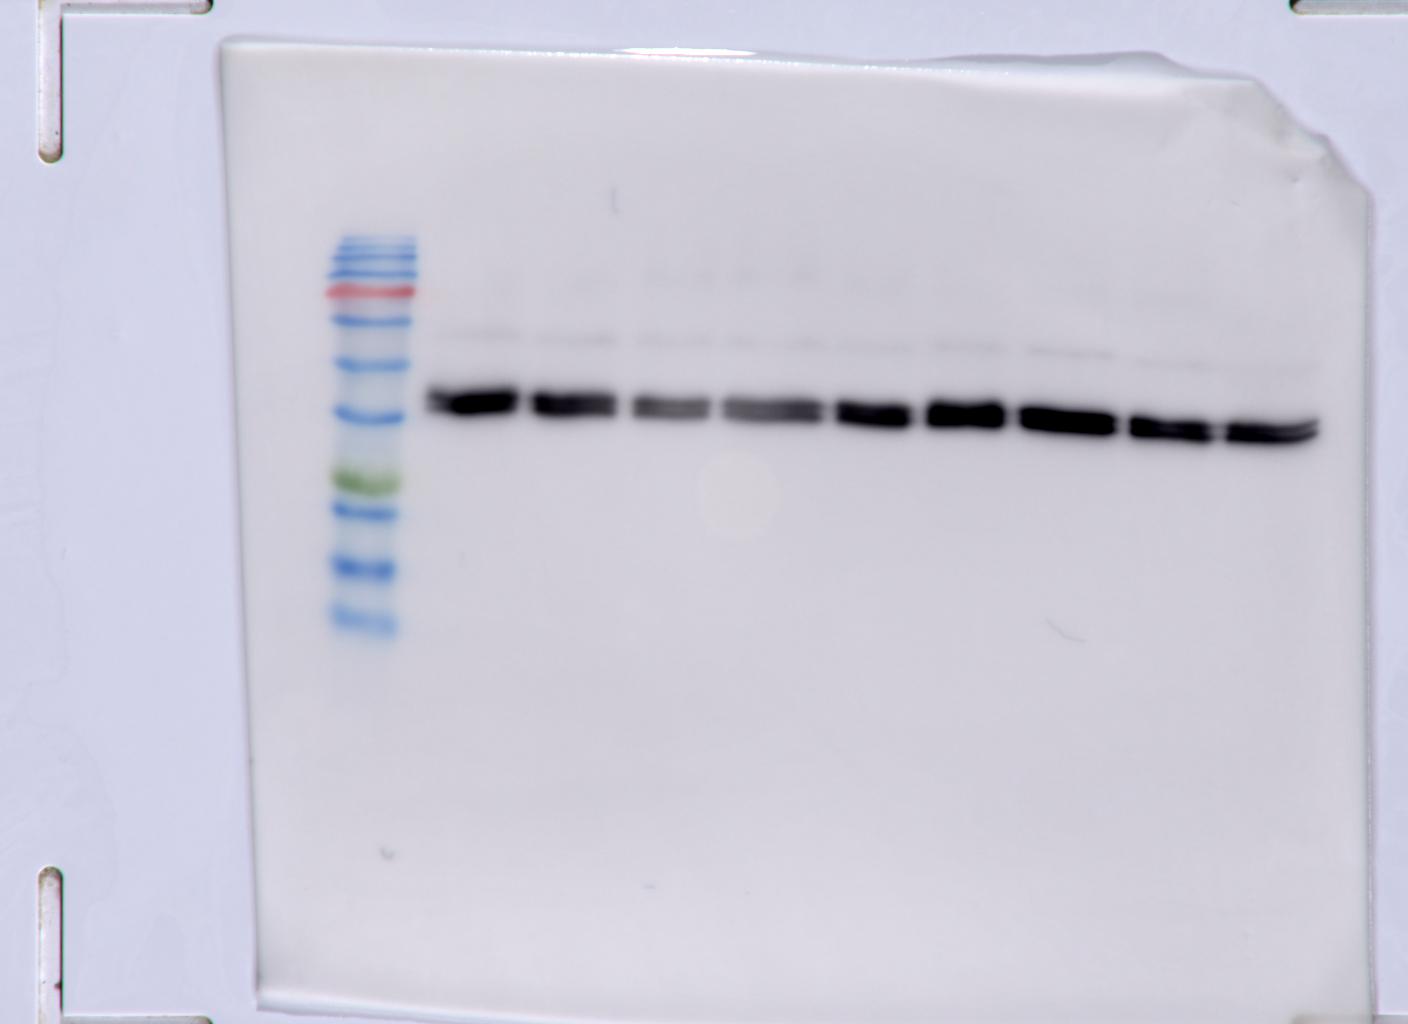

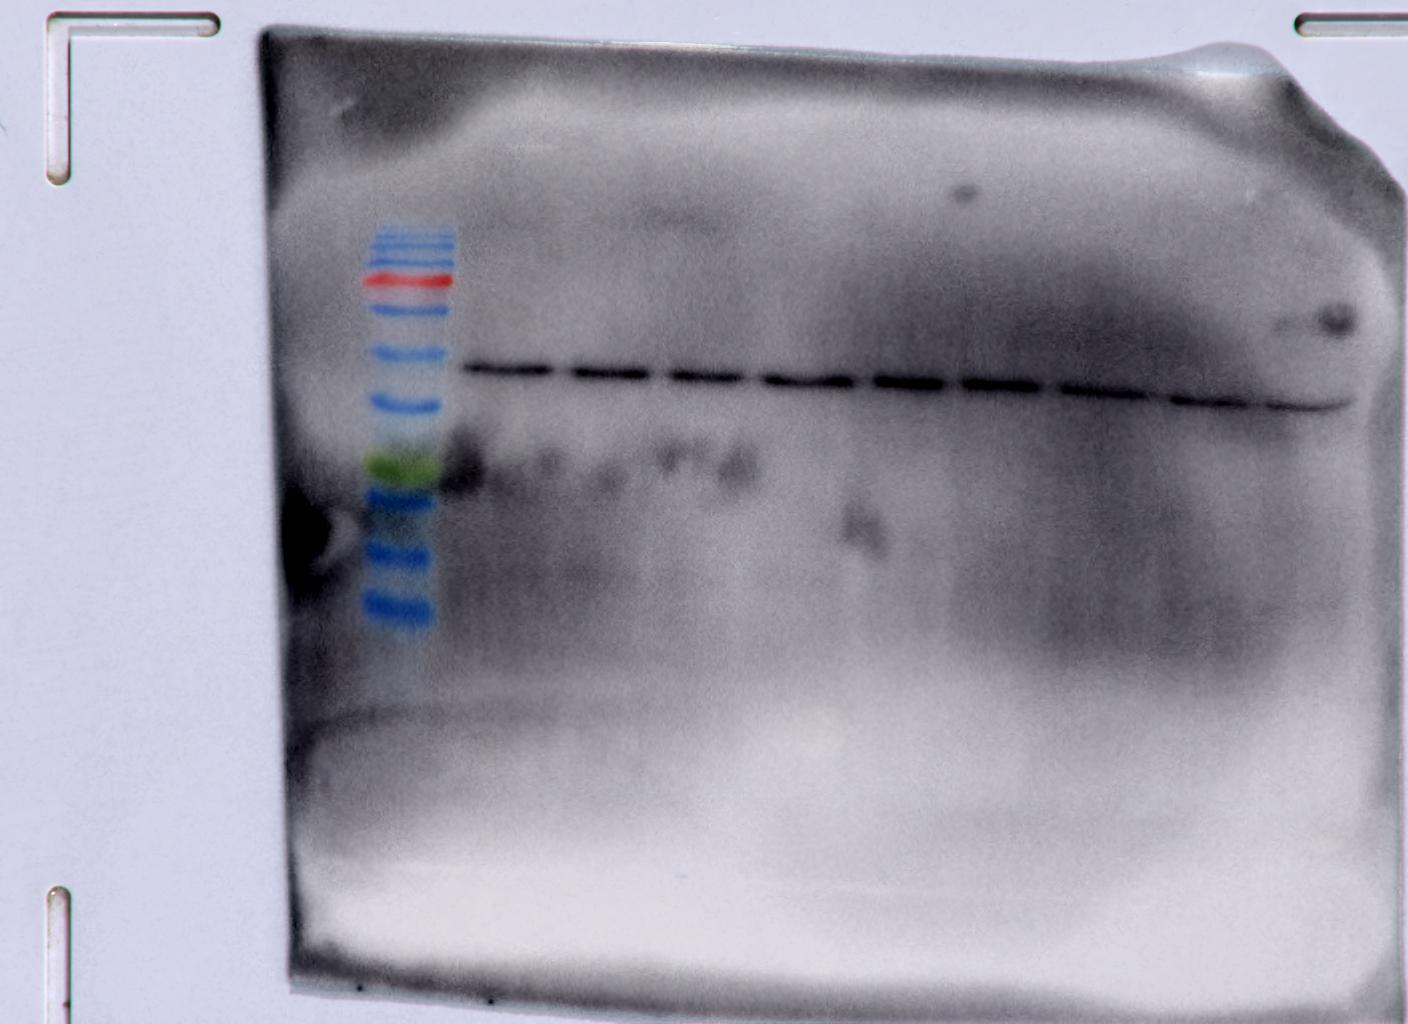

Lane 1: 40Q_sample 1

Lane 2: 40Q; *nhr-1(vlt15)*_ sample 1

Lane 3: 40Q; *unc-1(vlt10)*; *nhr-1(vlt15)*_ sample 1

Lane 4: 40Q_sample 2

Lane 5: 40Q; *nhr-1(vlt15)*_ sample 2

Lane 6: 40Q; *unc-1(vlt10)*; *nhr-1(vlt15)*_ sample 2

Lane 7: 40Q_sample 3

Lane 8: 40Q; *nhr-1(vlt15)*_ sample 3

Lane 9: 40Q; *unc-1(vlt10)*; *nhr-1(vlt15)*_ sample 3

WB_1-2: *vlt20, vlt15* and *vlt10* alleles

anti-actin (1:500) anti-polyQ (1:1000)

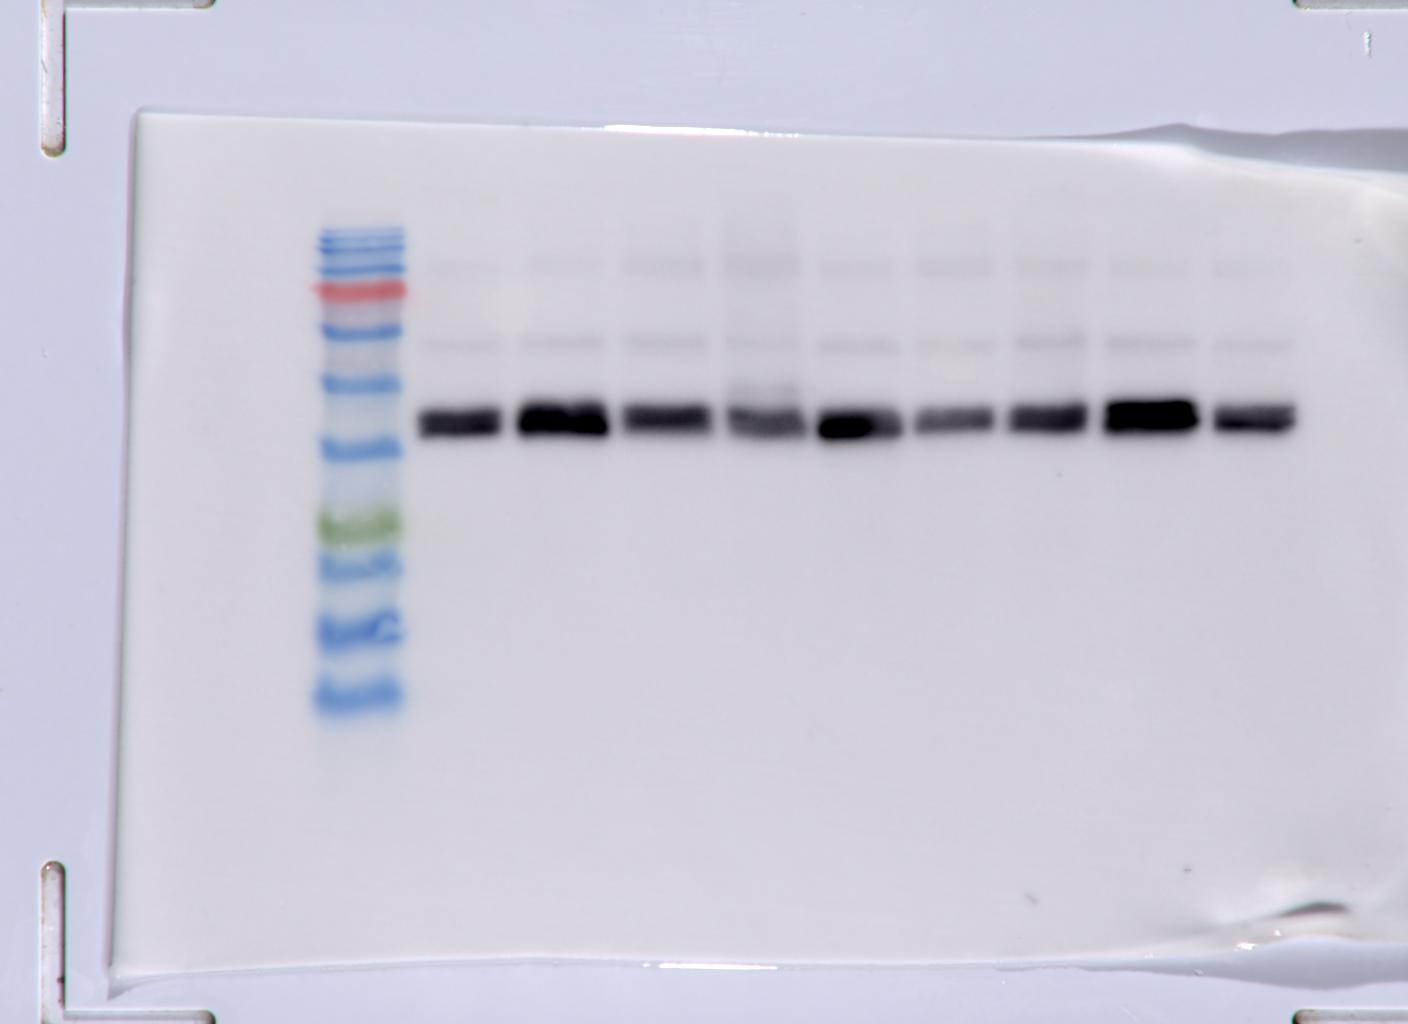

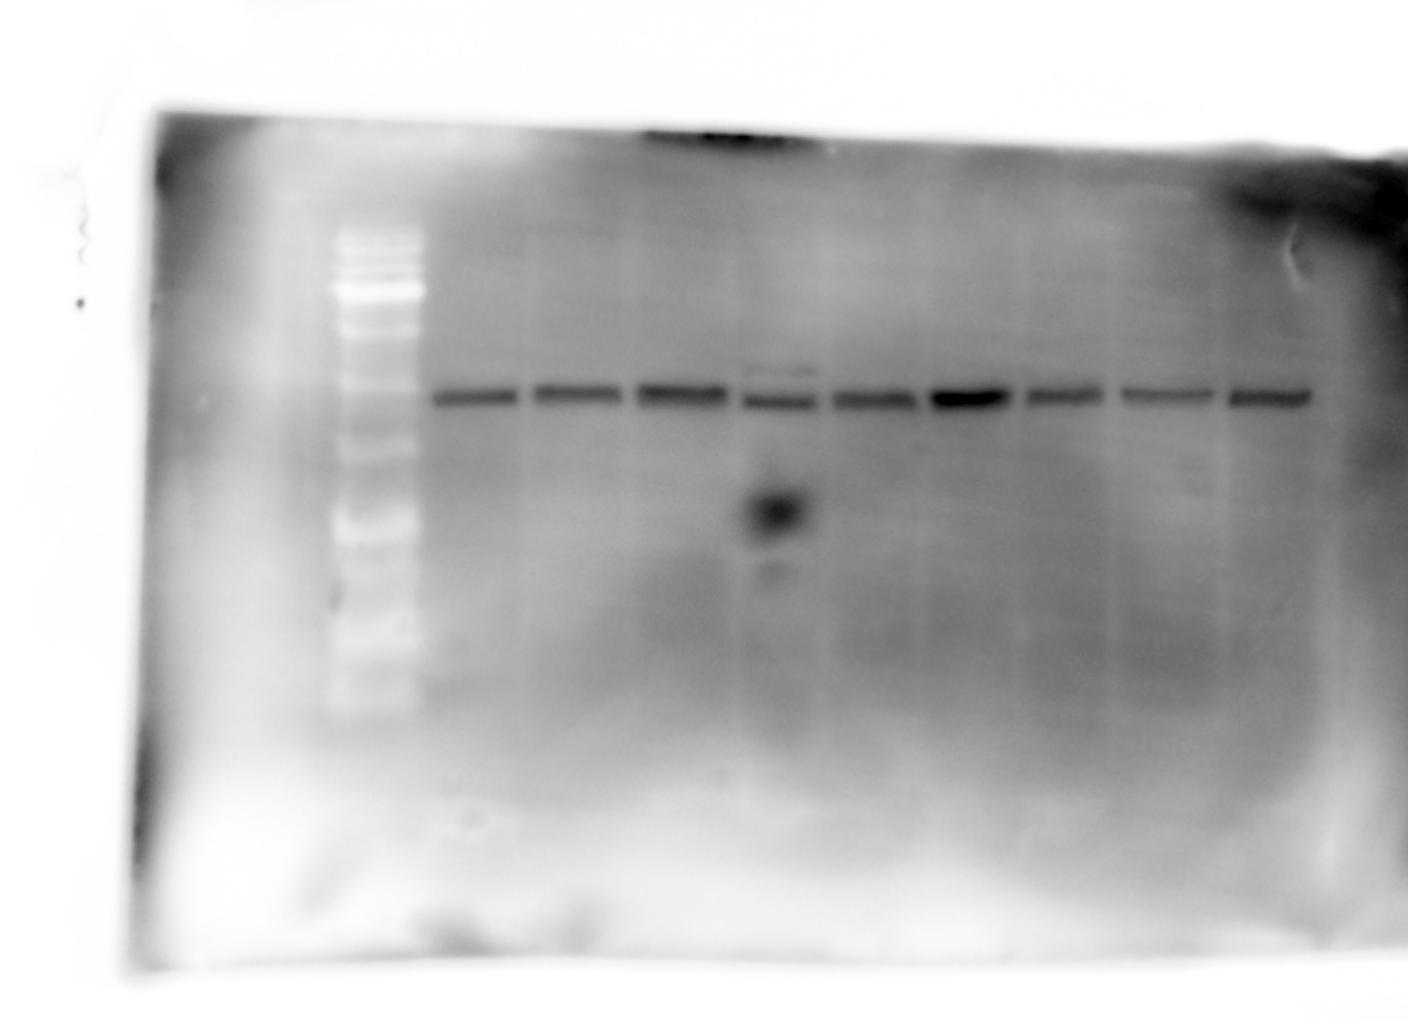

Lane 1: 40Q_ Sample 1

Lane 2: 40Q; *daf-12(vlt20); nhr-1(vlt15)* _ Sample 1

Lane 3: 40Q; *daf-12(vlt20); nhr-1(vlt15); unc-1(vlt10)* _ Sample 1

Lane 4: 40Q_ Sample 2

Lane 5: 40Q; *daf-12(vlt20); nhr-1(vlt15)* _ Sample 2

Lane 9: 40Q; *daf-12(vlt20); nhr-1(vlt15); unc-1(vlt10)* _ Sample 2

WB_3: *vlt20, vlt15* and *vlt10* alleles. Representative images to EV1C.

anti-actin (1:500) anti-polyQ (1:1000)

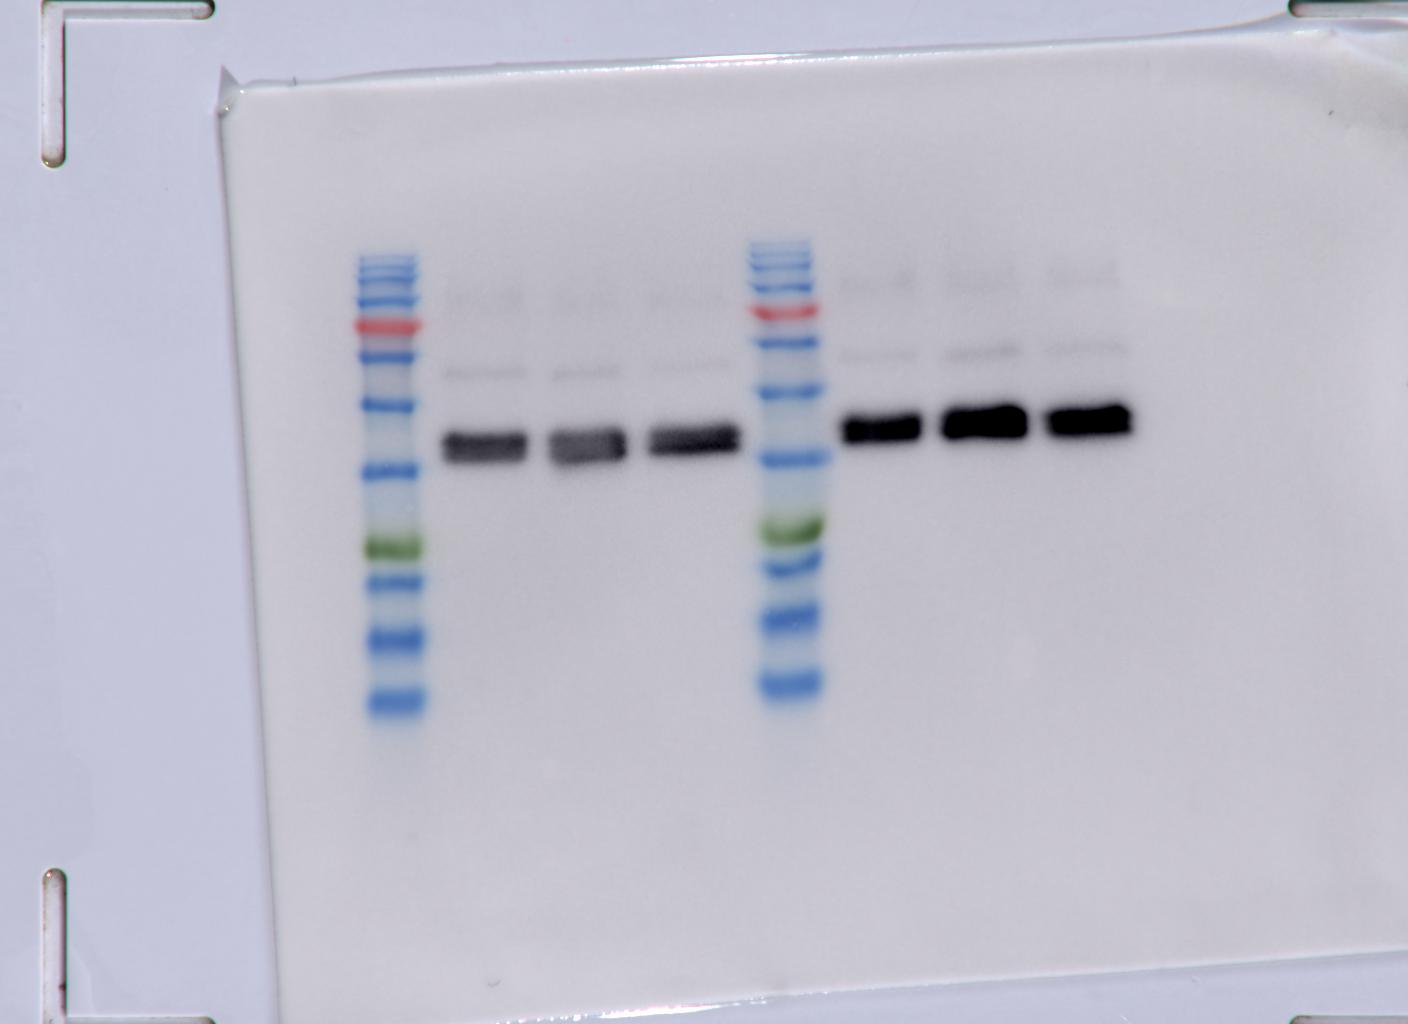

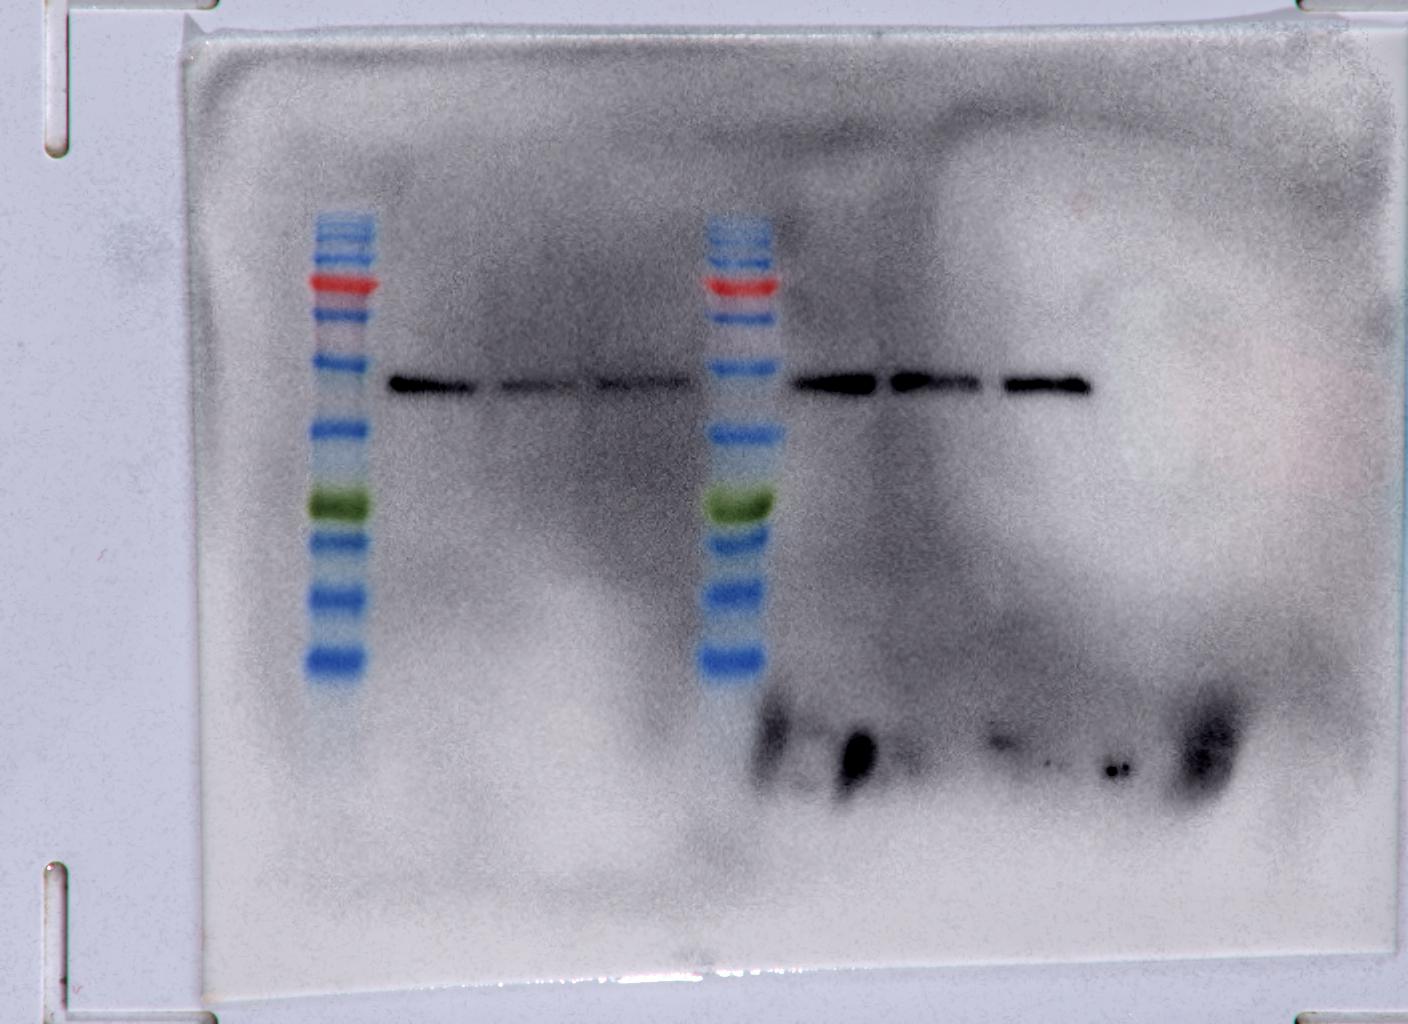

Lane 1: 40Q_ Sample 3

Lane 2: 40Q; *daf-12(vlt20); nhr-1(vlt15)* _ Sample 3

Lane 3: 40Q; *daf-12(vlt20); nhr-1(vlt15); unc-1(vlt10)* _ Sample 3

# Supplementary material for: Changes in lipid metabolism driven by steroid signalling modulate proteostasis in C. elegans
**Source:** EMBO Rep. 2023 Apr 27;24(6):e55556. doi: 10.15252/embr.202255556
**Supplement:** Supplementary file 4 — PDF+

# Changes in lipid metabolism driven by steroid signalling modulate proteostasis in *C. elegans*

Ana P Gómez-Escribano<sup>1,2,3</sup> , Carlos Mora-Martínez<sup>4</sup> , Marta Roca<sup>5</sup> , Denise S Walker<sup>6</sup> , Joaquín Panadero<sup>7</sup>, Maria D Sequedo<sup>1,2,3</sup> , Ratni Saini<sup>8</sup>, Hans-Joachim Knölker<sup>8</sup> , Jose Blanca<sup>9</sup>, Juan Burguera<sup>10</sup>, Agustin Lahoz<sup>5,11</sup>, Joaquin Cañizares<sup>9</sup>, José M Millán<sup>1,2,3</sup> , Nick O Burton<sup>12</sup>, William R Schafer<sup>6</sup>  & Rafael P Vázquez-Manrique<sup>1,2,3,\*</sup> 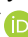

## Abstract

Alzheimer's, Parkinson's and Huntington's diseases can be caused by mutations that enhance protein aggregation, but we still do not know enough about the molecular players of these pathways to develop treatments for these devastating diseases. Here, we screen for mutations that might enhance aggregation in *Caenorhabditis elegans*, to investigate the mechanisms that protect against dysregulated homeostasis. We report that the stomatin homologue UNC-1 activates neurohormonal signalling from the sulfotransferase SSU-1 in ASJ sensory/endocrine neurons. A putative hormone, produced in ASJ, targets the nuclear receptor NHR-1, which acts cell autonomously in the muscles to modulate polyglutamine repeat (polyQ) aggregation. A second nuclear receptor, DAF-12, functions oppositely to NHR-1 to maintain protein homeostasis. Transcriptomics analyses of *unc-1* mutants revealed changes in the expression of genes involved in fat metabolism, suggesting that fat metabolism changes, controlled by neurohormonal signalling, contribute to protein homeostasis. Furthermore, the enzymes involved in the identified signalling pathway are potential targets for treating neurodegenerative diseases caused by disrupted protein homeostasis.

**Keywords** *Caenorhabditis elegans*; fat metabolism; nuclear receptors; protein aggregation; steroid hormone signalling

**Subject Categories** Metabolism; Molecular Biology of Disease; Neuroscience

**DOI** 10.15252/embr.202255556 | Received 8 June 2022 | Revised 2 March 2023 | Accepted 22 March 2023 | Published online 27 April 2023

**EMBO Reports (2023) 24: e55556**

## Introduction

Many neurodegenerative diseases, such as Huntington's (HD), Alzheimer's and Parkinson's diseases, and Amyotrophic lateral sclerosis (ALS) are caused by toxic protein aggregates that stem from incorrect protein folding (Valastyan & Lindquist, 2014). In non-disease states, this aggregation is prevented via natural protein homeostasis mechanisms that ensure an adequate expression of proteins, proper folding and localization of these molecules, and the removal of misfolded proteins. Many pathways and molecules have been shown to influence this maintenance of appropriately folded proteins and their location in the cellular environment. For example, deleterious mutations in genes encoding components of chemical synapses accelerate the decline of protein homeostasis in post-synaptic muscle cells and contribute to the progression of age-related disorders (Garcia *et al*, 2007). However, though much is known about these pathways, we still do not know enough about all of the molecular players and their mechanisms to develop treatments for these devastating diseases.

In a properly functioning homeostasis system, the accumulation of a considerable number of misfolded proteins would induce cytoplasmic stress by poisoning the machinery of the autophagic and proteasomal systems. This in turn activates the unfolded protein response (UPR) pathways in the endoplasmic reticulum, mitochondria and cytosol (Almanza *et al*, 2019). UPR signals activate nuclear transcription factors that induce the expression of genes associated with folding and protein degradation, autophagy and other protective pathways (Almanza *et al*, 2019). Proteostasis can also be modulated by the metabolic status of the organism and has been shown to be connected to lipid metabolism (Steinbaugh *et al*, 2015;

1 Laboratory of Molecular, Cellular and Genomic Biomedicine, Instituto de Investigación Sanitaria La Fe, Valencia, Spain

2 Centro de Investigación Biomédica en Red de Enfermedades Raras (CIBERER), Valencia, Spain

3 Joint Unit for Rare Diseases IIS La Fe-CIPF, Valencia, Spain

4 Institute of Biotechnology, University of Helsinki, Helsinki, Finland

5 Unidad Analítica, Instituto de Investigación Sanitaria La Fe, Valencia, Spain

6 Neurobiology Division, MRC Laboratory of Molecular Biology, Cambridge Biomedical Campus, Cambridge, UK

7 Unidad Genómica-Bioinformática, Instituto de Investigación Sanitaria La Fe, Valencia, Spain

8 Fakultät Chemie, Technische Universität Dresden, Dresden, Germany

9 Instituto Universitario de Conservación y Mejora de la Agrodiversidad Valenciana, Valencia, Spain

10 Department of Neurology, Hospital Universitario y Politécnico La Fe, Valencia, Spain

Webster *et al*, 2017; Lee *et al*, 2019; Higuchi-Sanabria *et al*, 2020; Joshi *et al*, 2021). For example, inhibiting the genes that encode amino-acyl tRNA synthetases increases fat production and activates the proteasomal AMPK network to extend survival under starvation conditions (Webster *et al*, 2017). In addition, the lipid homeostasis regulator MDT-15 is required for maintaining HSF-1-dependent proteostasis at low temperatures in *Caenorhabditis elegans* expressing a polyQ (35Q::YFP) (Lee *et al*, 2019). Lipids can also modulate proteostasis via lipid depletion through overexpression of XBP-1s in serotonergic, but not dopaminergic, neurons (Higuchi-Sanabria *et al*, 2020). Moreover, XBP-1s remodels lipid metabolism by non-cell autonomous signalling, which decreases triglyceride and increases oleic acid levels (Imanikia *et al*, 2019). In addition, the folding of proteins containing expanded polyQs in muscle cells can be regulated by chemical synaptic functions in neurons (Garcia *et al*, 2007; Silva *et al*, 2013). For example, a small increase in physiological cholinergic signalling at motor synapses induces a calcium-dependent activation of muscular HSF-1, which in turn activates the expression of chaperones that protect against protein aggregation (Silva *et al*, 2013). Additionally, Taylor & Dillin (2013) described another non-cell autonomous mechanism by XBP-1 to regulate UPR pathways and longevity in *C. elegans*. However, despite these and similar observations, the mechanisms by which neuronal signalling controls protein aggregation in distant tissues remains unknown.

How the deposited data were processed for this re-analysis (not part of the article)

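RNA from pooled young adult C. elegans grown at 20°C was sequenced by Novogene, with 6 biological replicates for each of 4 genotypes: 40Q, 40Q; unc-1(vlt10), 40Q; nhr-1(vlt16) and the double mutant 40Q; unc-1(vlt10); nhr-1(vlt16). The authors aligned the reads to WBcel235 with HISAT2, counted reads per gene with HTSeq and compared genotypes with DESeq2. They deposited a table of counts, which holds whole numbers without normalization, a table of FPKM values, and 6 tables of differential expression with log2 fold changes and adjusted p-values. These 6 tables as deposited also hold a score per genotype, a mean level computed by the authors on a scale that the paper's text does not state, and it was not used here. Read length, strand setting and software versions are not stated in the paper's text either.

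Each library was assigned to its genotype by its label, and unc-1 and nhr-1 mRNA was checked against the labels. The choice of tests, of alternatives and of the rule for naming genes was made before the data were examined, apart from those named below and in the additional observations as chosen later. The FPKM values of the genes of Fig EV4 and Appendix Fig S6 had been seen in the paper's source data when the rule was written. By this rule the text names unc-1 and nhr-1, the genes that the paper names for these libraries, and the genes with the largest fold changes in 4 comparisons. For unc-1(vlt10) against 40Q these are the 4 higher and 4 lower genes, and for nhr-1(vlt16) against 40Q, double mutants against 40Q and the interaction the 2 higher and 2 lower genes. They were taken among called genes with a mean log2 CPM of at least 1 and, except for the interaction, no overlap between the 6 and 6 libraries. Genes named outside the rule are said to be chosen after their values were seen.

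Counts were analysed in R 4.3.3 with edgeR 4.0.16 in a single fit of all 24 libraries, with the 4 genotypes as the only term, TMM normalization, the default filter on low counts (filterByExpr) and quasi-likelihood F-tests. The 6 comparisons between genotypes and the interaction were tested over 14865 genes. A gene was called when its p-value, adjusted by the Benjamini-Hochberg method over the genes tested, was below 0.05 and its fold change above 2. Log2 CPM for the principal components and distances used a prior count of 2, and the principal components the 1000 most variable genes. Classes of genes were tested among called genes with two-sided Fisher's exact tests, and for shifts with fry and camera from limma 3.58.1, with the correlation between genes estimated. Gene positions came from Ensembl annotation release 115. Where all libraries of a group were at 0, the fold change was computed against a floor of 3 counts over the group, which covers counting error only.

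FPKM values were compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, by exact two-sided permutation tests on the mean of log2(FPKM + 0.1) over all 924 arrangements. Adjustment was by the Benjamini-Hochberg method over the 23 genes of Fig EV4, and over 12 tests for daf-36 and daf-9. The smallest p that 6 libraries against 6 allow is 0.00216. Figures were drawn with matplotlib 3.10.9.

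Library totals were 19098458 to 30467364 reads on genes, and the double mutants were sequenced more deeply than the other genotypes. The analysis was tested on simulated counts, in which changes of 4-fold were called at this number of replicates, and changes of exactly 2-fold had adjusted p below 0.05 (Benjamini-Hochberg) but were often below the fold change threshold. The alternatives were DESeq2 1.42.0, size factors (RLE) or total counts alone in place of TMM, no filter on low counts, a filter of 1 CPM in 6 libraries, replicate number as a block, fits of only the 2 genotypes compared, and no fold change threshold. For FPKM they were pseudocounts of 1 and 0.01, an exact test on ranks, a filter on a mean of 0.5 FPKM, edgeR on the counts and the replicate block. DESeq2 with 1 added to every count was chosen after the authors' deposited tables were seen. Differences between genotypes were also ranked among 100 splits of the same libraries, the real one included. The real-time PCR, lipid and imaging experiments of the paper were not analysed here.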

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

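The tests on mislabelled libraries, on the neighbours of F56A4.3 and lin-15A and on the summed counts of F44E5.4 and F44E5.5 were chosen only after these results were seen.

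Among 102 groups of 6 libraries scanned for a library far from the others, 2 held one, where chance gives about 1 in 20. The first was the level of nhr-1 in nhr-1(vlt16) replicate 5, at 11.41 CPM, while the other libraries of the genotype held 14.77 to 16.42 CPM. Its gap to the nearest library was 0.671 of the range of the group, past the limit of the Dixon test for 6 values. This library lies on the same side as the other libraries with the vlt16 allele, and 0 of the 24 libraries had unc-1 or nhr-1 mRNA on the wrong side for its label, so a mislabelled sample is argued against. No biological explanation was tested within a genotype. The second was D1086.9 in unc-1(vlt10) replicate 2, at 0.0669 FPKM, with the other 5 libraries listed at 0. All libraries of unc-1(vlt10) together held 3 counts of this gene, so this library rests on 3 counts.

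The effect of unc-1(vlt10) differed with and without the nhr-1(vlt16) allele for 1314 genes in the test of the interaction. With every library thinned to the lowest total, 1321 genes were called (median of 3 draws, 1309 to 1332), so the greater depth of the double mutants is argued against as the cause. Without the 100 most abundant genes the number was 1326, which argues against a few genes taking most of the counts. With each library's trend with gene length removed it was 1290, which argues against gene length bias. The 0 libraries out of place for their label argue against a mislabelled sample. Of 100 splits, 1, the real one, gave as many genes, and the highest of the others gave 417. The splits mix libraries of different genotypes, so differences between genotypes add to the spread within each group. They rank the number against no difference between genotypes at all, and cannot exclude chance for the interaction itself. Sequencing or library batches are not given in the labels and were not tested. Of the explanations that the design names, an interaction between the alleles may account for the genes as a hypothesis, and a difference between the cultures that follows genotype stays open.

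F56A4.3 had no counts in any library of nhr-1(vlt16) or of double mutants, against 106 to 177 counts in 40Q and 203 to 280 in unc-1(vlt10). Its level in nhr-1(vlt16) was at least 279.6-fold lower than in 40Q, against a floor of 3 counts over the group, and in double mutants at least 363.7-fold lower. It was singled out as a signal in a gene that the paper does not discuss, and it is also among the genes of the naming rule. A variant of the strain against the reference, such as a deletion, could give this pattern if both strains share it, which is an assumption, since the labels do not give how either strain came by its chromosome V. Of 20 flanking genes on chromosome V, 3 were called in nhr-1(vlt16) against 40Q, compared with 2.69% of other genes (two-sided Fisher's exact test, p = 0.0159). They went both ways, with log2 fold changes of -1.62 for F56A4.2 and 1.19 for pud-3, and mct-2 lower as well, genes named here after their values were seen. Such a variant and an effect of the nhr-1 mutation on this gene cannot be told apart, since both follow the same libraries and reads were not used here.

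The gene lin-15A was higher in double mutants than in 40Q, with a log2 fold change of 1.211 (adjusted p = 1.5e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lin-15B by 1.18. In nhr-1(vlt16) lin-15A was higher by 0.29 and in unc-1(vlt10) by 0.06. These genes were chosen after their values were seen, and lin-15A is labelled in a volcano plot of Appendix Fig S7 but not discussed in the text. Depth is argued against, since the log2 fold change of lin-15A was 1.19 with every library thinned to the lowest total. The median log2 fold change of the 20 flanking genes was -0.0596, which argues against the gain of a larger segment of the chromosome. However, wrt-4 among them was higher by 1.17, so a smaller segment stays open as a candidate explanation. An effect of the 2 alleles together also stays open and was not tested apart from the strain.

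F44E5.4 was lower in unc-1(vlt10) than in 40Q, with a log2 fold change of -3.03 (adjusted p = 2.7e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its neighbour F44E5.5 by -2.99. Both were chosen after their values were seen, and both are labelled in a volcano plot of Appendix Fig S7 but not discussed in the text. Reads shared between these copies could move counts from one to the other, but the log2 ratio of their summed CPM was -3.003, with all 6 libraries of unc-1(vlt10) below all of 40Q, which argues against it. In double mutants F44E5.4 was higher than in unc-1(vlt10) by 2.51. An effect of the unc-1 mutation stays open as a hypothesis, as does a difference of conditions between the cultures, which was not tested for this gene.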

How the results depend on the processing

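The alternative with DESeq2 on counts with 1 added was chosen only after the authors' deposited tables were seen, and it is reported apart from the others. The difference of daf-9 without replicate 6 of unc-1(vlt10) was added after the values were seen, and it was -0.11 against -0.26.

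Over 119 results, 931 values were computed under alternatives. Of 654 values of single genes under the alternatives other than the added ones, 643 kept their direction and their side of the threshold, 8 were no longer past it, 3 passed it newly and 0 reversed. These changes concerned daf-36 in nhr-1(vlt16), and daf-12, ire-1, rtcb-1, hsp-3, hsp-4 and hsp-60 in unc-1(vlt10), all with small fold changes. For the 9 fatty acid enzyme genes, all 9 stayed lower in unc-1(vlt10) with adjusted p below 0.05 (Benjamini-Hochberg) in each of the 7 alternatives in which they were tested. The number of rescued genes lay between 396 and 650 with the fold change threshold in place, and the odds ratio of the lipid classes between 2.46 and 3.11.

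Without a filter on low counts, which tests 25728 genes in place of 14865, the calls were 1336 in unc-1(vlt10), 647 in nhr-1(vlt16) and 493 in double mutants against 40Q, 203 between double mutants and nhr-1(vlt16), and 146 for genes of vlt10 not altered by vlt16. The slope of double mutants on unc-1(vlt10) was 0.252. With a filter of 1 CPM in 6 libraries, which tests 13068 genes, the calls were 247 in nhr-1(vlt16) against 40Q, 80 between double mutants and nhr-1(vlt16), and 49 for genes not altered by vlt16. By construction, these settings differ only in which genes with few counts are kept.

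Without the fold change threshold, the calls against 40Q were 7103 in unc-1(vlt10), 6311 in nhr-1(vlt16) and 4790 in double mutants. They were 6439 between double mutants and unc-1(vlt10), 2825 between double mutants and nhr-1(vlt16), 5753 between the single mutants and 7087 for the interaction. The rescued genes then numbered 2950 and the genes not altered by vlt16 1599. With total counts alone in place of TMM, the median log2 fold change of the major sperm protein genes in unc-1(vlt10) reversed from -0.05 to 0.00 (0.00395), and it was not past the threshold in either setting. The median of all tested genes moved from 0.02 to 0.08 with it.

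With the FPKM of each replicate number taken as a block, the number of genes of Fig EV4A past the threshold was 0 and of Fig EV4B 0. The differences of daf-36 (-0.95 in unc-1(vlt10) against 40Q, 0.78 in double mutants against unc-1(vlt10)) and of daf-9 (0.43 in nhr-1(vlt16) against 40Q, 0.79 in double mutants against unc-1(vlt10)) were the same in size but no longer past it. Under this block the smallest exact p is 0.0313, so the block says little about these genes. Libraries of the same number did not correlate in all pairs of genotypes. Between unc-1(vlt10) and 40Q they did, with a mean r of 0.28 against -0.06 for unlike numbers, so a pairing stays open there. With edgeR's p-values on the counts, adjusted over the 12 tests of daf-36 and daf-9 by the Benjamini-Hochberg method, daf-36 in nhr-1(vlt16) against 40Q was -0.16 with adjusted p of 0.0312, and adjusted over all genes tested p was 0.0542, which is not past the threshold. The cause was not tested.

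Under DESeq2 on counts with 1 added, for the 2 genotypes compared, the calls were 890 between double mutants and 40Q, 1541 between double mutants and unc-1(vlt10), 764 between double mutants and nhr-1(vlt16) and 173 for genes not altered by vlt16. The share of higher genes was then 94.5% against 64% in double mutants over 40Q, 85.9% against 59.9% over unc-1(vlt10) and 97.6% against 75.8% over nhr-1(vlt16). With 1 added to all counts the size factors were 1 in all libraries, so the greater depth of the double mutants was not scaled out, and the median log2 fold change of the tested genes was 0.40, 0.33 and 0.38 in these comparisons. Of 90 values of single genes, 70 kept direction and side and 7 reversed. The reversed values were 0.19 for daf-36 in double mutants against 40Q and, in double mutants against unc-1(vlt10), 0.0461 for unc-1, 0.32 for dve-1, 0.0585 for atfs-1, 0.30 for ire-1, 0.0766 for atf-6 and 0.24 for hsp-3. Relative to the medians of all genes given, each of them is lower.

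Depth limits the genes with few counts. Of the 46778 genes, 27899 were at 0 in most of the libraries, and 16 of the 23 genes of Fig EV4 had enough counts for edgeR.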

Differences from the paper's values

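DESeq2 on counts with 1 added was chosen only after the values of the authors' deposited tables were seen.

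The paper's number of genes specific to vlt10 and not altered by vlt16 is 173, in the legend of Appendix Fig S7, and the number from edgeR's calls is 90. Of the alternatives set before the data were examined, the analysis without a filter on low counts gave 146, within 1.5 times the paper's value. DESeq2 (90), RLE size factors (90), total counts alone (95), the filter of 1 CPM in 6 libraries (49), the replicate block (92), fits of only the 2 genotypes compared (86) and no fold change threshold (1599) did not. DESeq2 on counts with 1 added, chosen after seeing the values, gave 173 and dropped 0 of the paper's genes. Of the genes in the authors' deposited tables, 69 are among the 90.

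The authors' deposited table of double mutants against 40Q holds 890 called genes, and edgeR called 300. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, with 204 to 493 genes with the fold change threshold and 4790 without it. The authors' deposited table of double mutants against unc-1(vlt10) holds 1541 genes, and edgeR called 892. Without a filter on low counts the number was 1321, which is within 1.5 times. The other alternatives set before the data were examined gave 726 to 898 genes, or 6439 without the fold change threshold. The authors' deposited table of double mutants against nhr-1(vlt16) holds 764 genes, and edgeR called 132, with 80 to 203 under the alternatives with the fold change threshold and 2825 without it, none within 1.5 times. DESeq2 on counts with 1 added, chosen after seeing the values, gave 890, 1541 and 764 genes in these comparisons and dropped 0 of the genes called in the authors' deposited tables.

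The paper's text gives 532 rescued genes and the paper's legend of Appendix Fig S7 gives 523 for the same set. The authors' deposited tables give 532 under the definition of the legend, as does DESeq2 on counts with 1 added, chosen after seeing the values, and edgeR gave 477.

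The paper states that worms with a lesion in nhr-1 had raised expression of daf-36 and daf-9 without naming a reference group. The legend of Appendix Fig S6 describes the levels relative to wild type and the tests relative to unc-1 mutants. Relative to unc-1(vlt10) there is no difference from the paper, and what follows on daf-36 holds only relative to 40Q. For daf-9, FPKM was higher in nhr-1(vlt16) and in double mutants, by 0.43 and 0.53 on the log2(FPKM + 0.1) scale against 40Q. For daf-36, it was higher than in unc-1(vlt10) by 0.78 in double mutants, and unc-1(vlt10) was at -0.82 relative to nhr-1(vlt16) (exact permutation tests, Benjamini-Hochberg adjusted p = 0.00519 for both). Against 40Q it was lower, at -0.13 in nhr-1(vlt16) and -0.17 in double mutants. DESeq2 on counts with 1 added, chosen after seeing the values, gave 0.19 for daf-36 in double mutants against 40Q.

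The paper states that loss of nhr-1 turned back the expression of the fatty acid enzyme genes in unc-1 mutants. Of the 9 genes, 8 were higher in double mutants than in unc-1(vlt10) with adjusted p below 0.05 (edgeR, Benjamini-Hochberg). The exception was fat-7, at 0.15, which stayed at -1.41 against 40Q. DESeq2 on counts with 1 added, chosen after seeing the values, gave 0.49 for fat-7 in double mutants against unc-1(vlt10), past the threshold.

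The legend of Fig EV4A presents its genes as raised in unc-1(vlt10). Of the 21 genes, 17 had a higher mean and 4 a lower one, F08H9.4, F08H9.3, djr-1.2 and clx-1, with p of 0.582, 0.346, 0.381 and 0.182 in the exact permutation tests.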

Other observations

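The tests of the authors' deposited table, of separate 40Q libraries, of fat-6 beside fat-7, of stage, of the 69 genes on other chromosomes, of the median of the fatty acid enzyme genes over other splits and of the gene classes over a fixed number of genes were chosen only after the results were seen.

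The authors' deposited table of double mutants against 40Q has mostly higher calls. DESeq2 on counts with 1 added, which leaves the size factors at 1, called the same 890 genes, which indicates that the authors' normalization accounts for this share. The median log2 fold change of the tested genes in the authors' deposited table was 0.40, close to the log2 ratio of the median library totals of 0.33.

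The slope of double mutants on unc-1(vlt10) of 0.172 uses the same 40Q libraries for both mutants. With 3 of the 40Q libraries for unc-1(vlt10) and the other 3 for double mutants, its median over 20 partitions was 0.126 (0.0914 to 0.167). It stayed above 0 in all 20, which argues against shared 40Q libraries as the whole cause, while part of the slope could come from them. Genes chosen on replicates 1 to 3 gave 0.180 in replicates 4 to 6, which argues against the choice of genes and the slope on the same libraries as the cause.

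Of the genes called in all 3 mutants against 40Q, 76 had the same sign, 59 higher and 17 lower. With a separate pair of 40Q libraries for each mutant, a median of 31 genes was called in all 3 in the same direction (24 to 37 over 15 partitions) and 8 in unlike directions. With the same pair for all 3 mutants, the medians were 83 and 9.33 genes. So shared 40Q libraries could account for part of these genes. These partitions leave 2 libraries of 40Q per comparison. For a single gene they cannot tell shared 40Q libraries from a change common to the mutants. A difference between the 40Q culture and the others stays open as well, since no batch is given.

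For fat-7, which was low in all 3 mutants, reads counted on its paralog fat-6 could account for the loss. The log2 fold change of fat-6 in nhr-1(vlt16) was -0.18, and that of the sum of fat-6 and fat-7 was -0.23, with all 6 libraries below every 40Q library. The counts of fat-6 make up most of that sum, so its fall argues only against an exchange of reads as the sole change in both genes, and the loss of fat-7, 14.5 CPM, is smaller than the SD of fat-6 in 40Q, 28.2 CPM. So an exchange of reads and an effect of the mutations on fat-7 cannot be told apart from the counts.

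Classes of genes that follow stage were compared by fry and camera, in 32 tests of 8 classes with Benjamini-Hochberg adjustment. The vitellogenin genes, which rise at the onset of adulthood, were lower in unc-1(vlt10), with a median log2 fold change of -0.88 and all 6 genes lower, in separate groups of -1.35 to -1.52 for vit-1, vit-3 and vit-4 and of -0.31 to -0.40 for vit-2, vit-5 and vit-6, so that the median lies between them (adjusted p = 2.4e-12 by fry and 0.0694 by camera, which was not past the threshold). The collagen genes had a median of -0.50 and the major sperm protein genes of -0.05 in unc-1(vlt10), with adjusted p of 1.8e-07 and 0.481 by fry and 0.110 and 0.815 by camera. For the vitellogenin and the collagen genes chance can be excluded, with 1 of 100 splits as large, and for the major sperm protein genes it cannot, with 57. In nhr-1(vlt16) the major sperm protein genes had a median of -0.97 (adjusted p = 2.9e-11 by fry and 0.025 by camera). The ssp and nspd genes, classes chosen after the results were seen, had medians of -0.80 and -0.74, with adjusted p of 3.9e-08 and 2.8e-08 by fry and 0.0538 and 0.0604 by camera. A difference of stage between the cultures could give these shifts, and for unc-1(vlt10) and nhr-1(vlt16) it cannot be told apart from an effect of the mutations, since each genotype grew apart and no stage was measured. In double mutants over unc-1(vlt10), vit-1, vit-3 and vit-4 were higher by 1.22 to 1.26, and vit-2, vit-5 and vit-6 were at -0.02 to 0.25. By median, the collagen genes were higher by 0.74 and the major sperm protein genes were at -0.17. So a difference of stage could also account for part of the rescued genes, the interaction and the return of the fatty acid enzyme genes, which was not tested. The F-box B genes, also chosen after the results were seen, had medians of 0.62, 0.62 and 0.49 in unc-1(vlt10), nhr-1(vlt16) and double mutants. The F-box A genes had 0.43, 0.09 and 0.09, and the BTB-MATH genes 0.33, 0.23 and 0.25.

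The 90 genes of vlt10 not altered by vlt16 lay on the X chromosome more often than other tested genes, with an odds ratio of 1.83. Variants near unc-1 that were carried along on X could account for the excess. They do not account for the 69 genes of the set on other chromosomes, unless through changes of X genes that act on them, which was not tested.

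In the comparisons of the libraries, 1 of 100 splits, the real one, gave as many calls in each of the 6 comparisons between genotypes. The same held for a slope as low, so chance can be excluded for these calls and for the slope. For the rescued genes and the genes not altered by vlt16, 1 of 100 splits, the real one, also gave as many. The other splits gave at most 1 rescued gene and 0 genes not altered by vlt16. Splits that mix the genotypes leave almost no such genes to be called, so they cannot exclude chance for these sets. The numbers of called genes of the lipid, immune and heat shock classes in unc-1(vlt10) follow the total of calls, so 1 of 100 splits with as many does not show that the classes stand out. Among the 884 genes of lowest p in each split, 1 of 100 splits gave as many lipid genes as the real one, 22. The highest of the other splits held 21. The study named 9 genes of this set on the same libraries, which favours the real split, so this rank cannot exclude chance. For the immune genes, with 7 splits, and the heat shock genes, with 14, chance cannot be excluded either. For the 9 fatty acid enzyme genes, 5 of 100 splits gave all 9 genes, which is the highest number possible, so this count does not rank the real split. By the median log2 fold change of the 9 genes, 1 of 100 splits, the real one, was as far from 0. The study chose these 9 genes on the same libraries, which favours the real split, so this rank cannot exclude chance.

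By the naming rule, the genes most raised in nhr-1(vlt16) against 40Q were M199.9 and F15E6.4, with log2 fold changes of 3.04 and 2.36, and after F56A4.3 the most reduced was scl-6, at -2.77. In double mutants against 40Q, M199.9 (3.04) and Y49G5A.1 (2.91) were most raised and nhx-6 most reduced after F56A4.3. The largest interactions were 5.02 for nspe-1, 4.60 for nspe-2, -3.43 for Y6E2A.4 and -2.99 for fipr-24.

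Of the stress genes of Fig EV1D, which the paper measured by real-time PCR in an experiment not analysed here, hsp-70 and hsp-16.41 were lower in unc-1(vlt10) than in 40Q, with log2 fold changes of -1.86 and -1.46. Both were higher in double mutants than in unc-1(vlt10), by 1.05 and 0.87. The paper reports the opposite direction, with both raised in unc-1 mutants and normal in double mutants. Its double mutants in that experiment carried nhr-1(vlt15). Higher in unc-1(vlt10) were atfs-1 by 0.21, atf-6 by 0.29 and ire-1 by 0.09, and lower were pek-1 at -0.40, hsp-60 at -0.15, dve-1 at -0.14, rtcb-1 at -0.11 and hsp-3 at -0.09. The gene hsp-4 was at -0.12. In double mutants against unc-1(vlt10), atfs-1 was at -0.28 and atf-6 at -0.26, and ire-1 at -0.04, not past an adjusted p of 0.05. All were tested by edgeR, and dve-1 was not past an adjusted p of 0.05 in unc-1(vlt10) (Benjamini-Hochberg).

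Of the genes of sulfation and of DAF-12 signalling, sul-3 was lower in unc-1(vlt10) than in 40Q by a log2 fold change of -0.65 and higher in double mutants than in unc-1(vlt10) by 0.80. The changes of sul-1 and sul-2 in unc-1(vlt10) were -0.28 and -0.11, not past an adjusted p of 0.05 by edgeR (Benjamini-Hochberg), and daf-12 was at -0.18, past it. The gene ssu-1 had too few counts to be tested, at 0.254 CPM in 40Q and 0.330 CPM in unc-1(vlt10).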
